# Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga *Chlamydomonas reinhardtii*

**DOI:** 10.1038/s42003-022-03359-z

**Published:** 2022-05-13

**Authors:** Ningning Zhang, Erin M. Mattoon, Will McHargue, Benedikt Venn, David Zimmer, Kresti Pecani, Jooyeon Jeong, Cheyenne M. Anderson, Chen Chen, Jeffrey C. Berry, Ming Xia, Shin-Cheng Tzeng, Eric Becker, Leila Pazouki, Bradley Evans, Fred Cross, Jianlin Cheng, Kirk J. Czymmek, Michael Schroda, Timo Mühlhaus, Ru Zhang

**Keywords:** Heat, Non-photochemical quenching, Photosystem I

## Abstract

Different intensities of high temperatures affect the growth of photosynthetic cells in nature. To elucidate the underlying mechanisms, we cultivated the unicellular green alga *Chlamydomonas reinhardtii* under highly controlled photobioreactor conditions and revealed systems-wide shared and unique responses to 24-hour moderate (35°C) and acute (40°C) high temperatures and subsequent recovery at 25°C. We identified previously overlooked unique elements in response to moderate high temperature. Heat at 35°C transiently arrested the cell cycle followed by partial synchronization, up-regulated transcripts/proteins involved in gluconeogenesis/glyoxylate-cycle for carbon uptake and promoted growth. But 40°C disrupted cell division and growth. Both high temperatures induced photoprotection, while 40°C distorted thylakoid/pyrenoid ultrastructure, affected the carbon concentrating mechanism, and decreased photosynthetic efficiency. We demonstrated increased transcript/protein correlation during both heat treatments and hypothesize reduced post-transcriptional regulation during heat may help efficiently coordinate thermotolerance mechanisms. During recovery after both heat treatments, especially 40°C, transcripts/proteins related to DNA synthesis increased while those involved in photosynthetic light reactions decreased. We propose down-regulating photosynthetic light reactions during DNA replication benefits cell cycle resumption by reducing ROS production. Our results provide potential targets to increase thermotolerance in algae and crops.

## Abstract (web summary)

A systems-wide analysis of the single-cell green alga *Chlamydomonas reinhardti* reveals shared and unique responses to moderate and acute high temperatures using multiple-level investigation of transcriptomics, proteomics, cell physiology, photosynthetic parameters, and cellular ultrastructure.

## Introduction

High temperatures occur frequently in nature and impair crop yields and algal biofuel production^1,2^. Global warming increases the intensity, duration, and frequency of high temperatures above the optimal range for plant growth. It is projected that for every degree Celsius mean global temperature increases, the yields of major crop species will decrease by 3% ~ 8%^1,3^. Photosynthetic organisms experience different intensities of high temperatures in field conditions. Many crop species have threshold temperatures between 25 and 40°C, above which reduced growth is observed; most heat stress experiments have been conducted at acutely high temperatures near 42°C or above^4^. Plants frequently experience sustained moderate high temperatures around 35°C in nature, however these conditions have been largely understudied^5^. The acute high temperature at or above 40°C is more damaging but usually less frequent or shorter-lasting than the moderate high temperature in the field. We hypothesize that plants can acclimate to moderate high temperature but have reduced acclimation capacity to acute high temperature. Additionally, we propose that different levels of high temperatures induce shared and unique responses in photosynthetic cells. Understanding how photosynthetic cells respond to and recover from different intensities of high temperatures is imperative for improving crop thermotolerance^6^.

High temperatures are known to have a wide variety of impacts on photosynthetic cells. Heat-increased membrane fluidity has been proposed to activate membrane-localized mechanosensitive ion channels leading to increased intracellular calcium concentrations, which may cause signaling cascades to activate heat shock transcription factors (HSFs)^7–9^. HSFs act in the nucleus to increase transcription of genes involved in heat response, e.g., heat shock proteins (HSPs)^10–12^. A recent work proposed that the accumulating cytosolic unfolded proteins, rather than changes in membrane fluidity, trigger the expression of HSPs in green algae^13^. Furthermore, high temperatures can decrease the stability of RNAs and alter the transcriptomic landscape of cells under heat stress^14^. Additionally, high temperature can cause damage to photosynthetic electron transport chains, reducing photosynthetic efficiency^15–19^, and leading to increased reactive oxygen species (ROS) accumulation^4,20,21^. Heat-induced ROS production increases DNA damage and the need for DNA repair pathways, although the mechanisms of these processes are poorly understood^10,22^. In contrast to the extensive research on the effects during heat, how photosynthetic cells recover from heat is less studied^10^.

Algae have great potential for biofuel production and bioproduct accumulation, but the knowledge surrounding mechanisms of algal heat responses are largely limited as compared to land plants^10^. Outdoor algal ponds frequently experience supra-optimal temperatures at or above 35°C during summer time^23^, but how algal cells respond to moderate high temperatures remains largely understudied. Many previous algal heat experiments were conducted in flasks incubated in hot water baths (at or above 42°C) with sharp temperature switches, e.g., by resuspending centrifuged cells in prewarmed medium to initiate the heat treatments^13,18^. The previous research was valuable for paving the road to understand algal heat responses. Nevertheless, high temperatures in nature, especially in aquatic environments, often increase gradually and the rate of temperature increase may affect heat responses^6^. Acute high temperature at 39°C or 42°C results in algal cell cycle arrest^18,24–26^. Long-term experiments at moderate high temperatures that do not lead to a sustained cell cycle arrest cannot be conducted in flasks because cultures grow into stationary phase, causing nutrient and light limitation and therefore complicating analyses. Consequently, investigating algal heat responses under well-controlled conditions in photobioreactors (PBRs) with turbidostatic modes can mimic the heating speed in nature and reduce compounding factors during high-temperature treatments, improving our understanding of algal heat responses.

The unicellular green alga, *Chlamydomonas reinhardtii* (Chlamydomonas throughout), is an excellent model to study heat responses in photosynthetic cells for many reasons, including its fully sequenced haploid genome, unicellular nature allowing for homogenous treatments, generally smaller gene families than land plants, and extensive genetic resources^27–32^. At the cellular level, Chlamydomonas has many similarities with land plants, making it a powerful model organism to identify novel elements with putative roles in heat tolerance with implications for crops^10^.

A previous transcriptome and lipidome-level analysis in Chlamydomonas under acute high temperature (42°C) over 1 hour (h) revealed changes in lipid metabolism and increased lipid saturation as one of the early heat responses^33^. Additionally, a proteome and metabolome-level analysis of acute high temperature (42°C) for 24-h followed by 8-h recovery demonstrated temporally resolved changes in proteins, metabolites, lipids, and cytological parameters in Chlamydomonas^18^. Both publications contributed to the foundational knowledge of how Chlamydomonas responds to acute high temperature. However, a temporally resolved transcriptome analysis during and after heat over a relatively long time is lacking and the correlation between transcriptome, proteome, and physiological responses to different intensities of high temperatures remains elusive. Integrating these multiomics approaches with physiological measurements under high-temperature conditions has great potential for improving algal thermotolerance^34^. Additionally, previous research showed increased starch accumulation when Chlamydomonas cells were switched from 30°C to 39°C heat, which is linked to cell cycle arrest and the shift from energy usage for cell cycle operation to chemical energy storage at 39°C^25,26^. However, the effects of moderate high temperature on starch accumulation remain elusive.

We investigated the response of wild-type Chlamydomonas cells to moderate (35°C) or acute (40°C) high temperatures at transcriptomic, proteomic, cytological, photosynthetic, and ultrastructural levels over a 24-h heat followed by 48-h recovery period in PBRs under well-controlled conditions. Our results showed that some of the responses were shared between the two treatments and the effects of 40°C were typically more extensive than 35°C; however, 35°C induced a unique set of responses that were absent under 40°C. Both 35 and 40°C induced starch accumulation but due to distinct mechanisms. We showed that 35°C transiently inhibited cell cycle followed by synchronization while 40°C halted the cell cycle completely. Heat at 40°C but not 35°C reduced photosynthetic efficiency, increased ROS production, and altered chloroplast structures. Furthermore, with the time-resolved paired transcriptome and proteome dataset, we demonstrated increased transcript and protein correlation during high temperature which was reduced during the recovery period. Additionally, we revealed up-regulation of genes/proteins related to DNA replication and down-regulation of those related to photosynthetic light reactions during early recovery after both heat treatments, suggesting potential crosstalk between these two pathways when resuming the cell cycle. These data further our understanding of algal heat responses and provide novel insights to improve thermotolerance of algae and crops.

## Results

### Heat at 35°C increased algal growth while 40°C largely reduced it

We cultivated Chlamydomonas cultures under well-controlled conditions (light, temperature, air flow, and nutrient availability with supplied carbon source, acetate) by using turbidostatic mode based on OD_680_ in photobioreactors (PBRs). OD_680_ is proportional to total chlorophyll content in the unit of μg chlorophyll mL^−1^. Fresh medium was added to the culture automatically by a peristaltic pump when the OD_680_ reached the defined maximum value to dilute the culture and the pump was stopped when the OD_680_ dropped to the defined minimum value (Supplementary Fig. 1a, b). Algal cultures then grew at approximately exponential rate to the defined maximum OD_680_ value before the next dilution cycle. The turbidostatic mode precisely controlled the growth condition. We calculated the doubling time or relative growth rates (inverse of the doubling time) based on the exponential growth phase. The doubling time and relative growth rates we refer to throughout are based on the increase of OD_680_ or the total chlorophyll per mL culture.

The relative growth rate of Chlamydomonas cells in PBRs grown mixotrophically increased with higher temperature between 25°C and 30°C, plateaued at 35°C, and largely decreased at 40°C, as compared to the control 25°C (Fig. 1a). Hence, we defined 35°C as moderate high temperature and 40°C as the acute high temperature under our experimental conditions. To investigate the systems-wide responses of Chlamydomonas to moderate and acute high temperatures, we acclimated algal cells in PBRs with well-controlled conditions at constant 25°C, followed by 24-h heat treatment at 35 or 40°C, and recovery at 25°C for 48 h (Fig. 1b, Supplementary Fig. 1a–c). Temperature increases from 25 to 35 or 40°C took about 30 minutes (min), and neither heat treatment affected cell viability (Supplementary Fig. 1d, e). In contrast, we found that a sharp temperature switch without gradual temperature increases reduced cell viability (Supplementary Fig. 1f), demonstrating heating speed affects thermotolerance. The transcript levels of selected circadian regulated genes, *LHCA1*^35^ and *TRXF2*^36^, did not change significantly under constant 25°C (Supplementary Fig. 1g, h), suggesting minimal circadian regulation existed under our experimental conditions with turbidostatic control and constant light. Our observed changes during and after heat were therefore most likely attributable to heat treatments.

**Fig. 1:**
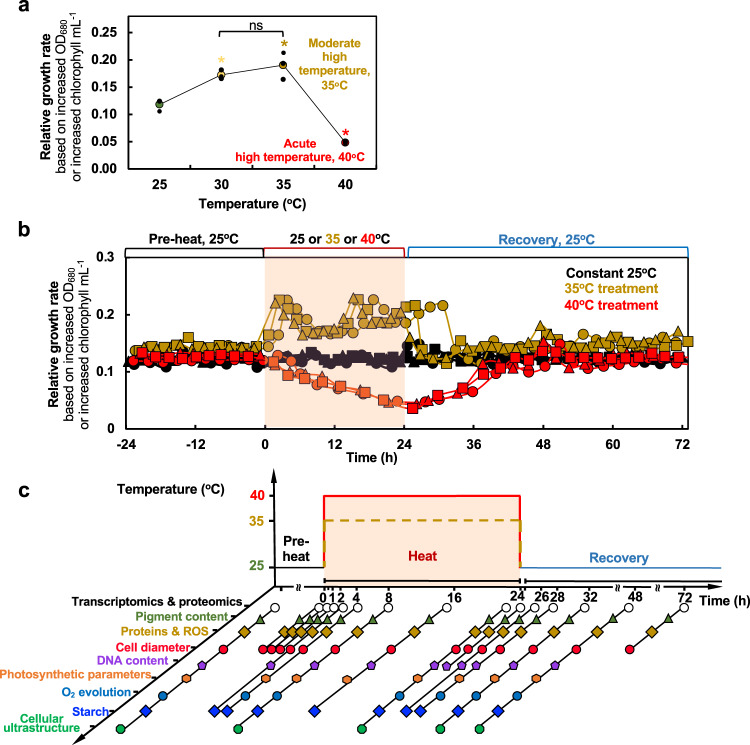
Moderate (35°C) and acute (40°C) high temperatures had contrasting effects on the growth rates of Chlamydomonas cells. **a** Chlamydomonas growth rate plateaued around 35°C but was largely reduced at 40°C. Chlamydomonas cells (CC-1690, 21gr, wildtype) were grown in photobioreactors (PBRs) in Tris-acetate-phosphate (TAP) medium under turbidostatic conditions at different temperatures with a light intensity of 100 µmol photons m^−2^ s^−1^ and constantly bubbling of air. Relative growth rates were calculated based on the cycling of OD_680_, see Supplementary Fig. 1 and methods for details. OD_680_ is proportional to total chlorophyll content in unit of µg chlorophyll mL^−1^. Each temperature treatment was conducted in an individual PBR. Mean ± SE, *n* = 3 biological replicates. Statistical analyses were performed using two-tailed t-test assuming unequal variance by comparing treated samples with pre-heat or 30°C with 35°C (*, *p* < 0.05, the colors of asterisks match the treatment conditions). Not significant, ns. **b** Heat treatment at 35°C (brown) increased growth rates while 40°C (red) reduced it. Algal cultures in separate PBRs were first acclimated at 25°C for 4 days before the temperature was switched to 35°C or 40°C for 24 h, followed by recovery at 25°C for 48 h. Algal cultures grown constantly at 25°C (black) served as controls, which demonstrated steady growth without heat treatments. Three independent biological replicates for each condition were plotted. **c** PBR cultures with different treatments were sampled at a series of time points to study heat responses at multiple levels. Symbol colors match the colors of the parameters assayed. **b**, **c** The red shaded areas depict the duration of high temperature.

Based on the rate of chlorophyll production, algal growth increased during cultivation at 35°C and decreased at 40°C compared to 25°C. The increased growth at 35°C was confirmed by medium consumption rates and growth on plates (Supplementary Fig. 2). We harvested the PBR cultures throughout the time-course experiment for systems-wide analyses, including transcriptomics, proteomics, cell physiology, photosynthetic parameters, and cellular ultrastructure (Fig. 1c). 

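RNA-seq of these cultures comprises 90 libraries: 2 treatments, 15 time points and 3 biological replicates (A, B and C) at each. Before heat few genes were called between the 2 sets of cultures. Of 15541 genes tested 4 differed between the 40°C and the 35°C pre-heat libraries, all lower in the 40°C set. They are IRT2 (Cre12.g530350), named as an iron-regulated transporter (mean TPM 1.47 against 3.18), TEF22 (Cre12.g546500), named for a thylakoid-enriched fraction (26 against 68), FEA1 (Cre12.g546550), a protein of iron assimilation (108 against 564), and the unnamed Cre07.g336800 (5.85 against 23.8). Their log2 fold changes were -1.07, -1.35, -2.35 and -1.97; these 4 genes are named after their values were seen. The test was edgeR's quasi-likelihood test with adjusted p under 0.05, a fold change over 2 and a mean TPM difference of 1 or more. At unadjusted p under 0.05, 173 genes (1.11%) passed. That is below the share of 0.05 that chance alone gives, so the test was strict for these libraries. A small count of calls therefore does not show that the 2 sets were alike. The sources used here do not say whether a letter marks the same culture at every time point. The p-values of edgeR's test below therefore measure a change against the spread among libraries within groups. That spread is 1 estimate per gene over all 30 groups, though some groups vary more than others. Libraries held between 10872030 and 35917831 counted reads. Leaving out a pre-heat replicate gave 0, 0 and 2 genes without replicate A, B and C.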

RT-qPCR analysis of select time points showed that both 35°C and 40°C induced heat stress marker genes (*HSP22A* and *HSP90A*) and *HSF*s, suggesting both heat treatments could induce heat responses, although the induction amplitude was much larger under 40°C than 35°C (up to 20-fold, Supplementary Fig. 3a–d). RNA-seq data were verified by testing select genes with RT-qPCR, with highly consistent results between the two methods (Supplementary Fig. 3).

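The gene for the G-protein β-subunit-like polypeptide CBLP, which the paper's RT-qPCR used as internal control, was called at 1 of the 28 comparisons with pre-heat in the RNA-seq. CBLP (Cre06.g278222) moved by log2 0.25 at 0.5 h and 0.09 at 24 h of 35°C, neither called. At 40°C it was 0.16 at 24 h and -0.12 after 2 h of recovery, again not called. The call was at 0.5 h of 40°C, where CBLP rose by log2 1.03 (adjusted p = 1.61e-09 by edgeR's quasi-likelihood test), from a mean TPM of 2371 (SD 146) to 3188 (SD 450). The RT-qPCR values were not analysed here. That call is fragile: CBLP stood at 0.38 with library size alone and 0.61 without treated replicate A, neither called.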

### Transcriptomic and proteomic analyses identified shared and unique responses during and after 35°C and 40°C treatments

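Libraries of early recovery from 40°C and of 0.5 h at 40°C lay far from pre-heat, and which of them form clusters of their own depends on the method. Average-linkage clustering of the correlations of log2(TPM + 1) over 15541 genes, split into 3 clusters, put the 3 libraries of 40°C recovery 0 h in a cluster of their own and the 6 libraries of 40°C recovery 2 h and 4 h in another. The third cluster held the other 81 libraries, with pre-heat, all heat time points of both treatments and all recovery time points of 35°C. With complete or Ward linkage the cluster of the pre-heat libraries shrank to 60 libraries and those of 40°C heat from 0.5 h on left it. With average linkage but without replicate C, the libraries of 40°C heat 0.5 h left it and those of 40°C recovery 0 h joined it, and with 4 clusters those of 40°C heat 0.5, 1 and 2 h left it, with 72 libraries remaining. Split into 2 clusters, the libraries of 40°C recovery 0 h were with pre-heat. Mean distance to pre-heat was 0.148 at 40°C heat 0.5 h, 0.146 at recovery 2 h and 0.13 at recovery 0 h. The first principal component (42.8% of the variance) separated early recovery of both treatments from heat, with mean scores of 135 at 40°C recovery 2 h, 79 at 35°C recovery 2 h and -68.1 at 0.5 h of 40°C. On the second (18.9%), pre-heat libraries lay at 35.5 (35°C set) and 34.8 (40°C set), and the libraries of 24 h at 40°C at -64.7. Clusters and components describe these libraries and are not tested.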

Two-dimensional Uniform Manifold Approximation and Projection (UMAP) of Transcripts per Million (TPM) normalized RNA-seq data resulted in three distinct clusters (Fig. 2a). 

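Distance between the 2 treatments, taken as 1 minus the mean correlation of their libraries, had 2 peaks in heat rather than a steady climb. It was 0.00458 before heat and 0.0213 when the temperatures were reached, then 0.0978 at 0.5 h, its highest value in heat. It fell to 0.0378 at 4 h and rose again over the rest of the treatment, to 0.0479 at 8 h, 0.0682 at 16 h and 0.0734 at 24 h. At heat 0.5 h the libraries within a group also spread most, with a mean distance within groups of 0.0197, against 0.00922 at 24 h. Of the 10 ways to split the 6 libraries of a time point 3 against 3, none separated them further than the treatments did at any time point after pre-heat (exact permutation test, one-sided, p = 0.1, the smallest p that 3 against 3 allows here); before heat 6 of 10 splits did as well (p = 0.6). Other settings were tried after the data were seen. The values at 0.5, 4 and 24 h were 0.111, 0.0472 and 0.0977 with Spearman correlation, 0.0985, 0.042 and 0.0865 with log2(TPM + 0.1), 0.123, 0.0585 and 0.125 with log2 TMM-normalized counts, 0.0881, 0.0345 and 0.064 with no filter. Leaving out a replicate letter gave 0.0735 to 0.12 at 0.5 h, 0.0365 to 0.0387 at 4 h, 0.0712 to 0.0764 at 24 h.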

The cluster during heat had a temporally resolved pattern showing increasing variance between 35°C and 40°C time points throughout the high temperature treatment. The early recovery cluster consisted of 2- and 4-h recovery samples after 35°C heat, as well as 2-, 4-, and 8-h recovery samples after 40°C heat. 

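Single genes of CO2 supply were among the deepest falls in early recovery from 35°C. After 2 h of recovery from 35°C the largest falls among named genes were LCI1 (Cre03.g162800), a plasma membrane protein induced by low CO2 (log2 -6.42), the periplasmic carbonic anhydrase CAH1 (Cre04.g223100) (-6.24), the mitochondrial carbonic anhydrases CAH5 (Cre05.g248450) (-4.88) and CAH4 (Cre05.g248400) (-4.00) and LCIA (Cre06.g309000), an anion channel of the chloroplast envelope (-3.92). The largest rises of named genes there were TEF13 (Cre12.g550702) (2.59) and NRX2 (Cre02.g093750), a nucleoredoxin (2.31). After 2 h of recovery from 40°C the extremes were larger: the pherophorin PHC22 (Cre17.g696700), a cell wall protein, fell (-9.12), as did FMG1-B (Cre09.g392867), a flagellar membrane glycoprotein (-10.39), and the small heat shock protein HSP22E (Cre14.g617450) was still high (7.28). Among unnamed genes Cre09.g386986 (9.23) and Cre07.g320450 (9.00) rose most, and Cre09.g397623 (-10.47) fell most. By 8 h after 40°C the light-harvesting gene LHCBM4 (Cre06.g283950) (-4.53) and the low-CO2-inducible gene LCI35 (Cre03.g191300) (-3.96) remained low. All of these changes were called by edgeR's quasi-likelihood test, and all 3 libraries lay beyond the pre-heat range.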

Late recovery and pre-heat samples clustered together, suggesting transcriptomes fully recovered by 8-h following 35°C and 24-h following 40°C treatment. 

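Transcriptomes came back close to pre-heat, though not fully at the times given here: distances of the libraries of 35°C recovery 8 h and 40°C recovery 24 h still lay beyond the pre-heat range. After 35°C the distance to the pre-heat mean was 0.0096 (SD 0.00191) at 8 h, 0.00558 at 24 h and 0.0028 at 48 h, where pre-heat libraries themselves lay at 0.00436 (SD 0.0021). After 40°C it was 0.0449 (SD 0.0037) at 8 h, 0.014 at 24 h and 0.00763 (SD 0.00554) at 48 h, against 0.00264 (SD 0.00085). Single genes that were still changed 8 h after 35°C include LHCBM4 (-3.64), HLA3 (Cre02.g097800), a bicarbonate transporter (-2.87), and the ferrireductase gene FRE1 (Cre04.g227400) (3.08). 120 genes differed from pre-heat 8 h after 35°C, 13 after 24 h and 0 after 48 h by edgeR's quasi-likelihood test; for the last, 157 had an unadjusted p under 0.05, DESeq2 called 0 and limma on log2(TPM + 1) 0. After 40°C the counts were 1586 at 8 h, 184 at 24 h and 4 at 48 h. Small heat shock proteins were part of the lasting change: 5 of 9 tested genes were still up 24 h after 40°C (6 adjusted over the list alone, camera adjusted p = 1.68e-12, adjusted p = 0.0119 with an estimated correlation), with HSP22C (Cre03.g145787) at 4.36. How far a distance of this size matters to the cells cannot be read from it, and the distances were not tested. These small counts hang on single libraries: 8 h after 35°C the number called was 215 without treated replicate A and 45 without treated replicate B, and leaving out 1 library gave 2 to 12 genes 24 h after 35°C and 1 to 11 genes 48 h after 40°C. HLA3's call was lost without treated replicate B or C (-2.50 and -2.58) or pre-heat replicate A (-1.72).

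**Figure D1:**
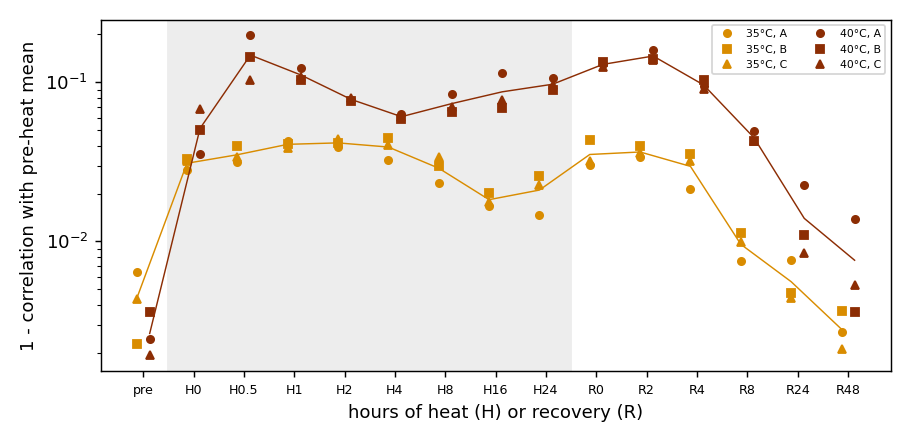
Distance of each library (1 minus the correlation of log2(TPM + 1)) to the mean of the pre-heat libraries of its treatment, on a log scale. Lines join means of 3 libraries, and the heat period is shaded.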

UMAP of proteomics data results in two distinct clusters, separating the 35°C and 40°C treated samples and demonstrating temporally resolved proteomes (Fig. 2b). However, the samples during heat, early, and late recovery did not fall into their own distinct clusters, consistent with resistance to rapid changes on the protein level as compared with the transcript level. The proteome recovered to pre-heat levels by the 48-h recovery after both 35°C and 40°C.

**Fig. 2:**
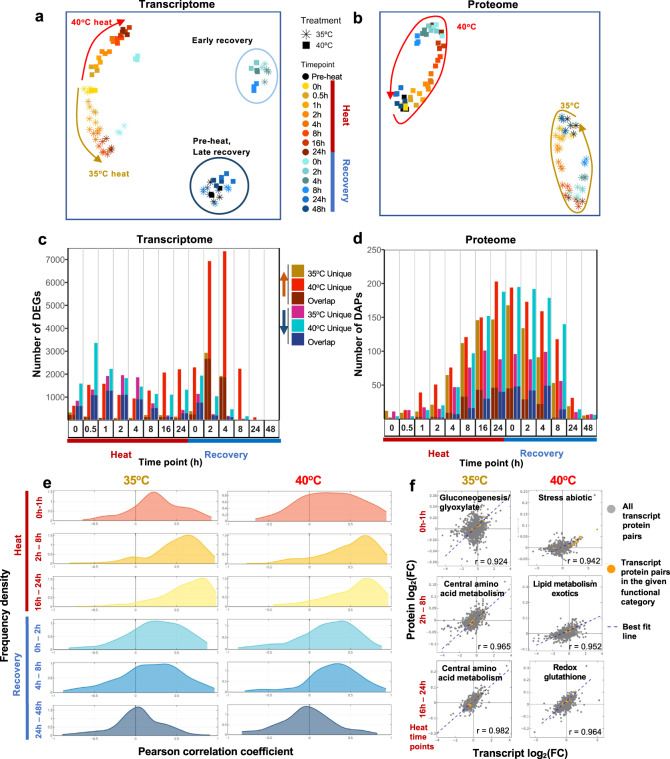
Transcriptomics and proteomics revealed distinct and dynamic responses during and after heat treatments of 35°C and 40°C. **a** Uniform Manifold Approximation and Projection (UMAP) of Transcripts Per Million (TPM) normalized RNA-seq read counts and **(b)** UMAP of normalized protein intensities. Each data point represents all normalized counts from a single sample. Stars and squares represent algal samples with heat treatments of 35°C or 40°C, respectively. Different colors represent different time points. Brown and red arrows show the movement through time of the 35°C and 40°C treated samples, respectively. **c**, **d** Number of unique or overlapping Differentially Expressed Genes (DEGs) and Differentially Accumulated Proteins (DAPs) with heat treatment of 35°C or 40°C at different time points, respectively. Each time point has four bars: the first bar represents genes up-regulated in 35°C, the second represents genes up-regulated in 40°C, the third represents genes down-regulated in 35°C, and the fourth represents genes down-regulated in 40°C. The bottom portion of the stacked bars represents genes/proteins that are differentially expressed in both treatment groups and the top portion represents genes that are uniquely differentially expressed in the given treatment group at that time point. Significant differential expression in transcriptome data was defined as absolute values of log_2_(fold-change, FC) > 1, false discovery rate (FDR) < 0.05, and absolute difference of TPM normalized read counts between treatment and pre-heat control ≥ 1. Significant differential accumulation of proteins was defined by Dunnett’s FWER < 0.05. **e** Analysis of correlation between transcripts and proteins revealed overall rising positive correlation during the heat treatment and a decreasing correlation during recovery. The time points were subdivided into three heat (red labels) and three recovery (blue labels) windows for 35°C (left) and 40°C (right) treated samples. The density plots of Pearson correlation coefficients between the fold-changes of transcripts and proteins are shown. X, Pearson correlation coefficient. Y, frequency density. Time points during heat: 0 h, reach high temperature of 35°C or 40°C; 1 h, heat at 35°C or 40°C for 1 h, similar names for other time points during heat. Time points during recovery: 0 h, reach control temperature of 25°C for recovery after heat; 2 h, recovery at 25°C for 2 h, similar names for other time points during recovery. See Supplementary Fig. 7 for more information. **f** Scatter plots of all transcript-protein pairs at 35°C (left) and 40°C (right) for the three heat time point bins shown in (**e**). X and Y, transcript and protein log_2_FC, compared with pre-heat, respectively. Transcript-protein pairs are shown as gray dots. Best fit lines are shown in blue. The Pearson correlation coefficient is shown at the bottom right corner of each scatterplot. Transcript-protein pairs belonging to MapMan functional categories with the highest Pearson correlation coefficient in the given time point bin are shown in orange. See the interactive figures in Supplementary Data 9: transcripts/proteins correlation.

We employed differential expression modeling to identify differentially expressed genes (DEGs) that were overlappingly or uniquely up- or down-regulated during and after 35°C or 40°C heat treatments (Fig. 2c, Supplementary Data 1). 

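Small heat shock proteins gave some of the largest rises at 0.5 h of both temperatures. The small heat shock protein gene HSP22A (Cre07.g318800) rose by log2 10.53 at 0.5 h, 5.39 at 8 h and 6.22 at 24 h of 35°C. At 40°C its mean TPM went from 0.636 (SD 0.328) to 30580 (SD 4640) at 0.5 h. Reads that fit both HSP22A and its close paralog HSP22B (Cre07.g318850) were not kept in mapping, so the counts of both may miss reads. CGL33A (Cre07.g313600), a predicted methyltransferase with no read before heat, reached a mean TPM of 5.08 (SD 0.769) at 35°C and 135 (SD 32.1) at 40°C. In the other direction CBA1 (Cre01.g036950), a cobalamin uptake protein, fell at both temperatures (-4.34 and -5.17), and the light-harvesting stress protein gene LHCSR1 (Cre08.g365900) was far down by the end (-7.01 and -6.83 at 24 h). CYP55B1 (Cre01.g007950), a nitric oxide reductase, rose at 8 h of 35°C (3.65), and CGL53 (Cre01.g048350), of unknown role, at 24 h of 40°C (8.21). Counts of genes called by edgeR's quasi-likelihood test, at the thresholds of the study, were 501 up and 894 down at 0.5 h of 35°C, 361 and 675 at 8 h, and 244 and 462 at 24 h. At 40°C they were 2357 and 2380, 1330 and 1314, and 1995 and 1608. In recovery, 501 rose and 809 fell at 2 h and 26 and 94 at 8 h after 35°C, and 2726 and 1826, then 1116 and 470, after 40°C. The up share depends on the scaling. With library size alone in place of TMM factors (given in brackets) it moved up after 2 h and 4 h of recovery: 38.2% (70.8%) and 52.6% (67.6%) after 35°C, 59.9% (74.1%) and 64.1% (81%) after 40°C. It moved down in early heat, with 47.2% (34.1%), 36% (20.9%), 28.9% (13.3%), 28.3% (13.6%) and 27.7% (13.2%) at 0 to 4 h of 35°C and 57.1% (32.7%), 49.8% (29.3%) and 47.8% (39.9%) at 0 to 1 h of 40°C. Late heat at 40°C gave 50.3% (61.3%), 54.9% (65.3%) and 55.4% (65.6%) at 8, 16 and 24 h, and recovery 0 h and 8 h after 35°C 45.1% (30.6%) and 21.7% (9.52%). The median log2 fold change of all genes tested, near 0 under TMM, was then 0.53 at 40°C recovery 2 h and -0.55 at 40°C heat 0.5 h.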

The greatest number of DEGs were identified at 2- and 4-h recovery time points of 40°C treatment, while investigating the distribution of log_2_(fold-change) values for DEGs showed the greatest level of up-regulation at 0.5-h and down-regulation at 16-h of heat at 40°C (Supplementary Fig. 4a). 

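Genes with raised transcripts changed most at 0.5 h of 40°C, where the small heat shock proteins HSP22C (12.57) and HSP22H (Cre07.g318600) (12.33) stood among the largest rises. The median log2 fold change of genes called up was 2.00 there, against 1.58 at 16 h and 1.54 at recovery 2 h. By the median, falls were deepest elsewhere: genes called down stood at -2.30 at recovery 2 h of 40°C and -2.22 at 2 h of 35°C, and -1.72 at 16 h of 40°C. The single deepest fall among called genes was nevertheless at 16 h of 40°C (log2 -11.64). The deepest single falls at 8 h of 40°C were those of FMG1-B (-10.57) and PHC22 (-10.25). Totals of called genes at 40°C were 1906, 4737, 3982, 3072, 2530, 2644, 3182 and 3603 at 0, 0.5, 1, 2, 4, 8, 16 and 24 h of heat, and 4552 and 3350 at 2 and 4 h of recovery; at recovery 0 h 2549 were up and 1901 down. With TMM scaling the largest total was thus at heat 0.5 h, followed by recovery 2 h and 0 h; with library size alone it was 5991 at recovery 2 h, 4434 at recovery 0 h, 4804 at recovery 4 h and 5191 at heat 0.5 h, and with limma on log2(TPM + 1) 6644, 3377, 6420 and 4121.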

Overall, there were more DEGs at most time points in the 40°C treatment as compared to the 35°C treatment (Fig. 2c). 

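More genes changed at 40°C than at 35°C at every one of the 14 time points after pre-heat. At 35°C the totals were 1225, 1395, 1562, 1382, 1327, 1036, 512 and 706 over the heat period and 1724, 1310 and 1100 at recovery 0, 2 and 4 h. Tested directly, the change from pre-heat differed between the treatments for 712 genes when the temperature was reached, 4671 at 0.5 h, 3185 at 1 h, 2675 at 2 h, 2090 at 4 h, 1958 at 8 h, 2879 at 16 h and 3536 at 24 h. In recovery the counts were 4695 at 0 h, 3656 at 2 h, 2286 at 4 h, 1706 at 8 h and 25 at 24 h. By 48 h the count was 0 by edgeR's quasi-likelihood test and 0 by DESeq2. LHCSR1 shows how far the treatments could part: at 0.5 h its log2 fold change was -2.50 at 35°C and 2.36 at 40°C, a difference of 4.85 (adjusted p = 9.35e-07 by the same test). LHCSR1's rise at 40°C rests on a single library, since without treated replicate A it was 0.28 and not called.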

Analysis of differentially accumulated proteins (DAPs) that were overlappingly or uniquely up- or down-regulated during or after 35°C and 40°C showed a smoother distribution of expression pattern than transcriptomic data (Fig. 2d, Supplementary Data 2). Increasing numbers of DAPs were identified throughout the high-temperature period, followed by a gradual reduction throughout the recovery period. The distribution of log_2_(fold-change) for DAPs at each time point also showed a smoother pattern than for transcriptome data (Supplementary Fig. 4b). 

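Single chaperone genes rose at 0.5 h of both temperatures. HOP (Cre03.g189950), which links heat shock proteins 70 and 90, rose by log2 1.77 at 0.5 h of 35°C and 4.71 of 40°C; CGE1 (Cre07.g341600), the nucleotide exchange factor of the chloroplast heat shock protein 70, by 1.64 and 4.02. The chaperonin cofactors CPN10 (Cre03.g178450) (1.55 and 4.43) and CPN23 (Cre12.g505850) (1.48 and 4.05) did likewise. Of 501 genes up at 0.5 h of 35°C and 2357 of 40°C, 392 were shared, where independent lists would share 76; 7 genes up at 35°C were down at 40°C. At 2 h of heat that last number was 39, the largest of any time point in heat for genes up at 35°C. Among genes down at 0.5 h the overlap was 667 against 137, at 8 h 498 against 57.1 and at 24 h 303 against 47.8. After 2 h of recovery 433 genes were up and 690 down after both (independent lists: 87.9 and 95.1), and after 8 h 11 and 55. The 2 treatments have their own pre-heat libraries, so no control is shared. Fisher's exact test, two-sided, gave an adjusted p of 7.34e-07 or less for each of these overlaps. That test takes genes as independent, which genes that move together are not. Abundant genes also pass the TPM difference criterion more easily in both lists. These p-values can therefore be too small, and they do not measure the spread among cultures. With limma on log2(TPM + 1) the overlap after 2 h of recovery was 1646 genes up and 178 down. At 0.5 h of heat it was 136 up and 757 down.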

Through transcriptomic and proteomic analyses, we identified shared and unique responses for the 35°C and 40°C treatment groups (Supplementary Fig. 4c–f, Supplementary Data 1 and 2).

The global transcriptome analysis revealed the three most dominant transcriptional patterns during the two treatments (Supplementary Fig. 5a, b). The first constraint (λ1) divided the transcripts into acclimation and de-acclimation phases; the second constraint (λ2) separated control from disturbed conditions; the third constraint (λ3) showed a more fluctuating fine regulation. The amplitude difference between the treatments at 35°C and 40°C suggests an overall higher regulatory activity during the 40°C than 35°C treatment. However, there were a set of 108 genes uniquely upregulated during 35°C but not 40°C heat (Supplementary Fig. 4c, Supplementary Data 1), including *GAPDH* (involved in gluconeogenesis, glycolysis, and Calvin-Benson Cycle), *TAL1* (involved in pentose phosphate pathway), *COX15* (involved in mitochondrial assembly), and *CAV4* (encoding a putative calcium channel) (Supplementary Fig. 5c–f). Additionally, when investigating the log_2_(fold-change) ratios of overlapping up- or down-regulated genes in both treatment groups at the same time point, we found that although many genes had higher differential expression with 40°C than 35°C treatment, some genes were more highly differentially expressed in the 35°C than the 40°C treatment group (Supplementary Fig. 6, Supplementary Data 1). 

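Single genes of carbon metabolism rose at 35°C while falling or staying level at 40°C. GAP1 (Cre12.g485150), a glyceraldehyde-3-phosphate dehydrogenase gene, rose by log2 1.79 at 8 h of 35°C and stood at -0.21 at 40°C. TAL1 (Cre01.g032650), transaldolase, rose at 2 h of 35°C (1.71) and fell at 40°C (-2.61). COX15 (Cre02.g082700), needed to make heme A for cytochrome c oxidase, rose at 4 h of 35°C (1.36, against 0.14 at 40°C). FBP1 (Cre07.g338451), fructose-1,6-bisphosphatase, and PCK1 (Cre02.g141400), phosphoenolpyruvate carboxykinase, both of gluconeogenesis, rose at 4 h of 35°C (1.66 and 1.21). At 2 h they stood at 1.71 and 1.22 at 35°C and -1.92 and -2.65 at 40°C. TEH6 (Cre16.g683350) rose at 24 h of 35°C (3.11). In all, 207 genes were called up at 1 or more heat time points of 35°C and at none of 40°C by edgeR's quasi-likelihood test. Of them, 137 also had a larger change at 35°C in the test of the difference between the treatments, and the other genes of the set cannot be called specific to 35°C. Nor is temperature told apart from culture for the 137, since each treatment had its own cultures. They include IRT2 and Cre07.g336800, which were lower in the 40°C set before heat. Of the 207 genes, 107 were called down at 1 or more heat time points of 40°C. TAL1's difference at 2 h was -4.31 (adjusted p = 1.96e-08 by the same test), GAP1's at 8 h -2.00 (adjusted p = 0.0063) and COX15's at 4 h -1.22 (adjusted p = 0.0159). With limma on log2(TPM + 1) the set held 66 genes. No table used here pairs the name CAV4 with a gene, so it was not tested. COX15 and PCK1 at 4 h of 35°C were not called with limma on log2(TPM + 1) (0.61 and 0.69), nor PCK1 with library size alone (0.94).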

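2 chaperone genes up at both temperatures changed more at 40°C: HOP's change at 0.5 h was larger by log2 2.94 and that of CGE1 by 2.38 (adjusted p = 7.23e-07 and 2.12e-11 by edgeR's quasi-likelihood test of the difference). Genes of DNA replication leaned the other way: MCM2 (Cre07.g338000), a subunit of the replicative helicase, fell by -4.47 at 1 h of 35°C, and 14 of 32 replication genes had a higher change at 40°C than at 35°C there, 1 a lower one. Of the genes up at 0.5 h in both treatments, 94.1% had the larger fold change at 40°C, and 231 of 392 passed the test of the difference, with 0 larger at 35°C. Among genes down in both, 60.9% fell further at 40°C at 1 h, 41.5% fell further at 40°C at 2 h and 36% at 4 h. The same test found 69 genes down further at 35°C and 174 down further at 40°C at 1 h, 87 and 70 at 2 h, and 40 and 17 at 4 h. After 2 h of recovery the falls were again larger after 40°C (93% of 690).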

Taken together, these results indicate that 35°C induces a unique set of responses in Chlamydomonas that have not been previously described.

Of the 3,960 heat-induced genes (HIGs, up-regulated in at least one-time point of 35°C or 40°C), 2,754 were present in the JGI InParanoid ortholog list^37,38^. 

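Heat-induced genes were mostly induced by 40°C: 4290 genes were called up at 1 or more heat time points there, 1210 at 35°C and 1003 in both. Together they make 4497 heat-induced genes by edgeR's quasi-likelihood test, where the paper gives 3,960. A chaperonin gene was among those shared: CPN60C (Cre06.g309100) rose by log2 1.16 as 35°C was reached and by 3.31 at 0.5 h of 40°C. The chaperonin genes CPN60B2 (Cre07.g339150) (5.15) and CPN60A (Cre04.g231222) (4.58) rose more at 0.5 h of 40°C. With limma on log2(TPM + 1) the count was 2914, and without the minimum TPM difference 6073. CPN60C's rise at 35°C was not called with limma on log2(TPM + 1) (0.95).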

We used these data to investigate the conservation of Chlamydomonas HIGs with *Volvox carteri* (Volvox)*, Arabidopsis thaliana* (Arabidopsis)*, Oryza sativa* (rice), *Triticum aestivum* (wheat), *Glycine max* (soybean), *Zea mays* (maize), *Sorghum bicolor* (sorghum), and *Setaria viridis* (Setaria). For most plant species tested, approximately 1,000 Chlamydomonas HIGs have orthologs (Supplementary Fig. 5g). Between Chlamydomonas and the model plant Arabidopsis, there are 509 HIGs with a one-to-one orthologous relationship (Supplementary Fig. 5g, Supplementary Data 1).

In our transcriptome and proteome data, 44.7% of the transcripts that met minimum read count cutoffs have MapMan annotations, and 80.4% of proteins have MapMan annotations (Supplementary Fig. 4g, 4h). MapMan functional enrichment analysis of DEGs at each time point of the 35°C or 40°C treatment showed that early induced shared responses to both heat treatments included canonical heat response pathways, protein folding, and lipid metabolism (Supplementary Table 1, Supplementary Data 3). 

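Genes for chaperones of the cytosol, endoplasmic reticulum and chloroplast rose early at both temperatures. As 35°C was reached, the chaperones HSP90A of the cytosol (log2 1.97), HSP90C (Cre12.g514850) of the chloroplast (1.74), HSP90B (Cre02.g080650) of the endoplasmic reticulum (1.69) and HSP70A (Cre08.g372100) of the cytosol (1.62) rose; at 0.5 h of 40°C the first 3 stood between 4.46 and 4.82. Of 11 tested genes for heat shock proteins 70 and 90, 7 were up and 1 down as 35°C was reached (7 and 1 adjusted over the list alone, camera adjusted p = 0.0383, adjusted p = 0.631 with an estimated correlation), and 8 and 1 at 0.5 h of 40°C (8 and 1 adjusted over the list alone, adjusted p = 0.00298, adjusted p = 0.508 with an estimated correlation). Co-chaperones rose in 5 of 10 cases at 0.5 h of 35°C (5 adjusted over the list alone, adjusted p = 0.000347, adjusted p = 0.445 with an estimated correlation) and 8 of 40°C (8 adjusted over the list alone, adjusted p = 3.73e-06, adjusted p = 0.298 with an estimated correlation). Lipid degradation genes followed with 3 of 9 up as 35°C was reached (3 adjusted over the list alone, adjusted p = 0.00201, adjusted p = 0.37 with an estimated correlation) and 4 as 40°C was reached (4 adjusted over the list alone, adjusted p = 0.00135, adjusted p = 0.349 with an estimated correlation). They include Cre16.g687350 (2.19 and 2.70) and, at 0.5 h of 40°C, the lipase gene TGL1 (Cre01.g002400) (1.58). Of 11 HSP60 chaperonins 4 were up at 0.5 h of 35°C (4 adjusted over the list alone) and 5 of 40°C (5 adjusted over the list alone), and 8 had a larger change at 40°C there in edgeR's test of the difference. Calls per gene come from edgeR's quasi-likelihood test. Camera asks whether a list moved against all other genes, and none of these lists passes it with an estimated correlation. TGL1 was not called with library size alone (0.92). Lipid degradation genes up as 40°C was reached were 2 with limma on log2(TPM + 1). HSP60 chaperonins up at 0.5 h of 35°C were 1 with library size alone and 1 with limma on log2(TPM + 1), and those down 3 with library size alone and 5 with limma on log2(TPM + 1).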

MapMan terms related to DNA synthesis, cell motility, protein processing, and RNA regulation were enriched in overlapping gene sets down-regulated during most time points of both 35°Cand 40°C heat treatments. 

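Some genes of the flagella fell at both temperatures. FAP24 (Cre02.g081050), a flagellar associated protein, fell by log2 -3.42 at 0.5 h of 35°C and -3.12 at 8 h of 40°C, and CBA2 (Cre01.g005850) by -2.56 and -2.47. FAP212 (Cre02.g077850) (-6.83) at 8 h, and FAP310 (Cre02.g077800) (-4.06) and RIB72 (Cre02.g091700), a protein of the doublet microtubules (-2.27), at 24 h of 40°C fell as well. Of 16 tested flagellar genes, 4 were down at 0.5 h of 35°C (4 adjusted over the list alone, camera adjusted p = 0.044, adjusted p = 0.532 with an estimated correlation), 9 at 8 h (9 adjusted over the list alone, adjusted p = 2.36e-07, adjusted p = 0.0257 with an estimated correlation) and 9 at 24 h of 40°C (9 adjusted over the list alone, adjusted p = 3.51e-06, adjusted p = 0.0483 with an estimated correlation). Of DNA synthesis and chromatin genes 3 of 19 were down at 2 h of 35°C (3 adjusted over the list alone, adjusted p = 0.00201, adjusted p = 0.474 with an estimated correlation) and 10 of 40°C (10 adjusted over the list alone, adjusted p = 4.08e-06, adjusted p = 0.226 with an estimated correlation), among them PCN1 (Cre12.g515850), the sliding clamp PCNA (-3.11 and -2.50). Of splicing genes 6 of 15 fell at 1 h of 40°C (6 adjusted over the list alone, adjusted p = 9.76e-05, adjusted p = 0.0296 with an estimated correlation), such as the SR protein gene SRS2 (Cre01.g038650) (-1.45), and 1 at 35°C (1 adjusted over the list alone, adjusted p = 0.00329, adjusted p = 0.137 with an estimated correlation). These MapMan lists hold only members whose protein the study detected, so they are not whole pathways. Calls per gene come from edgeR's quasi-likelihood test. In edgeR's test of the difference 7 flagellar genes had a lower change at 40°C than at 35°C at 8 h, 7 at 24 h and 4 at 0.5 h. For splicing 2 did, and the counts down move with the setting: 3 with library size alone and 6 with limma on log2(TPM + 1) at 35°C, 8 with library size alone and 7 with limma on log2(TPM + 1) at 40°C. DNA synthesis genes down at 2 h of 35°C were 7 with library size alone and 8 with limma on log2(TPM + 1).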

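Replication genes swung from deep falls in heat to rises in early recovery. After 2 h of recovery from 40°C all 32 tested DNA replication genes were up (32 adjusted over the list alone, camera adjusted p = 2.39e-05, adjusted p = 0.565 with an estimated correlation), and after 4 h 26 (26 adjusted over the list alone, adjusted p = 1.43e-05, adjusted p = 0.56 with an estimated correlation). They include RFA1 (Cre17.g718850) (log2 1.93), RFA2 (Cre02.g100000) (1.89) and RFA3 (Cre16.g651000) (1.74), the 3 subunits of the single-strand binding protein RPA, and POLA2 (Cre01.g017450) of DNA polymerase alpha (1.91). After 2 h of recovery from 35°C, 14 were up (14 adjusted over the list alone, adjusted p = 1.42e-08, adjusted p = 0.428 with an estimated correlation), with POLA2 at 1.32. Mitosis genes rose too: 19 of 24 at 2 h and 19 at 4 h after 40°C (19 and 19 adjusted over the list alone), against 6 at 2 h after 35°C (6 adjusted over the list alone). The mitotic kinase gene CDKB1 (Cre08.g372550) (2.24), the Cdk inhibitor kinase WEE1 (Cre07.g355250) (2.06), the cohesin subunit SMC3 (Cre10.g445650) (2.02) and CKS1 (Cre03.g180350) (1.87) led them after 40°C. At 8 h after 40°C 10 replication genes were below pre-heat (10 adjusted over the list alone), for example MCM6 (Cre03.g178650) (-1.35). The difference between the treatments passed the interaction test for 0 replication genes at 2 h, so the larger count after 40°C is not shown to be a larger change. Both lists were picked by hand from the study's cell cycle list, which the study chose on these samples. Their camera results are therefore no independent evidence. Calls come from edgeR's quasi-likelihood test. MCM6's fall was not called with limma on log2(TPM + 1) (-0.80). After 35°C the counts depend on the setting: at 2 h 30 with library size alone and 28 with limma on log2(TPM + 1) of the replication genes were up, and 8 to 19 on leaving out 1 library. Mitosis genes gave 14 with library size alone and 15 with limma on log2(TPM + 1), and 3 to 6 on leaving out 1 library, and 1 of them had a larger change after 40°C at 2 h in the test of the difference. Replication genes below pre-heat 8 h after 40°C were 8 with library size alone and 0 with limma on log2(TPM + 1), and 6 to 12 on leaving out 1 library.

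**Figure D2:**
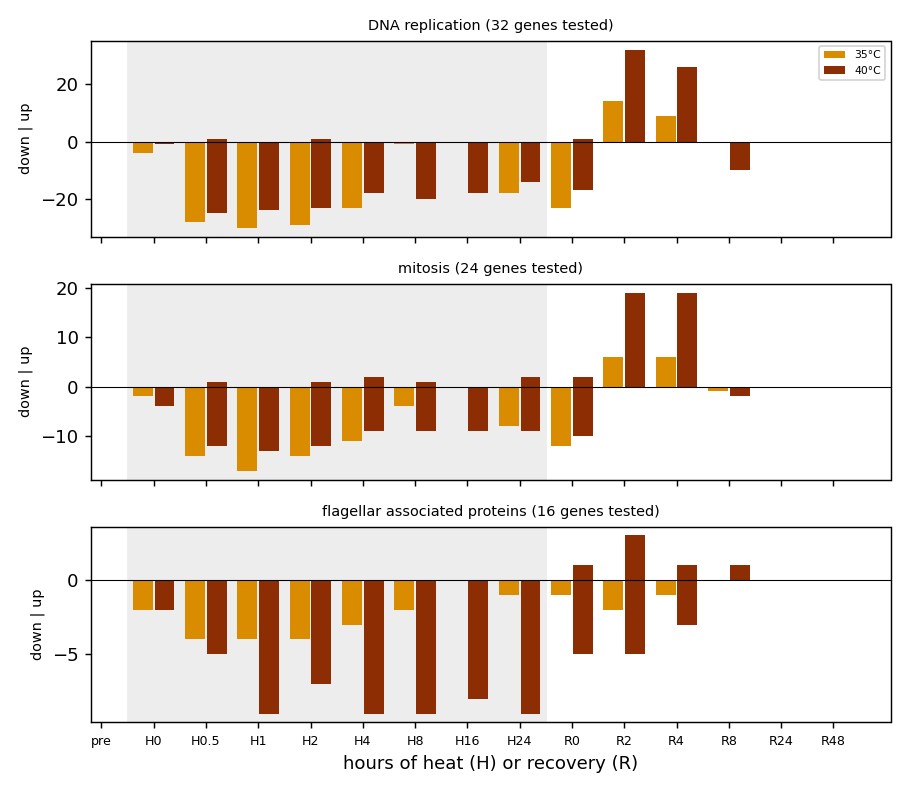
Members of 3 lists called up (above 0) and down (below 0) against pre-heat at each time point. H and R give hours of heat and of recovery, and the heat period is shaded.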

DNA synthesis and repair MapMan terms were significantly enriched in genes up-regulated in both 35°C and 40°C treated samples during the 2- and 4-h recovery time points. MapMan terms related to amino acid metabolism, mitochondrial electron transport, and purine synthesis were enriched in gene sets uniquely up-regulated during 35°C heat. 

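Some genes of gluconeogenesis and the glyoxylate cycle rose at 35°C. At 4 h 4 of 8 were up (5 adjusted over the list alone, camera adjusted p = 0.0282, adjusted p = 0.614 with an estimated correlation), among them CIS2 (Cre03.g149100), a citrate synthase (log2 1.02), and 5 had a larger change at 35°C than at 40°C in edgeR's test of the difference. From the TCA cycle SDH3 (Cre01.g020350), a succinate dehydrogenase subunit, rose at 4 h (1.02). Amino acid degradation genes gave 3 up and 1 down of 22 at 1 h of 35°C (3 and 1 adjusted over the list alone), with ALD8 (Cre16.g675650), an aldehyde dehydrogenase, up (1.15). Mitochondrial electron transport genes rose slightly as a list without passing the fold threshold: at 4 h of 35°C their median log2 fold change was 0.39 (0.13 with library size alone, camera adjusted p = 4.87e-08, adjusted p = 0.502 with an estimated correlation), and 32 of 54 had a rise with adjusted p under 0.05 by edgeR's quasi-likelihood test, but 0 were called (0 adjusted over the list alone; 1 by DESeq2 and 0 by limma on log2(TPM + 1)). 15 of them had a larger change at 35°C than at 40°C. The rises of single genes are small: with library size alone CIS2 (0.76), SDH3 (0.76) and ALD8 (0.86) were not called. Of the gluconeogenesis and glyoxylate genes 1 with library size alone and 1 with limma on log2(TPM + 1) were called, and 2 to 5 on leaving out 1 library. Amino acid degradation genes up were 1 with library size alone and 0 with limma on log2(TPM + 1). SDH3 was not called with culture as a replicate block (1.00).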

Carbon fixation (e.g., carbon concentrating mechanism) and starch synthesis related MapMan terms were significantly enriched in gene sets uniquely up-regulated during 40°C heat. 

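Part of the CO2-concentrating mechanism rose at 40°C, and part of it fell at first. At 0.5 h LCID (Cre04.g222800) (log2 2.17) and LCIE (Cre04.g223250) (2.12), relatives of the stromal CO2-capture protein LCIB, rose, while LCI1 (-3.85) and HLA3 (-2.33), which bring inorganic carbon across the plasma membrane, fell. Of 16 tested genes 6 were up and 2 down at 0.5 h (6 and 2 adjusted over the list alone, camera adjusted p = 0.281), and 6 and 0 at 1 h (6 and 0 adjusted over the list alone, adjusted p = 0.054). At 1 h of 35°C 2 were up (2 adjusted over the list alone): CAH3 (Cre09.g415700), the thylakoid carbonic anhydrase (1.28), and LCID (1.03). 3 genes had a larger change at 40°C than at 35°C at 1 h by edgeR's quasi-likelihood test. Starch genes were mixed at 0.5 h of 40°C: 14 of 45 rose and 9 fell (14 and 9 adjusted over the list alone), with a median log2 fold change of 0.39 that turns to -0.15 with library size alone. The starch branching enzyme gene SBE1 (Cre06.g289850) (4.64) and the starch synthase gene SSS6 (Cre12.g521700) (4.01) rose most among named genes of known role there. CAH3 and LCID at 35°C were not called with library size alone (0.99 and 0.75), nor LCIE at 40°C with limma on log2(TPM + 1) (0.93). CO2-concentrating genes up at 1 h of 35°C were 0 with library size alone and 0 with limma on log2(TPM + 1), and 1 to 3 on leaving out 1 library. For the whole list at 0.5 h of 40°C, 4 with library size alone and 2 with limma on log2(TPM + 1) were up. Starch genes up were 9 with library size alone and 9 with limma on log2(TPM + 1).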

MapMan terms related to amino acid metabolism and mitochondrial electron transport were enriched in gene sets uniquely down-regulated during early heat of 40°C, in contrast to 35°C.

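Some genes of respiration and of amino acid metabolism fell early at 40°C. At 0.5 h the TCA cycle genes MDN1 (Cre03.g194850), a malate dehydrogenase (log2 -2.62), and OGD1 (Cre12.g537200), 2-oxoglutarate dehydrogenase (-2.48), fell, as did the aspartate aminotransferase genes AST3 (Cre02.g097900) (-2.47) and AST1 (Cre09.g387726) (-2.11); SGA1 (Cre01.g005150), serine glyoxylate aminotransferase, rose (2.59). At 1 h HID1 (Cre14.g630859), of valine breakdown (-2.06), and ALD8 (-2.60) were down. TCA cycle genes were down in 15 of 23 cases at 0.5 h (15 adjusted over the list alone, camera adjusted p = 0.000195, adjusted p = 0.565 with an estimated correlation), and 12 had a lower change at 40°C than at 35°C in the test of the difference. Mitochondrial electron transport genes fell in 20 of 54 cases at 0.5 h (20 adjusted over the list alone, adjusted p = 1.59e-06, adjusted p = 0.558 with an estimated correlation) and 19 at 1 h (19 adjusted over the list alone), when 23 had a lower change at 40°C than at 35°C. Central amino acid synthesis gave 2 up and 6 down of 11 at 0.5 h (2 and 6 adjusted over the list alone, camera adjusted p = 0.167), and amino acid degradation 1 up and 10 down of 22 at 1 h (1 and 10 adjusted over the list alone, adjusted p = 0.0102, adjusted p = 0.477 with an estimated correlation). Calls come from edgeR's quasi-likelihood test. Mitochondrial electron transport genes down at 0.5 h were 37 with library size alone and 36 with limma on log2(TPM + 1).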

### Transcript/protein correlation increased during heat but decreased during recovery

Investigation of Pearson correlation coefficients between log_2_(fold-change) values for transcripts and proteins grouped by MapMan functional categories revealed higher positive correlation between transcriptome and proteome during heat than recovery for both 35°C and 40°C treatments (Fig. 2e, f, Supplementary Fig. 7). This indicates that transcriptional regulation dominates the heat period. Further investigation of Pearson correlation coefficients for individual MapMan terms showed that functional categories had varying correlation values throughout the course of high temperatures and recovery (Supplementary Data 4, 9). In early time points of the 35°C treatment, the gluconeogenesis/glyoxylate-cycle functional category had the highest correlation between transcripts and proteins, followed by amino acid and lipid metabolism at later heat time points (Fig. 2f). In early time points of the 40°C treatment, the abiotic stress functional category had the highest correlation between transcripts and proteins, followed by lipid metabolism and redox pathways at later heat time points (Fig. 2f). The proteins in the MapMan bin gluconeogenesis/glyoxylate cycle increased during 35°C but decreased during 40°C, suggesting elevated and reduced gluconeogenesis/glyoxylate-cycle activity during 35°C and 40°C heat treatment, respectively (Supplementary Fig. 8a–d). Isocitrate lyase (ICL1) is a key enzyme of the glyoxylate cycle in Chlamydomonas^39^. The transcript, protein, as well as the correlation of ICL1 increased during 35°C heat but decreased during 40°C heat (Supplementary Data 9,10, gluconeogenesis _ glyoxylate cycle.html). 

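ICL1 (Cre06.g282800) encodes isocitrate lyase, the entry enzyme of the glyoxylate cycle, and its transcript fell at 40°C for most of the time course. The fall was called from 0.5 h of 40°C (log2 -2.14) through 24 h (-2.19) and into recovery, with the deepest value at recovery 4 h (-5.63, adjusted p = 3.5e-12 by edgeR's quasi-likelihood test). Mean TPM went from 1345 (SD 90.6) before heat to 59 (SD 28.7) there. At 35°C the values in heat were above pre-heat but not called: 1.13 at 2 h (adjusted p = 0.0686 by the same test) and 0.80 at 8 h (adjusted p = 0.233). ICL1 was then called down 4 h after 35°C (-1.99). The treatments differed at 1 h by -4.39 (adjusted p = 2.74e-06 by the same test). A difference from 40°C is thus shown, while a rise at 35°C depends on the setting. The value at 2 h of 35°C sits at the edge of the test: it was called up by DESeq2 (1.16), with the 45 libraries of the treatment (1.17) or the 6 libraries compared (1.15) alone, with culture as a replicate block (1.09), against the pooled pre-heat libraries (1.16) and without treated replicate A (1.42), and not in the other settings, such as library size alone (0.84) and limma on log2(TPM + 1) (0.58).

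**Figure D3:**
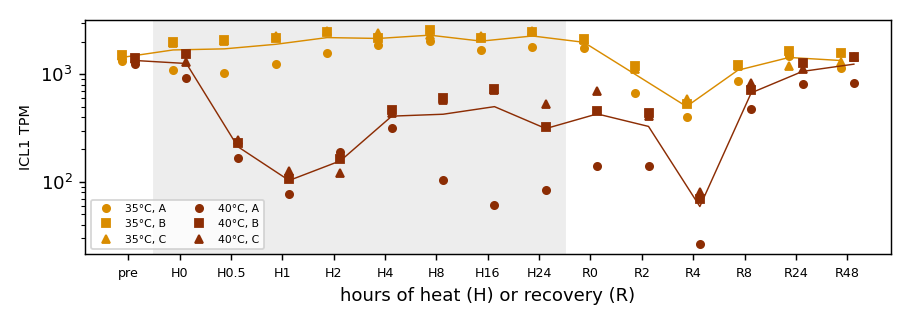
TPM of ICL1 in each library, on a log scale. Lines join means of 3 libraries, and the heat period is shaded.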

In Chlamydomonas, acetate uptake feeds into the glyoxylate cycle and gluconeogenesis for starch biosynthesis^40,41^. Several proteins related to acetate uptake/assimilation^41,42^ were increased during 35°C heat but deceased during 40°C heat (Supplementary Fig. 8e–h, Supplementary Data 2). Our results suggested 35°C treatment increased acetate uptake/assimilation and glyoxylate cycle and gluconeogenesis pathways, which may be suppressed by the 40°C treatment.

### Network modeling of transcriptome and proteome revealed expression patterns of key pathways during and after heat treatments

To investigate common transcriptional expression patterns throughout heat and recovery, we performed Weighted Correlation Network Analysis (WGCNA) on TPM-normalized RNA-seq data from 35°C and 40°C transcriptomes (Fig. 3a, Supplementary Data 5). Most genes with known roles in heat response belong to Transcriptomic Module 1 (TM1) with peak expression at 0.5-h heat, including *HSF*s and many *HSP*s. 

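Members of TM1 peaked at 0.5 h of 40°C and rose at the start of 35°C. Of the members tested 593 were up at 0.5 h of 40°C and 2 down, and 594 changed more there than at 35°C in edgeR's quasi-likelihood test of the difference. HSP22A and HSP22B had the largest rises of the module, then CGL33A and the photoprotection genes PSBS1 (Cre01.g016600) (12.25) and PSBS2 (Cre01.g016750) (10.98). PSBS1 and PSBS2 are paralogs, and reads that fit both were not kept in mapping. The median z-score of the module was 2.6 (SD 0.656) at that time point; at 35°C its highest value was 0.401, as the temperature was reached, from -0.509 before heat. The median level of its members on log2(TPM + 1) was then above pre-heat by 0.883, against 2.62 at 0.5 h of 40°C. The module was made by the study from these samples, so its profile is described and not tested against other genes; 3 libraries against 3 allow no exact p under 0.1. Treated replicate A carries most of the level of PSBS1 and PSBS2 at 0.5 h of 40°C: without it their changes were log2 9.45 and 8.21, still called.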

TM1 is also significantly enriched for MapMan terms related to protein folding, lipid metabolism, and starch synthesis. In total, there are 628 genes associated with this module, about 62% of which lack Chlamydomonas descriptions and 25% have no ontology annotations, indicative of novel genes with putative roles in heat response that have been previously undescribed. 

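Genes of module TM2, which the study chose on these samples, rose at 40°C with a peak at 1 h. 232 of its 303 members tested were up and 9 down at 1 h of 40°C, and 159 changed more there than at 35°C by edgeR's quasi-likelihood test of the difference. Named members with large changes are few; the unnamed Cre05.g241851 (12.44) and Cre13.g585026 (10.86) rose most. Its median z-score was 2.22 (SD 0.437) at 1 h, 1.49 at 0.5 h and 0.752 at 4 h of 40°C, and reached 0.191 at most at 35°C, from -0.541 before heat. Single genes of the fixed TCA cycle list moved the other way at this time point: 14 of 23 were called down at 1 h of 40°C (14 adjusted over the list alone).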

TM2 has peak expression at 1-h heat and is significantly enriched for MapMan terms relating to the TCA cycle and carbon concentrating mechanism. TM3 has peak expression at the beginning of both heat and recovery periods and is significantly enriched for MapMan terms related to RNA regulation and chromatin remodeling, highlighting the extensive alterations in transcriptional regulation caused by changing temperatures. 

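Genes of TM3 rose at the start of 40°C heat; their second peak, in recovery, depends on the scale. At 0.5 h of 40°C 376 of 520 members tested were up, DGTT1 (Cre12.g557750), a diacylglycerol acyltransferase that makes storage lipid (5.28), among them. At recovery 4 h 76 were up and 1 down, with DGTT1 still at 3.36; calls come from edgeR's quasi-likelihood test. On log2(TPM + 1) the median z-score of the module was 1.99 (SD 0.082) at recovery 4 h and 1.53 at heat 0.5 h. On log2 TMM-normalized counts the value at recovery 4 h was 0.302 and the peak lay at heat 0.5 h (2.49). The study chose this module on these samples. Members up at recovery 4 h were 178 with library size alone and 326 with limma on log2(TPM + 1), and at heat 0.5 h 291 with library size alone and 216 with limma on log2(TPM + 1).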

TM4 contains 137 genes that have sustained increased expression throughout 35°C, with slightly reduced or no change in expression in 40°C. This module is significantly enriched for MapMan terms related to amino acid metabolism, ferredoxin, and fatty acid synthesis/elongation. 

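Members of TM4 include genes of iron uptake (FRE1) and of the glyoxylate cycle (ICL1), and many were up in 35°C heat. At 4 h of 35°C 61 of 137 members tested were up (65 adjusted over the list alone, which is no independent evidence since the study chose the module on these samples). The median z-score rose to 1.13 (SD 0.489) at 24 h of 35°C and was 0.875 at 4 h. Its unnamed members Cre09.g390838 (6.68) and Cre01.g027300 (4.70) rose most at 4 h by edgeR's quasi-likelihood test. At 40°C the module fell rather than held: 83 members were down and 2 up at 1 h, and its z-score was -1.53 (SD 0.0104). MAS1 (Cre03.g144807), malate synthase of the glyoxylate cycle, was among the deepest falls there (-3.80). Cre09.g390838 was not called without treated replicate B or C (6.47 and 6.38). Members up at 4 h of 35°C were 35 with library size alone and 21 with limma on log2(TPM + 1).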

TM4 represents genes that are unique to 35°C responses. 

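TM4 was made by the study from these samples, so testing its members on them describes the module and is no independent evidence for a difference between the temperatures: at 1 h 109 of 137 members had a lower change at 40°C than at 35°C and 4 a higher one, and at 4 h 106 and 6. For MAS1 the difference at 1 h was log2 -4.77 (adjusted p = 4.28e-07 by edgeR's quasi-likelihood test). The members without a called difference are not shown to be particular to 35°C.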

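Module TM5, chosen by the study on these samples, climbed late at 40°C. 372 of 648 members tested were up and 4 down at 16 h of 40°C, against 41 and 3 at 35°C, and 319 changed more at 40°C in edgeR's quasi-likelihood test of the difference. The unnamed Cre12.g496402 (9.47) and Cre04.g227600 (6.77) rose most. Its median z-score at 40°C was -0.628 as the temperature was reached, 1.02 at 2 h, 1.52 at 8 h, 1.82 (SD 0.872) at 16 h and 1.58 at 24 h; at 35°C it rose from -0.581 before heat to -0.0676 at 8 h, its highest value there. At 16 h of 35°C 43 with library size alone and 17 with limma on log2(TPM + 1) were up. Members down there were 5 with culture as a replicate block, and 1 to 6 on leaving out 1 library.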

TM5 shows increased expression throughout the heat period at 40°C. This module is enriched for ABA synthesis/degradation, suggesting potential interaction between the ABA pathway and algal heat responses. Previous reports showed that heat treated Arabidopsis and rice leaves had increased ABA contents and exogenous ABA application improved heat tolerance in WT rice plants^43,44^. ABA is reported to be involved in tolerance to oxidative stress^45^, HCO3^−^ uptake^46^, and stress acclimation in Chlamydomonas^47^. TM6 displays similar expression patterns in both 35°C and 40°C treatments, with increased expression during early heat and reduced expression during early recovery. This module is enriched for genes in the Calvin-Benson cycle, PSII biogenesis, and tetrapyrrole synthesis. 

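Many members of TM6, single genes of tetrapyrrole synthesis among them, fell after both temperatures. CHLD (Cre05.g242000), a subunit of magnesium chelatase, fell by log2 -2.83 after 2 h of recovery from 35°C and -6.05 from 40°C, where its partner CHLI1 (Cre06.g306300) (-5.89) and UROD1 (Cre11.g467700), uroporphyrinogen decarboxylase (-6.25), were also down. At recovery 2 h 75 of 147 members tested were down after 35°C and 90 after 40°C. In early heat 62 were up and 18 down at 1 h of 40°C; FDH1 (Cre12.g543400), formate dehydrogenase (-4.69), is one of those down. The median z-score was 0.78 at 0.5 h of 35°C and 1.33 at 1 h of 40°C, and -0.765 and -1.91 at recovery 2 h. The 2 treatments were alike in direction but not in size: 97 members had a lower change after 40°C than after 35°C at recovery 2 h by edgeR's quasi-likelihood test of the difference. The study chose this module on these samples. Members down 2 h after 35°C were 65 with library size alone and 40 with limma on log2(TPM + 1), and members up at 1 h of 40°C 45 with library size alone and 34 with limma on log2(TPM + 1).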

TM7 shows increased expression in 40°C uniquely in late heat, which continues through the early and mid-recovery periods. This module is notably enriched for protein degradation, ubiquitin E3 RING, and autophagy, which may indicate the need to degrade certain proteins and cellular components during and after prolonged acute high temperature at 40°C. TM8 shows increased expression only at the 0-h recovery time point immediately after the cooling from the 35°C and 40°C heat to 25°C. This module is notably enriched for bZIP transcription factors, oxidases, calcium signaling, and protein posttranslational modification, which likely contribute to the broad changes observed when recovering from high temperatures. TM9 and TM10 both have peaks in expression in recovery (2 h, 4 h for TM9; and 8 h for TM10) and have significantly enriched MapMan terms related to DNA synthesis. TM11 peaks in expression at 8-h recovery and is significantly enriched for MapMan terms related to protein posttranslational modification, consistent with the decreased correlation between transcript and protein levels at late recovery stages (Fig. 2e). TM12 shows reduced expression during the early recovery period and is significantly enriched for MapMan terms related to photosynthetic light reactions and protein degradation.

**Fig. 3:**
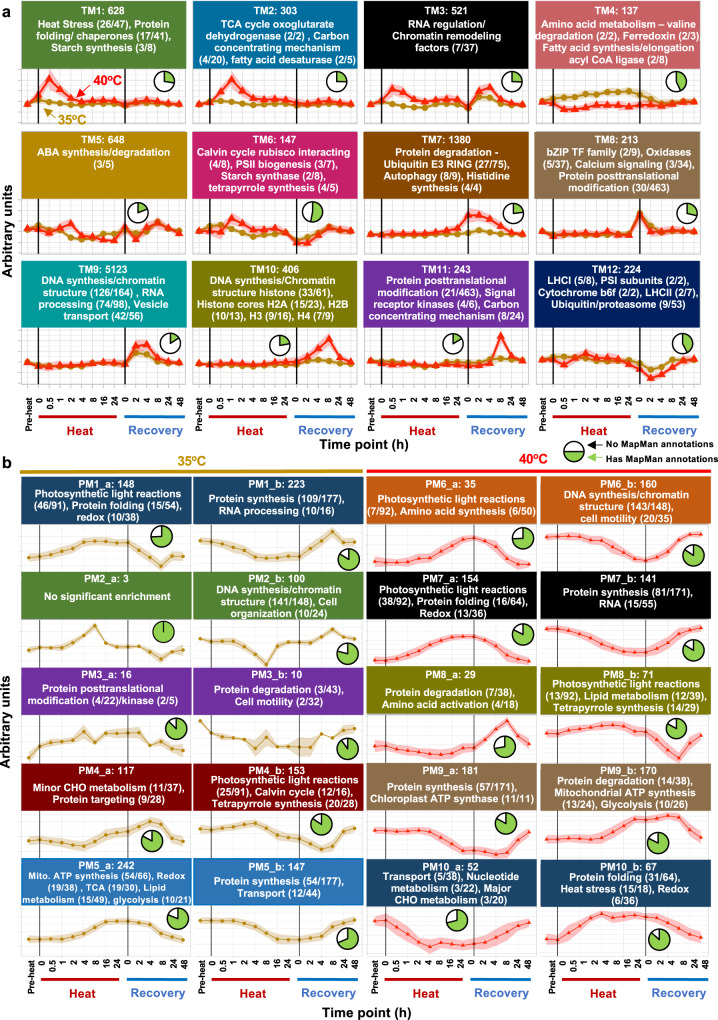
Transcriptomic and proteomic network modeling revealed differential regulation of key biological pathways with treatments of 35°C or 40°C. **a** Weighted correlation network analysis (WGCNA) of transcriptome data identified gene modules with similar expression patterns. TM: transcriptomic module. The z-normalized consensus gene expression patterns for 40°C (red triangle) and 35°C (brown circle) for each module are displayed. **b** Correlation networks of protein abundance over time courses for 35°C and 40°C heat treatments. PM, proteomic module. For each module, the eigenvectors as aggregated signal shape is depicted. Prominent functional terms that were enriched in the respective module are given for proteins correlating positively (PM_a) or negatively (PM_b) to their corresponding eigenvector (FDR < 0.05). **a**, **b** Black vertical lines indicate the start and end of the heat treatment at either 35°C or 40°C. Pre-heat, before heat treatments. Time points during heat: 0 h, reach high temperature of 35°C or 40°C; 0.5 h, heat at 35°C or 40°C for 0.5 h, similar names for other time points during heat. Time points during recovery: 0 h, reach control temperature of 25°C for recovery after heat; 2 h, recovery at 25°C for 2 h, similar names for other time points during recovery. The y axes are in arbitrary units. Background shading indicates consensus expression pattern ± sd of eigenmodule members. The number at the top of each facet (e.g., TM1: 628, PM1_a:148) represents the total number of genes/proteins significantly associated with the given module (ANOVA, FDR < 0.05, genes/proteins can only belong to a single module). Select statistically significantly enriched MapMan functional terms are displayed in each facet. Ratios after each MapMan term (e.g., heat stress, 26/47) represent the number of genes/proteins with the assigned MapMan term in the given module relative to the number of genes/proteins with the assigned MapMan term in our entire dataset. Pie charts show the fraction of genes/proteins associated with the given module that have at least one assigned MapMan functional term (green) relative to those associated with the given module but without MapMan functional terms (white). Full functional enrichment analysis can be found in Supplementary Data 5 and 7.

We verified the expression patterns of several key pathways of interest and transcription factors by visualizing log_2_(fold-change) values from differential expression modeling (Supplementary Fig. 9, 10, Supplementary Data 6). The RNA-seq results of select pathways from differential expression modeling were highly consistent with WGCNA modeling and provided gene-level resolution of interesting trends within these pathways. 

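Pathway genes of Supplementary Data 6 can be set side by side with the calls made here. For 449 of them tested in both, the paper's sheets hold 2183 calls over the 28 comparisons; 1643 (75.3%) were also called here in the same direction, 0 in the opposite one, and 738 calls were made here only. The calls come from edgeR's quasi-likelihood test with TMM factors; with limma on log2(TPM + 0.1), which keeps the TPM scale, 2125 (97.3%) of the paper's calls were made. Photorespiration, a list not described elsewhere here, shows the gene-level view: at 0.5 h of 40°C 4 of 12 genes were up and 1 down (4 and 1 adjusted over the list alone; median log2 fold change 0.47, or -0.07 with library size alone), with GYD1 (Cre06.g288700), glycolate dehydrogenase, up by log2 2.00. The balance turns with the scale: 2 photorespiration genes were up and 4 down with library size alone, and 2 and 4 with limma on log2(TPM + 1).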

The down-regulation of select transcripts involved in photosynthetic light reactions during early recovery was also verified by RT-qPCR (Supplementary Fig. 9i, j).

Network modeling was performed separately for the proteomes of the 35°C and 40°C treated samples due to differences in peptides identified through LC-MS/MS between the two treatment groups and the relatively smaller number of proteins identified compared to transcripts. This analysis identified common expression patterns (Proteomics Module, PM) in the proteome data (Fig. 3b, Supplementary Data 7). Prominent functional terms that were enriched in the respective module are given for proteins correlating positively (PM_a) or negatively (PM_b) to their corresponding eigenvector (FDR < 0.05). Protein modules that increased during 35 and 40°C heat treatments are enriched for MapMan terms related to the part of photosynthetic light reactions, protein folding, and redox (PM1_a, PM6_a, PM7_a). Proteins that increased during the recovery phase after either heat treatments are enriched for MapMan terms related to protein synthesis (PM1_b, PM7_b), DNA synthesis and chromatin structure (PM2_b, PM6_b). Proteins related to photosynthetic light reactions first decreased and then increased during the recovery of both treatments (PM1_a, PM4_b, PM8_b). Unique responses for the 35°C treatment include proteins related to mitochondrial electron transport and lipid metabolism increased during heat (PM5_a) and proteins related to RNA processing and cell organization increased during the recovery phase after 35°C heat (PM1_b, PM2_b). Unique responses for the 40°C treatment include proteins related to abiotic stress increased during heat (PM10_b) and proteins related to cell motility and RNA increased during the recovery phase after 40°C heat (PM6_b, PM7_b). Network modeling of transcriptome and proteome data yielded consistent patterns for several key pathways during and after heat treatments, e.g., heat responses, photosynthetic light reactions, and DNA synthesis.

### Heat at 35°C synchronized the cell cycle while 40°C arrested it

The increased transcript and protein levels related to DNA synthesis during recovery (Fig. 3) prompted us to investigate the expression pattern of cell cycle related genes because DNA synthesis takes place immediately before and during cell division in Chlamydomonas^48^. Both 35°C and 40°C disrupted the expression pattern of cell cycle genes as compared to the pre-heat level, which recovered by 8-h heat treatment at 35°C but not during the entire 40°C heat treatment (Fig. 4a). 

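Cell cycle genes fell within 0.5 h at both temperatures; at 35°C most were back by 8 h, yet many fell again at 24 h. ORC2 (Cre03.g199400), of the origin recognition complex, fell by log2 -4.33 and MCM4 (Cre07.g316850), of the replicative helicase, by -3.49 at 0.5 h of 35°C. At 8 h of 40°C the cyclin genes CYCB1 (Cre08.g370401) (-7.12) and CYCA1 (Cre03.g207900) (-6.38), the condensin subunit SMC4 (Cre12.g493400) (-6.19) and the plastid division gene ARC6 (Cre12.g488500) (-6.62) were far below pre-heat, where CYCA1 at 35°C stood at -1.49. At 24 h of 35°C the plastid division genes FTSZ1 (Cre02.g118600) (-2.04), ARC6 (-1.91) and MIND1 (Cre12.g522950) (-1.90) fell. Of 122 tested genes of the cell cycle list, which the study chose on these samples, 81 were down and 1 up at 0.5 h of 35°C (camera adjusted p = 1.79e-35, adjusted p = 0.0436 with an estimated correlation), 11 and 4 at 8 h, 0 and 2 at 16 h, and 50 and 1 at 24 h (adjusted p = 6.12e-22, adjusted p = 0.169 with an estimated correlation). At 40°C 59 were down and 6 up at 8 h (adjusted p = 2.85e-14, adjusted p = 0.353 with an estimated correlation) and 43 and 8 at 24 h (adjusted p = 0.000139, adjusted p = 0.646 with an estimated correlation). Adjusted over the list alone the counts down were 81, 11, 0 and 50 at 35°C and 59 and 43 at 40°C. Neither these counts nor the camera results are independent evidence, given how the list was chosen. At 8 h 61 genes had a lower change at 40°C than at 35°C by edgeR's quasi-likelihood test of the difference, and 3 a higher one. CYCA1's fall at 35°C was not called without pre-heat replicate A (-1.37) or treated replicate C (-1.42). The count down at 8 h of 35°C ran from 3 to 18 on leaving out 1 library.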

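Many cell cycle genes were below pre-heat as the cultures reached 25°C, and some were above it 2 h and 4 h later. ORC1 (Cre10.g455600), of the origin recognition complex (log2 1.69), MCM5 (Cre01.g023150), of the replicative helicase (1.62), CDT1 (Cre03.g163300), a licensing factor (1.59), and the mitotic cyclin CYCB1 (2.18) were up 4 h after 40°C. Of the 122 tested genes of the cell cycle list, chosen by the study on these samples, 2 were up and 68 down at recovery 0 h of 35°C and 11 and 57 of 40°C. At 2 h after 35°C 41 were up and 1 down (camera adjusted p = 2.21e-14, adjusted p = 0.349 with an estimated correlation) and 29 and 0 at 4 h. After 40°C the counts were 100 and 1 at 2 h (camera adjusted p = 1.19e-10, adjusted p = 0.438 with an estimated correlation) and 91 and 0 at 4 h. Adjusted over the list alone 41 and 30 were up after 35°C and 100 and 91 after 40°C. These counts and the camera results are no independent evidence, given how the list was chosen. The median log2 fold change was 0.91 at 2 h after 35°C and 1.38 after 40°C (1.20 and 1.82 with library size alone), and 12 genes had a larger change after 40°C by edgeR's quasi-likelihood test of the difference. Scaling decides how many pass after 35°C: library size alone gave 88 up at 2 h and 52 at 4 h, limma on log2(TPM + 1) 88 and 68, and leaving out 1 library with TMM 27 to 48 at 2 h and 21 to 52 at 4 h.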

Most cell cycle related genes had increased expression during 2- and 4-h of recovery in both treatment groups.

**Fig. 4:**
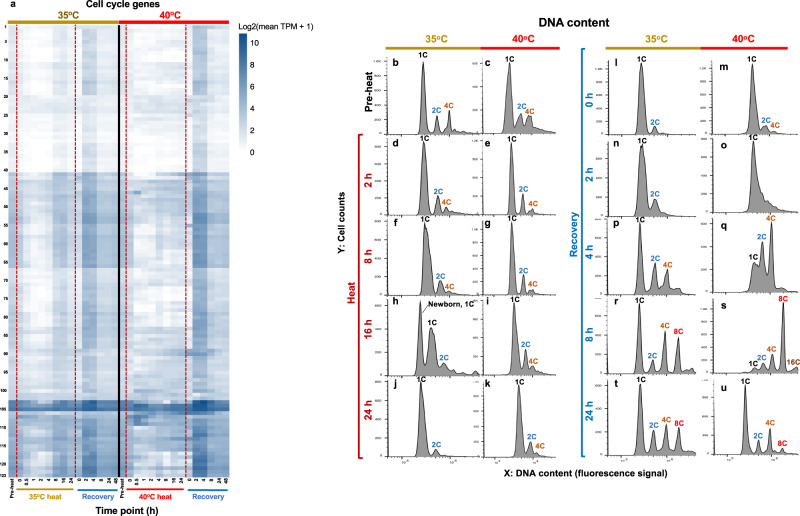
Heat at 35°C synchronized the cell cycle while heat at 40°C arrested it. **a** Expression of cell cycle genes during and after heat treatment of 35°C or 40°C. Genes used for the expression pattern analysis are listed in Supplementary Data 6. Gene expression patterns for treatments of 35°C (left) and 40°C (right) are displayed as log_2_(mean TPM value + 1). TPM, transcripts per million. Darker blue colors indicate higher expression. Red dashed lines indicate the start and end of the heat treatments. Pre-heat, before heat treatment. Time points during heat: 0 h, reach high temperature of 35°C or 40°C; 2 h, heat at 35°C or 40°C for 2 h, similar names for other time points during heat. Time points during recovery: 0 h, reach control temperature of 25°C for recovery after heat; 2 h, recovery at 25°C for 2 h, similar names for other time points during recovery. **b**–**u** FACS (fluorescence-activated cell sorting) analysis of the DNA content in algal samples harvested at different time points before, during, and after heat treatment at 35°C or 40°C. For each figure panel, X axis is DNA content determined by plotting a histogram of fluorescence level (area of the fluorescence channel signal) in log-scale; Y axis is the cell counts in linear scale. DNA copy No. are labeled on top of each corresponding DNA content peak, 1 C (single DNA copy number), 2 C, 4 C, 8 C, 16 C.

During the 40°C heat treatment, we observed irregular expression patterns of cell cycle related genes as compared to pre-heat, which led us hypothesize that the cell cycle had been arrested during 40°C. To investigate this hypothesis, we quantified cellular DNA content using flow cytometry (Fig. 4b–u). 

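Replication genes did not stay level during 40°C. After a dip at 0.5 h of 40°C, when 25 of 32 were down (25 adjusted over the list alone), 14 were down at 24 h (14 adjusted over the list alone) and 18 not called. Those still low at 24 h include RIR2 (Cre12.g491050), the small subunit of ribonucleotide reductase that makes DNA precursors (log2 -4.44), RFA3 (-3.93), MCM3 (Cre06.g295700) (-3.92) and CDC45 (Cre06.g270250), of the helicase complex (-3.56). At 35°C 18 replication genes were down at 24 h (18 adjusted over the list alone), so a low count at that hour was not particular to 40°C. Mitosis genes at 1 h were down in 17 of 24 cases at 35°C and 13 at 40°C (17 and 13 adjusted over the list alone), and 10 had a higher change at 40°C by edgeR's quasi-likelihood test of the difference. Both lists come from the cell cycle list that the study chose on these samples. Transcript levels of a whole culture average over cells at different stages and do not show an arrest by themselves.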

Pre-heat cultures showed typical asynchronous populations: most cells had 1 C (single DNA copy number) while a small fraction of cells had 2 C and 4 C (Fig. 4b, c). After 16-h at 35°C heat treatment, the broad 1 C size distribution from 8-h split; some of the bigger cells went to 2 C and the rest of the small cells stayed at 1 C (Fig. 4f, h). The 2 C population then divided by 24-h at 35°C, resulting in almost exclusively small 1 C cells with the same cell size as 1 C cells at pre-heat, suggesting culture synchrony (Fig. 4j). The cell division during 8-16 h of heat at 35°C was consistent with the recovery of cell cycle genes at the same time points (Fig. 4a). After 2-h of recovery at 25°C following 35°C heat, there were much fewer 2 C and 4 C cells than pre-heat, suggesting a partially synchronized population, until an almost complete recovery by 4-h at 25°C (Fig. 4l, n, p, r, t). These results indicated that the 35°C treatment synchronized cell division in Chlamydomonas.

Heat treatment at 40°C inhibited DNA replication and cell division, with three peaks of 1 C, 2 C, and 4 C persisting during all 40°C heat time points (Fig. 4c, e, g, i, k). By the end of the 24-h heat treatment at 40°C, the three cell populations had a much larger cell size, as evidenced by the right shift of the DNA peaks due to an increased cell size background effect (Fig. 4k, more information of the background effect can be found in the Methods). Cells started to replicate DNA between 2- and 4-h of recovery following 40°C heat, resulting in reduced 1 C but increased 2 C and 4 C cell populations (Fig. 4q). DNA replication continued until 8-h of recovery, resulting in the accumulation of high-ploidy level cells, ranging from 1 C to 16 C (Fig. 4s). By 24-h recovery, the cellular DNA content had almost recovered to the pre-heat level (Fig. 4u).

### Cytological parameters confirmed cell cycle arrest during 40°C heat

Brightfield images and cell size quantification of algal cells showed that the 40°C treated cells had continuously increased cell size throughout the high-temperature period, followed by gradual recovery to the pre-stress level after returning to 25°C for 24 h (Fig. 5a, b, c). The quantity of chlorophyll, carotenoids, and protein per cell all increased during the 40°C heat treatment and gradually recovered after heat (Fig. 5d–g). ROS level per cell had a clear increasing tread in 40°C-treated cells (especially at the end of the heat and early recovery), although the changes were not significant after stringent statistical analysis with FDR correction (Fig. 5g). When normalized to cell volume, chlorophyll and carotenoid contents increased during 40°C heat treatment while no change of protein and ROS contents was observed (Supplementary Fig. 11a–d). The ratios of chlorophyll a/b and chlorophyll/carotenoid decreased during 40°C heat (Supplementary Fig. 11e, f). The changes of chlorophyll a and b were consistent with that of total chlorophyll (Supplementary Fig. 10g–j, Fig. 5d). Cell diameter, cell volume, chlorophyll and carotenoid contents only changed transiently after shifting to 35°C and after shifting back to 25°C (Fig. 5b–e, Supplementary Fig. 11).

**Fig. 5:**
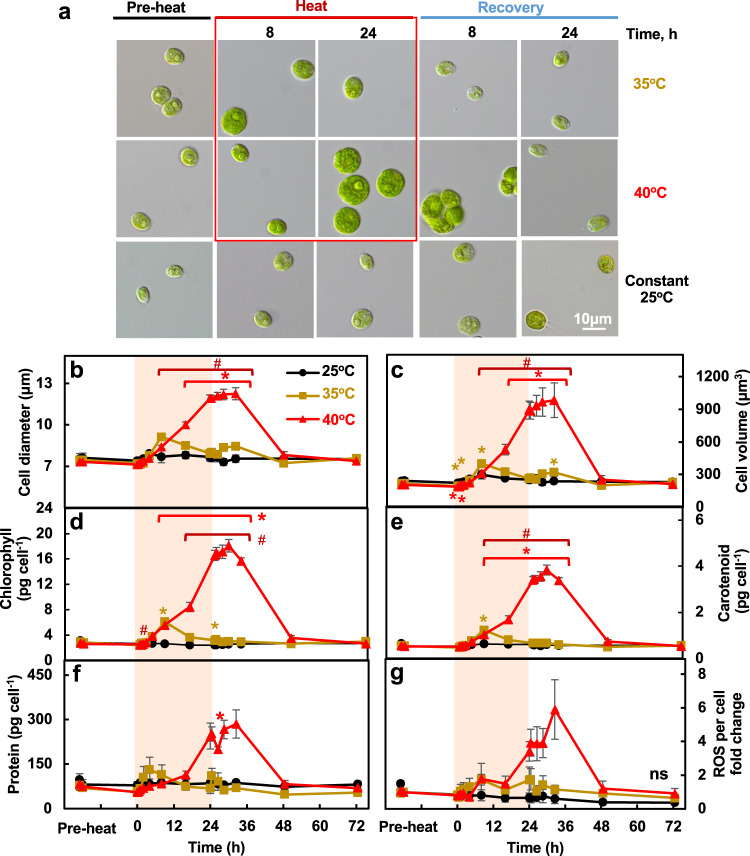
Heat of 40°C persistently increased cell size, cellular levels of pigments, and proteins while these effects were transient with 35°C heat. **a** Light microscopic images of Chlamydomonas cells. **b**, **c** Cell diameters and volume determined using a Coulter Counter. **d**–**f** Total chlorophyll, carotenoid, protein content per cell. **g** Fold-change of reactive oxygen species (ROS) levels per cell quantified using CM-H2DCFDA ROS indicator. Mean ± SE, *n* = 3 biological replicates. Black, brown and red curves represent experiments with constant 25°C, treatments of 35°C or 40°C respectively. Red shaded areas depict the duration of high temperature. Statistical analyses were performed using two-tailed t-test assuming unequal variance by comparing treated samples with 25°C at the same time point (*, *p* < 0.05) or between 35°C and 40°C at the same time point (#, *p* < 0.05). **b**–**g** P values were corrected by FDR. The colors and positions of asterisks (*) match the treatment conditions and time points, respectively. The positions of pound signs (#) match the time points. (g) Not significant, ns, *p* > 0.05 after FDR correction.

### Heat at 40°C impaired photosynthesis while the effects at 35°C were minor

We hypothesized that heat treatments might affect photosynthetic activities based on the changes of pigment contents (Fig. 5d, e), differentially regulated genes related to photosynthesis (Supplementary Fig. 9a, b), and the kinetics of transcripts and proteins related to the MapMan bin photosynthetic light reactions (Fig. 6, Supplementary Data 10). 

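Nuclear genes of the photosystems and their antennae fell after both treatments once the cultures were cooled. By 2 h after 35°C the light-harvesting genes LHCBM4 (log2 -2.78), LHCBM6 (Cre06.g285250) (-2.63) and LHCA4 (Cre10.g452050) (-2.21) and PETO (Cre12.g558900), a phosphoprotein of the cytochrome b6f complex (-2.42), were down. After 40°C the falls were deeper, with PETO at -5.99, LHCA1 (Cre06.g283050) at -5.75 and LHCA5 (Cre10.g425900) at -5.69; LHCBM9 (Cre06.g284200), an antenna gene known from stress conditions, rose instead (5.30). Of 38 tested genes of the light reactions 32 were down 2 h after 35°C (32 adjusted over the list alone, camera adjusted p = 1.63e-49, adjusted p = 0.0037 with an estimated correlation) and 36 after 40°C (36 adjusted over the list alone, adjusted p = 1.93e-57, adjusted p = 0.00224 with an estimated correlation). At 4 h the counts were 14 and 37 (14 and 37 adjusted over the list alone), and at 8 h 2 and 20 (2 and 20 adjusted over the list alone). Genes of chlorophyll synthesis (15 and 19 of 25 down at 2 h; 15 and 19 adjusted over the list alone) and of the Calvin-Benson cycle (12 and 13 of 19; 12 and 13 adjusted over the list alone) fell with them, for example PGK1 (Cre11.g467770), phosphoglycerate kinase (-2.35 and -5.74). Median log2 fold changes of the light reactions at 2 h were -1.36 and -3.46, or -1.08 and -3.02 with library size alone. With limma on log2(TPM + 1) the count down 2 h after 35°C was 10. Calls come from edgeR's quasi-likelihood test. Library size alone gave 21 there. At 4 h after 35°C light reaction genes down were 10 with library size alone and 4 with limma on log2(TPM + 1), and 8 h after 40°C 17 with library size alone and 8 with limma on log2(TPM + 1).

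**Figure D4:**
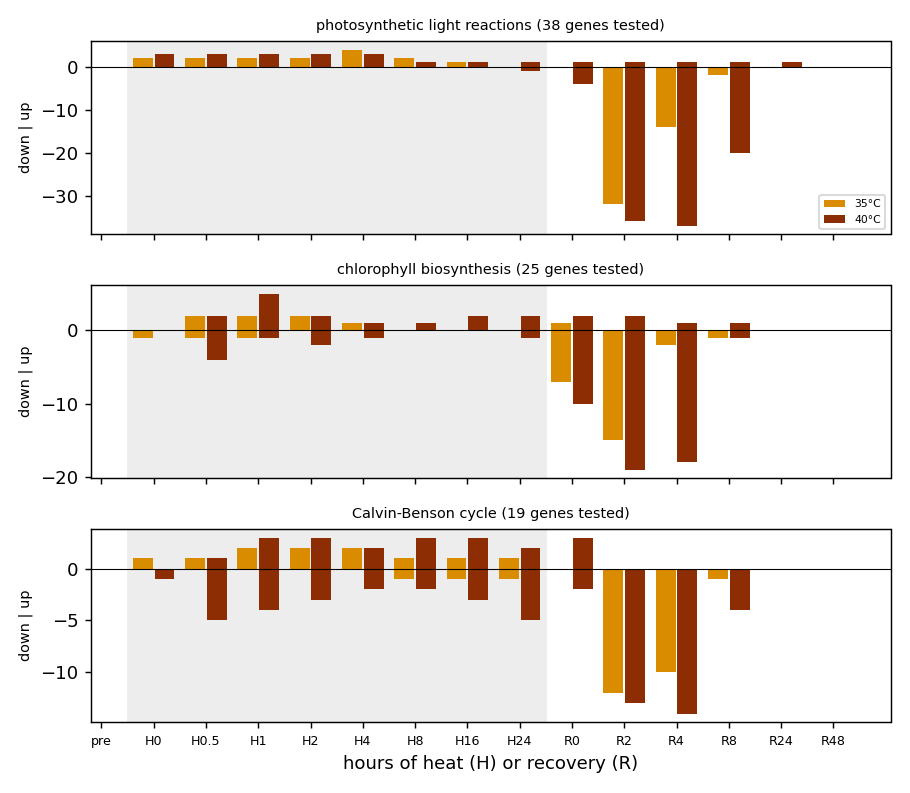
Members of 3 lists called up (above 0) and down (below 0) against pre-heat at each time point. H and R give hours of heat and of recovery, and the heat period is shaded.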

Most transcripts related to photosynthetic light reactions decreased during the early recovery from both heat treatments, followed by a gradual returning to the pre-stress levels (Fig. 6a, b, e, f, i, j), consistent with network modeling data (Fig. 3a). Proteins related to PSI, LHCII (light harvesting complex II), and LHCI (light harvesting complex I) increased during both heat treatments and decreased back to the pre-heat levels during the recovery (Fig. 6c, d, g, h). Proteins related to the ATP synthase decreased during the 40°C heat treatment and the early/middle recovery of both 35°C and 40°C heat treatments (Fig. 6k, l). Overall, the kinetics of transcripts and proteins related to the MapMan bin photosynthetic light reactions showed similar trends in both 35°C and 40°C treatments.

**Fig. 6:**
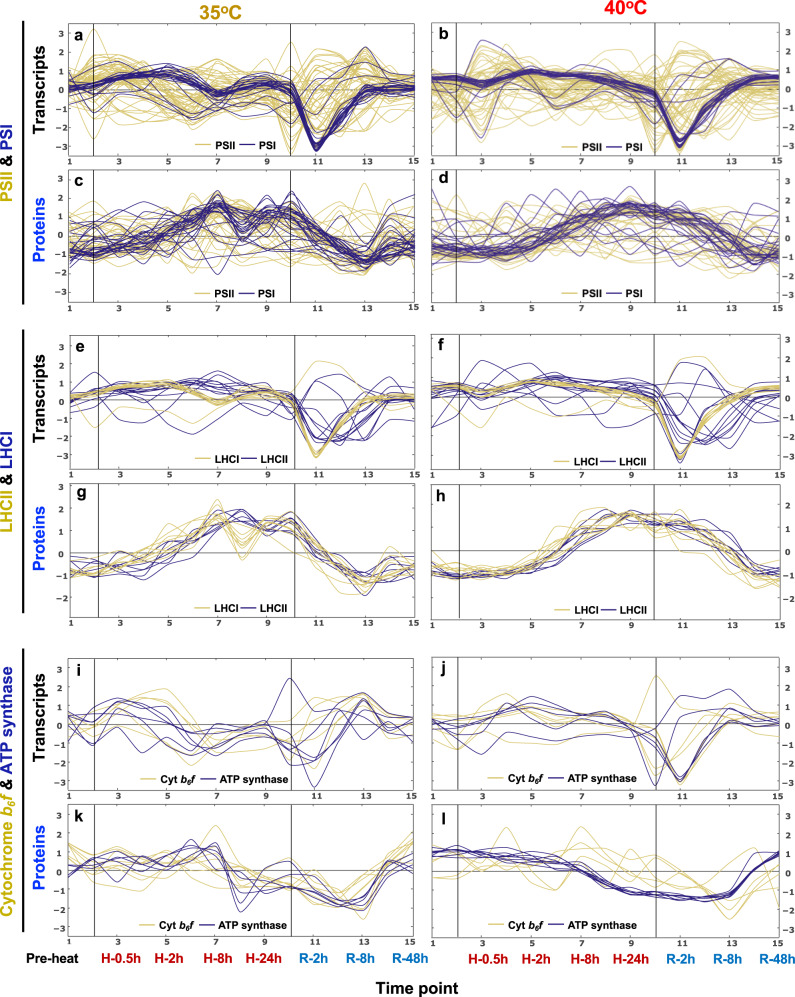
Transcripts and proteins related to photosynthetic light reactions changed dynamically during and after 35°C and 40°C heat treatments. Signals of transcripts (**a**, **b**, **e**, **f**, **i**, **j**) and proteins (**c**, **d**, **g**, **h**, **k**, **l**) related to the MapMan bin photosynthetic light reactions, including PSII and PSI (**a**–**d**), LHCII and LHCI (**e**-**h**), Cytochrome *b*_*6*_*f* and ATP synthase (**i**–**l**), were standardized to z scores (standardized to zero mean and unit variance) and plotted against equally spaced time point increments. The black vertical lines indicate the start and end of heat treatments at 35°C (**a**, **c**, **e**, **g**, **i**, **k**) and 40°C (**b**, **d**, **f**, **h**, **j**, **l**), respectively. Time points are labeled at the bottom. Timepoint 1: pre-heat. Time points 2-9, heat treatment at 35°C or 40°C, including reaching high temperature (0), 0.5, 1, 2, 4, 8, 16, 24 h during heat; time points 10–15, recovery phase after heat treatment, including reaching control temperature (0), 2, 4, 8, 24, 48 h during recovery. See the interactive figures with gene IDs and annotations in Supplementary Data 10 (transcript/protein dynamics), the groups of PS.lightreaction (PS for photosynthesis).

To investigate whether these pronounced changes of proteins related to LHCI, LHCII, PSI and ATP synthase under 35°C and 40°C affected photosynthesis, we measured various photosynthetic parameters during and after the heat treatments (Figs. 7–8). The PSII efficiency and linear electron flow rates decreased during 40°C heat (especially under light intensities exceeding the growth light of 100 µmol photons m^−2^ s^−1^) while the 35°C heat treatment did not extensively affect these photosynthetic parameters (Fig. 7a–d). The Q_A_ redox state reflects the balance between excitation energy at PSII and the rate of the Calvin-Benson Cycle^49,50^. The amount of reduced Q_A_ is proportional to the fraction of PSII centers that are closed^51^. Under 35°C and 40°C, Q_A_ had no significant changes, although 40°C-treated cells showed the trend of increased redox status (Fig. 7e, f). Both 35°C and 40°C increased the formation of NPQ; however, the increased NPQ was steady during 4-24 h of heat at 35°C while during 40°C heat, NPQ first increased to a maximum at 8-h heat, then decreased by 24-h heat (Fig. 7g, h), suggesting that accumulative heat damages under prolonged exposure to 40°C eventually exceeded the photoprotective capacity of NPQ. Relative PSII antenna size increased during the 40°C heat treatment, while it increased transiently during the 35°C heat treatment (Fig. 7i, Supplementary Fig. 12).

**Fig. 7:**
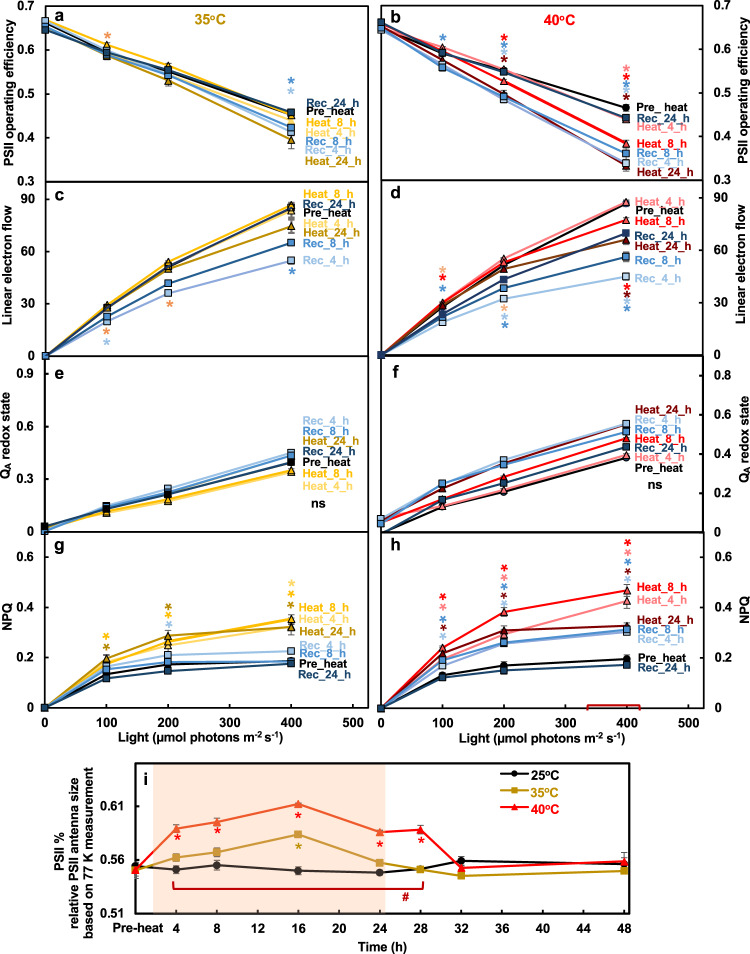
Heat of 40°C impaired PSII efficiency more than heat of 35°C while both induced NPQ. Algal cultures harvested from PBRs before, during and after heat treatment at 35°C (**a**, **c**, **e**, **g**, **i**) or 40°C (**b**, **d**, **f**, **h**, **i**) were used for photosynthetic measurements. **a**–**h** Photosynthetic parameters measured using room temperature chlorophyll fluorescence. (**a**, **b**) PSII efficiency, the data at 0 μmol photons m^−2^ s^−1^ light are the maximum PSII efficiency in dark and data from light phase are PSII operating efficiency in light-adapted cells. **c, d** Linear electron flow, accounting for the changes of PSII antenna size during the treatments as in (**i**). **e**, **f** Q_A_ redox state, the redox state of chloroplastic quinone A (Q_A_), the primary electron acceptor downstream of PSII; the bigger number of Q_A_ redox state means more reduced Q_A_. **g**, **h** Nonphotochemical quenching, NPQ. **i** Relative PSII antenna fraction, percentage of light distributed to PSII measured by 77 K chlorophyll fluorescence. Mean ± SE, *n* = 3 biological replicates. Statistical analyses were performed using two-tailed t-test assuming unequal variance by comparing treated samples with the pre-heat samples under the same light (**a**–**h**, *) or constant 25°C samples at the same time point (**i**, *), or by comparing samples between 35°C and 40°C at the same time point (**i**, #). **a**–**i** *P* values were corrected by FDR. *, *p* < 0.05, the colors and positions of asterisks match the treatment conditions and time points, respectively. (**i**) #, *p* < 0.05, the positions of pound signs match the time points. **e**, **f** Not significant, ns.

**Fig. 8:**
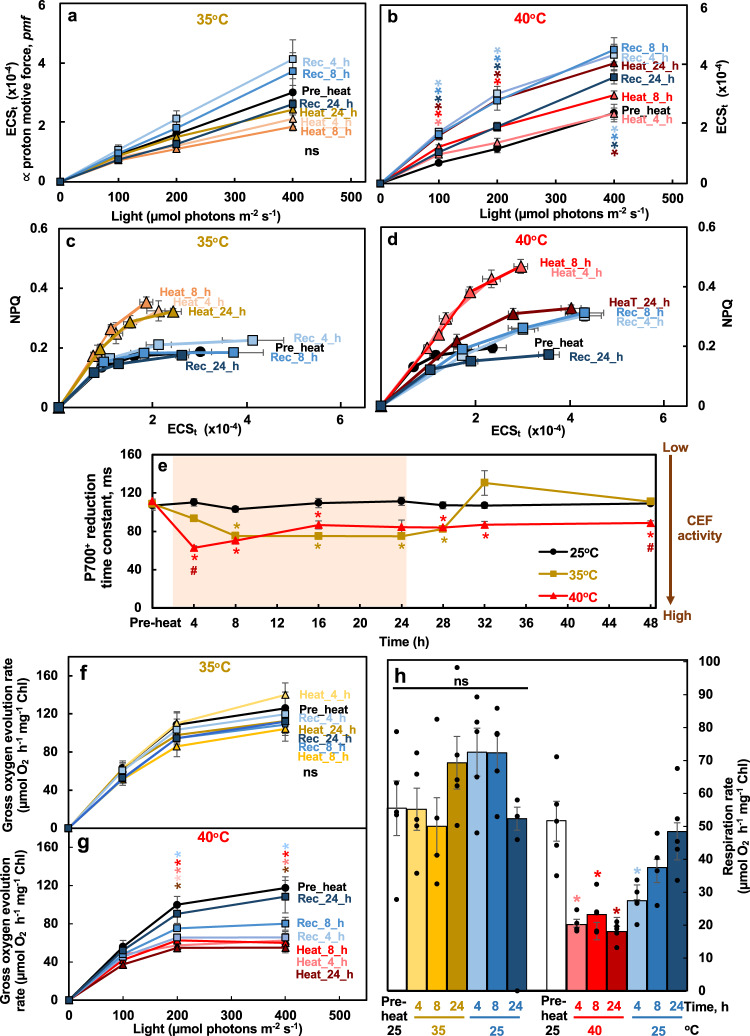
Heat at 40°C induced transthylakoid proton motive force, NPQ, CEF, but reduced O2 evolution and respiration rates in Chlamydomonas cells. **a**, **b** Heat treatment of 40°C increased the transthylakoid proton motive force (*pmf*). ECS_t_, measured by electrochromic shift (ECS), represents the transthylakoid *pmf*. **c**, **d** NPQ was more sensitive to ECS_t_ (or *pmf*) during both heat treatments, with higher NPQ produced at a given *pmf*. NPQ, non-photochemical quenching, measured using room temperature chlorophyll fluorescence. **e** Both 35°C and 40°C induced the activity of cyclic electron flow around PSI (CEF) although with different dynamics and reversibility. P700^+^ reduction to measure CEF in the presence of 10 µmol DCMU to block PSII activity; the smaller P700^+^ reduction time constant indicates faster P700^+^ reduction and higher CEF activity. The red shaded area depicts the duration of the high temperature. **f**, **g**, **h** Gross O_2_ evolution rates and respiration rates were reduced during the 40°C heat treatment, measured using a Hansatech Chlorolab 2 Clark-type oxygen electrode. Mean ± SE, *n* = 5 biological replicates. Statistical analyses were performed using two-tailed t-test assuming unequal variance by comparing treated samples with the pre-heat samples under the same light (**a**, **b**, **f**, **g**, **h**, *) or constant 25°C samples at the same time point (**e**, *), or by comparing samples between 35°C and 40°C at the same time point (**e**, #). **a**, **b**, **e**, **f**, **g** *P* values were corrected by FDR. *, *p* < 0.05, the colors and positions of asterisks match the treatment conditions and time points, respectively. (**e**) #, *p* < 0.05, the positions of pound signs match the time points. Not significant, ns.

Additionally, we performed electrochromic shift (ECS) measurements to monitor the effects of heat on the transthylakoid proton motive force (*pmf*, estimated by ECS_t_) and proton conductivity (Fig. 8a, b, Supplementary Fig. 13a, b). No significant changes in *pmf* and proton conductivity were observed during and after the 35°C treatment (Fig. 8a, Supplementary Fig. 13a). The *pmf* increased particularly at late time points during the 40°C treatment, followed by a slow and partial recovery after shifting cells back to 25°C. Proton conductivity decreased during and after 40°C heat treatments, suggesting reduced or compromised ATP synthase activity (Supplementary Fig. 13b), consistent with reduced abundance of proteins related to ATP synthase (Fig. 6l). During both heat treatments, NPQ formation became more sensitive to *pmf*, with higher NPQ formed at a given *pmf* compared to the pre-heat condition (Fig. 8c, d), consistent with a previous report in tobacco plants^52^. The increased sensitivity of NPQ was collapsed by the end of the 24-h heat treatment at 40°C (Fig. 8d). P700 measurement revealed that the activity of cyclic electron flow around PSI (CEF) increased during both 35°C and 40°C heat, which recovered quickly after 35°C treatment but much more slowly after 40°C treatment (Fig. 8e). P700 appeared to be more reduced during 35°C and 40°C heat, although the changes were not significant with stringent FDR correction (Supplementary Fig. 13c). Furthermore, gross photosynthetic O_2_ evolution rates and dark respiration rates had little changes during the 35°C treatment but dropped significantly during the 40°C heat treatment (Fig. 8f, g, h). Photosynthetic parameters had no significant changes in cultures maintained under constant 25°C (Supplementary Fig. 14).

### Heat at 40°C altered thylakoid and pyrenoid ultrastructure

The effects of high temperatures on photosynthesis prompted us to investigate cellular ultrastructure using transmission electron microscopy (TEM) (Fig. 9a–r). Thylakoids became disorganized and loosely packed in cells treated with 40°C (Fig. 9f, g). Investigation of pyrenoid ultrastructure (Fig. 9j–r, s) showed that cells treated with 40°C had altered pyrenoid matrices and absence of thylakoid tubules inside the pyrenoid (Fig. 9o, p), suggesting an inefficient carbon concentrating mechanisms (CCM). No changes in pyrenoid ultrastructure were observed in cells treated with 35°C (Fig. 9k, l). ImageJ quantification of pyrenoid structures showed that cells treated with 40°C had increased pyrenoid areas, which was attributed to increased areas of both the pyrenoid matrix and starch sheath (Fig. 9t, u, v). The increased pyrenoid size was abolished after 8-h of recovery. Biochemical quantification of starch contents showed that both 35°C and 40°C treatments increased starch levels per cell and per cell volume, which decreased during recovery (Fig. 9w, x). At the end of the heat treatments and early recovery, cells exposed to 40°C had a higher starch content per cell than those exposed to 35°C, but the differences between the two treatments were not significant per cell volume.

**Fig. 9:**
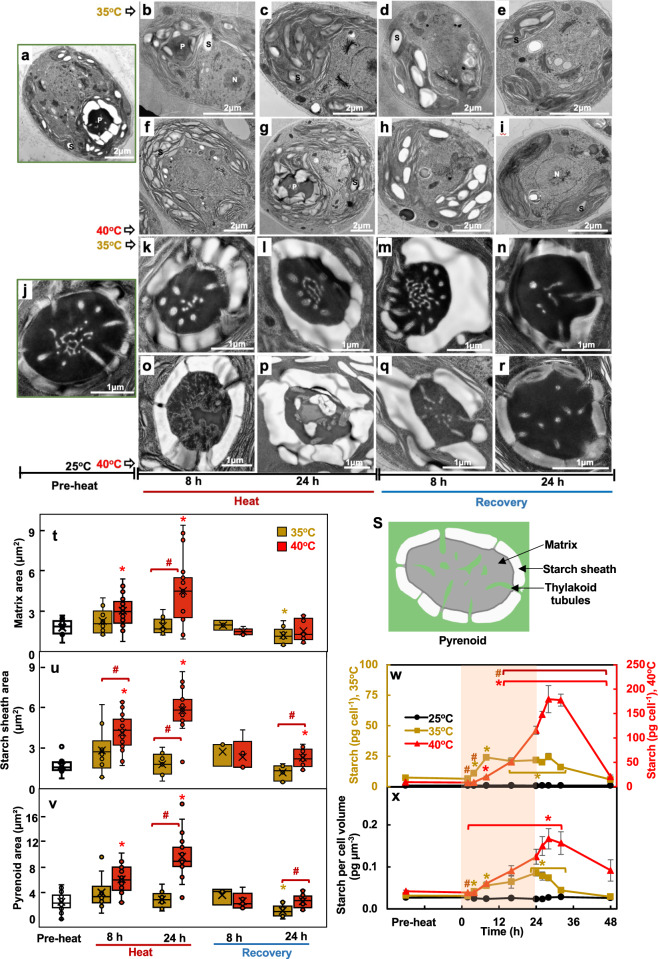
Only 40°C altered thylakoid and pyrenoid ultrastructure while both 35°C and 40°C treatments stimulated starch accumulation. **a**–**r** Representative transmission electron microscopy (TEM) images of algal cells or pyrenoids at different time points before (**a**, **j**), during, and after heat treatment at 35°C (**b**–**e**, **k**–**n**) or 40°C (**f**–**i**, **o**–**r**). **s** Cartoon representation of Chlamydomonas pyrenoid structure. **t**, **u**, **v** Areas of pyrenoid matrix, starch sheath and the whole pyrenoids, respectively, quantified using ImageJ and TEM images from algal samples harvested before, during, and after heat treatments of either 35°C (brown) or 40°C (red) at the indicated time points. The data is presented as boxplot based on Tukey-style whiskers. Median values are represented by the horizontal black lines and mean values by the X sign inside each rectangular box. **w**, **x** Starch quantification using starch assay kits. Values are mean ± SE, *n* = 3 biological replicates. The red shaded areas depict the duration of the high temperature. **t**–**x** Statistical analyses were performed using two-tailed t-tests assuming unequal variance by comparing treated samples with pre-heat (**t**–**v**) or 25°C at the same time point (w, x) (*, *p* < 0.05, the colors of asterisks match the treatment conditions), or by comparing samples between 35°C and 40°C at the same time point (#, *p* < 0.05). (**w**, **x**) *P* values were corrected by FDR.

## Discussion

We investigated how Chlamydomonas cells respond to moderate (35°C) and acute (40°C) high temperature at systems-wide levels (Fig. 1c). Our results show that 35 and 40°C triggered shared and unique heat responses in Chlamydomonas (Fig. 10).

**Fig. 10:**
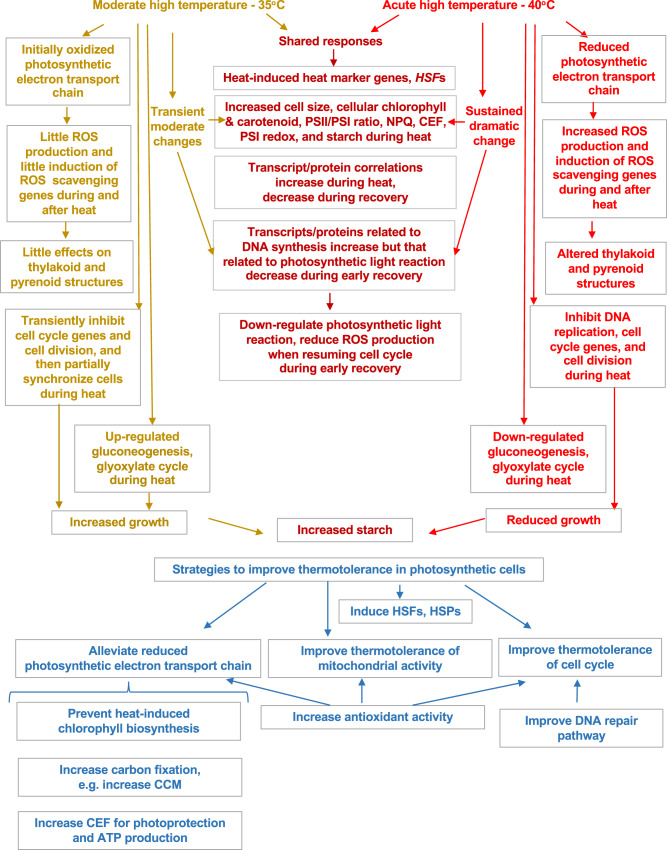
Chlamydomonas has shared and unique responses to moderate and acute high temperatures of 35°C and 40°C. **Top panel**: Summarized results from multiple-level anlayses revealed the unique responses to 35°C (left, brown), unique to 40°C (right, bright red), and those shared between the two treatments (middle, dark red). **Bottom panel** (blue): Our results can be used to inform strategies to improve thermotolerance in photosynthetic cells.

Both high temperatures induced the expression of *HSF1* and *HSF2*, as well as canonical high-temperature response genes *HSP22A* and *HSP90A*, increased cell size, chlorophyll and carotenoid contents, PSII/PSI ratio, NPQ, CEF, PSI redox state, and starch formation (Fig. 10). The changes under 35°C were often transient and moderate while those under 40°C were sustained and dramatic. The correlation between transcripts and proteins increased during both heat treatments, suggesting that responses during heat were largely transcriptionally regulated. Functional categories of gluconeogenesis/glyoxylate-cycle and abiotic stress had the highest correlation between transcripts and proteins in early time points of 35°C and 40°C treatment (Fig. 2f), respectively. High correlation values of these functional categories indicate that these responses may occur rapidly without much post-transcriptional regulation, which may help coordinate activities to adapt to high temperature quickly and efficiently. The decreased correlation between transcripts and proteins during both recoveries was consistent with increased protein posttranslational modification after heat treatments based on the RNA-seq network modeling results (Fig. 3a, TM8/11).

The increased NPQ in cells treated with 35°C and 40°C heat suggested that both heat treatments compromised photosynthetic efficiency (Fig. 7g, h). Heat at 40°C reduced photosynthetic efficiency much more than 35°C, especially when photosynthetic parameters were evaluated with light intensities higher than the growth light of 100 µmol photons m^−2^ s^−1^ (Figs. 7 and 8). Under the growth light we employed, the differences in photosynthetic parameters between 35°C and 40°C were smaller with comparable values, consistent with the similar kinetics of transcripts and proteins related to the MapMan bin photosynthetic light reactions (Fig. 6). We conclude that in algal cultures grown in PBRs under a growth light of 100 µmol photons m^−2^ s^−1^, both 35°C and 40°C heat treatments affected photosynthetic efficiency but photosynthetic activity was maintained at a comparable level during both heat treatments; however, increasing light intensities exaggerated the heat-induced damages to photosynthesis, especially with the 40°C treatment.

During early recovery from both heat treatments, transcripts and proteins related to DNA synthesis increased while those related to photosynthetic light reactions decreased (Fig. 3). In synchronized algal cultures under day/night cycles, genes related to DNA synthesis and cell cycle peak during the early dark phase when the genes related to photosynthetic light reactions had minimal expression^53,54^. However, under constant light as in our experiment, genes related to DNA synthesis and photosynthetic light reactions may express simultaneously but their quantitative expression manner under constant light is understudied. The induction of cell cycle genes after recovery were comparable after both 35°C and 40°C heat (Fig. 4a), but the significant down-regulation of genes related to photosynthetic light reactions only occurred in the recovery following 40°C (Supplementary Fig. 9a). 

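Light reaction genes fell further after 40°C than after 35°C, and with TMM many of them also passed the test after 35°C. How many did depends on the scale: at 2 h 32 were down with TMM, 21 with library size alone and 10 with limma on log2(TPM + 1). The photosystem I gene PSAG (Cre12.g560950) was at log2 -3.61 4 h after 40°C, and LHCBM8 (Cre06.g284250) at -2.92 4 h after 35°C (adjusted p = 2e-14 by edgeR's quasi-likelihood test). 33 of 38 genes had a lower change after 40°C than after 35°C at 2 h and 36 at 4 h by the same test of the difference. In the paper's own sheet for this pathway (Supplementary Data 6), 10 genes are called down 2 h after 35°C and 35 after 40°C. For cell cycle genes at 4 h, 7 of 122 had a larger change after 40°C, and the median log2 fold change of the list, chosen by the study on these samples, was 0.80 after 35°C and 1.22 after 40°C.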

The photosynthetic light reactions are a major source of ROS production^55^. The measured ROS levels reflect the competition between ROS production and scavenging. 

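Genes of ROS scavenging changed in both directions with heat and recovery. NTR3_a (Cre07.g355600), a thioredoxin reductase (log2 5.82), and the protein disulfide isomerases PDI4 (Cre07.g328150) (4.77) and PDI6 (Cre07.g326600) (4.15) were up at 0.5 h, and the nucleoredoxins NRX3 (Cre02.g093800) (6.56) and NRX2 (6.46) when the cultures were back at 25°C. By 2 h into recovery the 2-Cys peroxiredoxin PRX1 (Cre06.g257601) (-6.09) and the thioredoxin TRXF2 (Cre05.g243050) (-5.74), both of the chloroplast, were far down. At 0.5 h of 35°C the catalase CAT2 (Cre01.g045700) (-2.96) and the superoxide dismutase MSD3 (Cre16.g676150) (-2.58) fell. Of 126 tested genes of ROS scavenging 34 were up and 21 down at 0.5 h of 40°C, 28 and 8 at recovery 0 h and 14 and 26 at recovery 2 h, the same as adjusted over the list alone. Camera found no shift against other genes at any of the 3 (adjusted p = 0.109, 0.177 and 0.115). The list median was log2 0.21 at heat 0.5 h and -0.06 at recovery 2 h, and turned to -0.37 and 0.40 with library size alone, so no direction is given for the list as a whole. Calls come from edgeR's quasi-likelihood test. At recovery 2 h library size alone gave 30 up and 23 down, and limma on log2(TPM + 1) 51 up and 11 down. At heat 0.5 h they gave 28 up and 32 down, and 26 up and 31 down.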

Although the increase of the measured ROS level was not significant, the up-regulation of ROS scavenging transcripts (Supplementary Fig. 9e) during the heat and early recovery phase of 40°C supported the increased ROS production with 40°C treatment. Synchronized cells at the dark phase of day/night cycle most likely have minimal ROS production, as evidenced by the down-regulation of many ROS response genes^53^. Cells with 40°C heat had very different physiologies from synchronized culture at the early dark phase under the control temperature, considering the increased ROS production and heat damaged cellular structures in 40°C-treated cells. Thus, we suspect the up-regulation of transcripts related to cell cycle and down-regulation of transcripts related to photosynthetic light reactions during the recovery from 40°C under constant light and during the dark phase of day/night-cycle may be due to different mechanisms. ROS accumulation impairs DNA replication and induces DNA damage^56,57^. Mammalian cells are more sensitive to high temperatures during DNA replication than other cell cycle stages^58^. We propose that down-regulation of photosynthetic light reactions during DNA synthesis is beneficial to resuming the cell cycle by reducing ROS production during the early recovery. The mechanisms of the opposite transcriptional regulation of DNA replication and photosynthetic light reactions during the recovery from high temperatures is unknown but interesting for future research. One form of ROS is H_2_O_2_, which is highly diffusible and stable^55^. Recently, Niemeyer et al. employed hypersensitive H_2_O_2_ sensors in different compartments of Chlamydomonas cells and showed that H_2_O_2_ levels increased in the nucleus after heat treatment, suggesting diffusion of H_2_O_2_ from other cellular compartments to the nucleus^21^. H_2_O_2_ has been proposed as a secondary messenger in signal transduction^59^. Increased H_2_O_2_ in the nucleus may affect gene expression, e.g., those involved in photosynthetic light reactions.

Both high temperatures affected cell cycle genes, but during 35°C cells could recover the expression of cell cycle genes to the pre-heat level after 8-h of heat treatment with a partially synchronized cell cycle at the end of the 24-h heat treatment (Fig. 4). In contrast, under the 40°C heat treatment, the expression of cell cycle genes was disrupted. Additionally, we observed down-regulation of genes encoding cell wall proteins during both 35°C and 40°C heat treatments and many of these genes were up-regulated during the recovery of 35°C and 40°C; the differential regulation of cell wall genes was more dramatic with 40°C than 35°C treatment (Supplementary Fig. 9h). 

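Pherophorins and other hydroxyproline-rich wall proteins fell in heat and rebounded after 40°C. At 4 h of 35°C PHC31 (Cre17.g710300) (log2 -5.05), PHC19 (Cre17.g696500) (-4.98) and PHC22 (-4.77) fell, and at 8 h of 40°C PHC31 (-8.38), PHC4 (Cre12.g549000) (-7.89) and GAS28 (Cre11.g481600), first known from gametes (-8.19). By 8 h after 40°C GAS30 (Cre11.g481750) (4.51) and GAS28 (2.82) were above pre-heat; 4 h after 35°C PHC74 (Cre12.g551977) (1.56) and VSP3 (Cre12.g488450), a vegetative wall protein (1.20), were. Of 35 tested genes 22 were down at 4 h of 35°C (22 adjusted over the list alone, camera adjusted p = 3.89e-13, adjusted p = 0.273 with an estimated correlation), 24 at 8 h (24, adjusted p = 3.09e-10, adjusted p = 0.372 with an estimated correlation) and 22 at 24 h of 40°C (22). In recovery 3 were up 4 h after 35°C (3 adjusted over the list alone) and 27 8 h after 40°C (28 adjusted over the list alone, adjusted p = 5.6e-08, adjusted p = 0.447 with an estimated correlation). The way there was not direct: 2 h after 40°C 17 were still down and 2 up (17 and 2 adjusted over the list alone). At 8 h of recovery 14 genes had a larger change after 40°C, and at 8 h of heat 14 a lower one, by edgeR's quasi-likelihood test of the difference. At 4 h of heat, however, 0 had a lower change at 40°C and 3 a higher one. VSP3's rise was 0.57 without treated replicate A and 0.55 against the pre-heat libraries of both treatments, neither called. Genes up 4 h after 35°C were 7 with library size alone and 6 with limma on log2(TPM + 1), and 1 to 4 on leaving out 1 library.

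**Figure D5:**
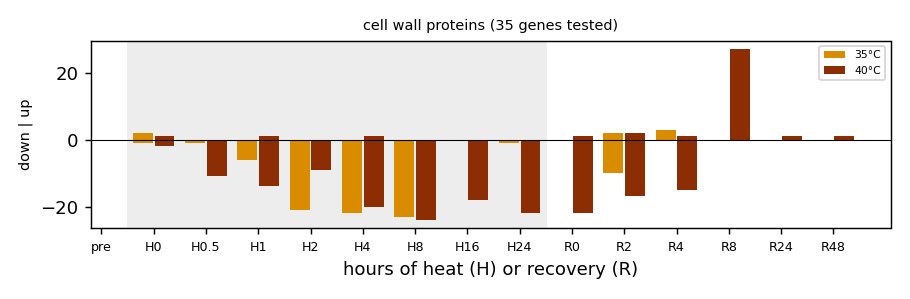
Genes of cell wall proteins called up (above 0) and down (below 0) against pre-heat at each time point. H and R give hours of heat and of recovery, and the heat period is shaded.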

The Chlamydomonas cell wall protects cells from environmental challenges; it is proposed that osmotic/mechanical stresses and cell wall integrity regulate the expression of cell wall genes in Chlamydomonas^60^. However, the underlying mechanisms of how the cell wall responds to high temperatures are largely under-explored. Cell walls form around daughter cells during cell division. Under diurnal regulation, many cell wall genes are up-regulated following the up-regulation of many cell cycle genes during cell division^53^. The expression pattern of cell wall genes in our data may be related to the inhibited and resumed cell cycles during and after heat treatments, respectively.

Heat at 35°C and 40°C induced unique transcriptional responses (Fig. 3a, Supplementary Fig. 4, 5, 6, 9, 10). Heat at 35°C induced a unique gene set that was not induced under 40°C, including genes involved in gluconeogenesis and glycolysis, mitochondrial assembly, and a putative calcium channel (Supplementary Fig. 5c–f, Supplementary Data 1, 3). While most of the overlapping DEGs between 35°C and 40°C treatments were more strongly differentially expressed at 40°C than at 35°C, a fraction of the overlapping DEGs displayed a larger fold-change at 35°C than at 40°C (Supplementary Fig. 6). One group of genes with higher upregulation at 35°C than at 40°C are those low-CO_2_ inducible (LCI) genes, e.g., *LCI26* (at reaching high temperature and 8-h heat), *LCI19* (16-h heat) (Supplementary Data 1), suggesting an effort to compensate for increased CO_2_ demands with increased growth at 35°C. Many of these uniquely regulated genes in the 35°C treatment have unknown functions and may include novel candidates important for acclimation to moderate high temperature.

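LCI26 (Cre17.g705450), named for its induction by low CO2, was up at every heat time point of 35°C, from log2 2.15 as the temperature was reached to 1.72 at 8 h and 1.67 at 24 h. At 40°C it was 1.52 at the start and 1.13 at 8 h, both called, and 0.07 at 24 h, not called. The difference between the treatments was -0.62 at the start (adjusted p = 0.536 by edgeR's quasi-likelihood test) and -0.59 at 8 h (adjusted p = 0.415 by the same test). LCI1 fell at 24 h of 35°C (-3.92). LCI19 (Cre11.g467617), which the paper's supplementary tables place with 6-phosphogluconate dehydrogenase, rose by 1.77 at 16 h of 35°C and 1.02 at 16 h of 40°C, both called, with a difference of -0.75 (adjusted p = 0.0178 by the same test), short of the fold threshold. LCI19 at 40°C sits at the threshold: without treated replicate B it was 0.90 and not called. At 40°C LCI26 missed the call with limma on log2(TPM + 1) (0.71 at the start and 0.69 at 8 h), and LCI1 at 35°C without pre-heat replicate A (-2.90) or treated replicate C (-3.46).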

Both 35°C and 40°C induced starch accumulation but possibly for different reasons (Fig. 9w, x, 10). The increased starch in 35°C treated cells may be due to increased acetate uptake/assimilation, gluconeogenesis and the glyoxylate cycle, as evidenced by an induction of proteins related to these pathways (Fig. 2f, Supplementary Fig. 8). In Chlamydomonas, acetate uptake feeds into the glyoxylate cycle and gluconeogenesis for starch biosynthesis^40,41^. The increased starch in 40°C treated cells may be due to inhibited cell division (Figs. 4 and 5), resulting in starch storage exceeding its usage^25,26^. Starch accumulation could also be an electron sink to alleviate the over-reduced electron transport chain during 40°C heat treatment^18^. Heat treated Arabidopsis plants (42°C for 7 h) also had increased starch^43^. 

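Starch genes changed in both directions at 40°C. At 24 h of 40°C AMA3 (Cre08.g384750), an alpha-amylase (log2 3.99), AGL1 (Cre03.g194700) (3.98) and the starch synthase SSS1 (Cre04.g215150) (2.13) were up, and AMA3 was still up as the cultures reached 25°C (4.33). SSS6 was down at that point (-4.48), and 2 h later so were SSS3b (Cre13.g579598) (-4.20), SSS3a (Cre13.g579582) (-3.98) and SSS2 (Cre03.g185250) (-3.89). Of 45 tested genes of the list 12 were up and 3 down at 24 h of 40°C, 14 and 3 at recovery 0 h and 8 and 15 at recovery 2 h, with the same counts adjusted over the list alone; at 24 h of 35°C 0 was up and 1 down. The list median at recovery 2 h was log2 -0.44, and -0.00281 with library size alone. Camera gave adjusted p = 0.134, 0.254 and 0.125 at the 3 time points of 40°C. 13 genes had a larger change at 40°C than at 35°C at 24 h by edgeR's quasi-likelihood test of the difference. For starch degradation 6 of 18 were up at recovery 0 h (6 adjusted over the list alone, adjusted p = 0.0401, adjusted p = 0.304 with an estimated correlation), the invertase gene INV2 (Cre12.g488050) most (3.02). The study's starch lists hold enzymes of synthesis and breakdown side by side, AMA3 among them. The balance at recovery 2 h turns with the scale: library size alone gave 15 up and 12 down, and limma on log2(TPM + 1) 17 up and 6 down.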

Several genes involved in starch biosynthesis were induced during 40°C heat and early recovery (Supplementary Fig. 9f). The over-accumulated starch during 40°C may also contribute to the downregulation of genes involved in acetate uptake and assimilation (Supplementary Fig. 8g, h). Most of the reducing power from acetate assimilation is used in mitochondrial respiration^40,41^. However, the downregulated transcripts related to mitochondrial electron transport (Supplementary Fig. 15c), the heat sensitivity of mitochondrial respiration rates (Fig. 8h), and the over-accumulated starch may restrict acetate uptake and assimilation during 40°C heat treatment.

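Falls of mitochondrial electron transport genes at 40°C came early: 19 of 54 were down and 1 up at 1 h (19 and 1 adjusted over the list alone, camera adjusted p = 2.27e-06, adjusted p = 0.559 with an estimated correlation). ATP1A (Cre02.g116750) stood at log2 -2.58 and ASA7 (Cre09.g416150) at -2.11 then, both named for subunits of the mitochondrial ATP synthase. At 24 h of 40°C 5 of 54 genes were down and 0 up (5 and 0 adjusted over the list alone) by edgeR's quasi-likelihood test, with a median of -0.50 (-0.30 with library size alone). Of the gluconeogenesis and glyoxylate genes, through which acetate is assimilated, 7 of 8 were down at 1 h (7 adjusted over the list alone, camera adjusted p = 0.000165, adjusted p = 0.372 with an estimated correlation), with MDN1 at -3.66. The 2 lists were not tested against each other. Acetate uptake itself was not measured by these libraries. At 24 h of 40°C mitochondrial electron transport genes down were 1 with library size alone and 2 with limma on log2(TPM + 1), and 3 to 7 on leaving out 1 library.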

Heat at 35°C stimulated growth but 40°C decreased it (Fig. 1a, b). We quantified growth based on the rate of chlorophyll increase and medium consumption in PBRs under the turbidostatic mode, monitored by OD_680_ which is proportional to chlorophyll content (Supplementary Fig. 1a–c). Under our experimental conditions with little nutrient and light limitation, our results showed that cells exposed to 35°C reached the maximum OD_680_ faster than cell exposed to 40°C or kept at constant 25°C. The stimulated growth in liquid cultures under 35°C was confirmed by growth on plates (Supplementary Fig. 2) and was consistent with increased transcripts and proteins related to mitochondrial electron transport as well as increased mitochondrial relative volume in 35°C-treated cells (Supplementary Fig. 15). The increased protein levels in acetate uptake/assimilation and gluconeogenesis and glyoxylate cycles (Supplementary Fig. 8) may contribute to the faster growth under 35°C heat. Maize plants grown under moderate high temperature of 33°C had increased biomass but decreased biomass under higher temperature of 37°C as compared to controls at 31°C^61^. Similar temperature effects were also reported in synchronized algal cultures^62,63^, consistent with our data. With increasing high temperatures, the growth of photosynthetic organisms may accelerate first, then decrease when the high temperature exceeds a certain heat threshold.

The adaptive transcriptional changes in response to 40°C include rapid induction of transcripts encoding HSFs, HSPs, and ROS scavenging enzymes (Supplementary Fig. 9c, e, 10a). Chlamydomonas has two HSFs, HSF1 and HSF2^10^. HSF1 is a canonical HSF similar to plant class A HSFs and a key regulator of the stress response in Chlamydomonas^11^, while the function of HSF2 is unclear. 

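Both heat shock factor genes were up as each temperature was reached. HSF1 (Cre09.g387150), the known regulator of the heat response in this alga, rose by log2 1.70 as 35°C was reached and 1.07 at 0.5 h, and by 3.17, 3.39 and 2.3 at 0, 0.5 and 1 h of 40°C. HSF2 (Cre07.g354500) rose by 1.42 as 35°C was reached and 3.82 at 0.5 h of 40°C (adjusted p = 0.00011 and 1.03e-16 by edgeR's quasi-likelihood test). The change at 0.5 h was larger at 40°C by 2.33 for HSF1 and 2.69 for HSF2 (adjusted p = 2.26e-09 and 2.3e-07 by the same test). By 4 h of 40°C HSF1 stood at -0.29 and HSF2 at 0.74, neither called. When the cultures were back at 25°C, HSF2 nearly vanished: its mean TPM went from 3.99 (SD 0.129) before heat to 0.286 (SD 0.093) after 35°C and from 3.63 (SD 0.0282) to 0.0771 (SD 0.0373) after 40°C (-3.52 and -5.45), and 2 h later it was at -0.28 and -1.15. HSF1 at 0.5 h of 35°C was 0.87 with library size alone and 0.82 without treated replicate B, neither called.

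**Figure D6:**
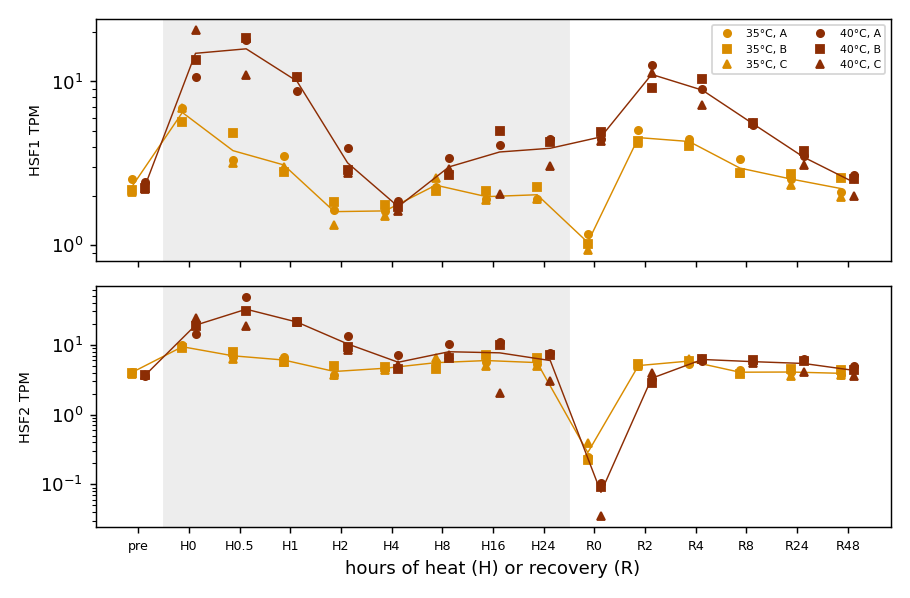
TPM of HSF1 and HSF2 in each library, on a log scale. Lines join means of 3 libraries, and the heat period is shaded.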

Our transcriptome data showed that both *HSF1* and *HSF2* were induced during early heat of 35°C and 40°C (Supplementary Fig. 10a), suggesting the potential role of HSF2 in heat regulation. 

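HSF1 rose a second time after 40°C: it was at log2 1.10 as the cultures reached 25°C and 1.25 2 h later, both called, and 0.82 at 4 h, not called, against -0.87 and 0.38 after 35°C. The difference between the treatments at 2 h was 0.86 (adjusted p = 0.0179 by edgeR's quasi-likelihood test). HSP90A, one of its known targets, was at 0.05 and -0.56 at the same time points after 40°C. Scaling moves these calls: with library size alone HSF1 was 0.94 at 0 h, not called, and 1.30 at 4 h, called. HSP90A at 0 h was -1.20 without treated replicate B, and then called down.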

Interestingly, *HSF1* was also induced during the early recovery phase after 40°C heat, possibly due to its potential roles in maintaining some heat responsive genes after heat treatment. HSF1 was shown to also be involved in altering chromatin structure for sustained gene expression^10,64^. HSP22E/F are small heat shock proteins targeted to the chloroplast, function in preventing aggregation of unfolded proteins, and are induced at temperatures at or above 39°C in Chlamydomonas^13,65^. 

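HSP22E and HSP22F (Cre14.g617400), small heat shock proteins of the chloroplast, are close paralogs and are read as a pair. Reads that fit both were not kept in mapping, so their counts may miss reads. HSP22E rose by log2 5.34, 9.43, 6.67 and 3.02 at 0, 0.5, 1 and 2 h of 40°C, was not called at 4 h (0.40), and rose again from 8 h (2.66) to 24 h (5.91). In recovery it was at 6.27 at 4 h, 5.05 at 8 h and still 2.83 at 24 h, all called; HSP22F was at 9.41 at heat 0.5 h and 5.71 at recovery 4 h. After 35°C the pair rose slightly: HSP22E by 1.41 and HSP22F by 1.86 at 2 h (adjusted p = 0.0241 and 0.00489 by edgeR's quasi-likelihood test). Of 9 tested small heat shock genes 8 were up at 0.5 h of 40°C and 4 at recovery 2 h (8 and 4 adjusted over the list alone, camera adjusted p = 8.4e-06, adjusted p = 0.202 with an estimated correlation, and adjusted p = 0.0324, adjusted p = 0.579 with an estimated correlation). HSP22E after 35°C was no longer called without pre-heat replicate B (1.35) or C (1.28).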

The transcripts of *HSP22E/F* were induced transiently but strongly during 0.5- to 1-h heat of 40°C, but also during the first 4-h of recovery after 40°C heat (Supplementary Fig. 9c), suggesting their roles not only during heat but also the recovery from heat of 40°C.

Additionally, cells treated with 40°C heat had increased photoprotection (Figs. 7 and 8) and related transcripts were up-regulated (Supplementary Fig. 9a, e.g., *LHCSR*, *ELI*, and *PSBS*). 

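Genes of photoprotection rose with 40°C within 0.5 h, and part of them at 35°C. LHCSR3.1 (Cre08.g367500) and LHCSR3.2 (Cre08.g367400), which dissipate excess light energy, rose by log2 5.66 and 5.88 at 0.5 h and were still at 3.50 and 3.36 at 24 h of 40°C. They are paralogs, and reads that fit both were not kept in mapping. LHCSR1 behaved otherwise, up at 0.5 h and down later, as given above. PSBS1 and PSBS2 went from a mean TPM of 0.00452 (SD 0.00783) and 0.0157 (SD 0.0144) to 19.8 (SD 27.4) and 20.8 (SD 28.5) at 0.5 h, and were up again 2 h into recovery (6.36 and 7.04). The early light-inducible genes ELI4 (Cre02.g143550) (2.57), ELI5 (Cre04.g211850) (3.39) and ELI6 (Cre17.g740950) (2.90) rose at 0.5 h, ELI1 (Cre16.g679250) by 1.14. At 0.5 h of 35°C LHCSR3.1 (1.70), ELI5 (1.41) and ELI4 (1.22) were up. Of 9 tested genes 8 rose at 0.5 h of 40°C (8 adjusted over the list alone, camera adjusted p = 0.00298, adjusted p = 0.398 with an estimated correlation) and 3 of 35°C (3 adjusted over the list alone); 7 had a larger change at 40°C by edgeR's quasi-likelihood test of the difference. ELI1 was 0.50 with library size alone, and LHCSR3.1 at 35°C 1.51 without pre-heat replicate B, neither called. Of the list, 1 gene was up at 0.5 h of 35°C with limma on log2(TPM + 1). Treated replicate A carries most of the level of PSBS1 and PSBS2 at 0.5 h of 40°C: without it their changes were log2 9.45 and 8.21, still called.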

With compromised photosynthesis under 40°C, the increased transthylakoid proton motive force (*pmf*), NPQ formation, sensitivity of NPQ to the *pmf*, and CEF activity were all helpful to dissipate excess light energy and reduce heat-induced oxidative stress. CEF generates only ATP but no NADPH, balances the ATP/NADPH ratio, contributes to the generation of *pmf*, and protects both PSI and PSII from photo-oxidative damage^66,67^. Increased CEF activity has been frequently reported under various stressful conditions in land plants^15,68,69^ and algae^70–72^. It is proposed that the reduced plastoquinone (PQ) pool activates CEF in algae^72–74^. CEF is also proposed to provide the extra ATP needed for the carbon concentrating mechanisms (CCM) in Chlamydomonas^75^. Our results showed that increased CEF at 40°C (Fig. 8e) concurred with the induced transcripts involved in CCM (Supplementary Fig. 9b), and the increased proteins of PSI subunits (Fig. 6d).

Cells treated with 40°C heat had increased PSII/PSI ratio measured by 77 K chlorophyll fluorescence (Fig. 7i), as previously reported^18^. The 77 K chlorophyll fluorescence is often used to monitor the stoichiometries of PSII and PSI^76^. The ratios of PSII and PSI from the 77 K fluorescence emission is an indicator of the relative antenna size of each photosystem^77^. Hemme et al., (2014) reported that 42°C treated Chlamydomonas cells showed a blue shift of PSI emission peak from 713 to 710 nm, suggesting detachment of LHCI from PSI. In 40°C treated Chlamydomonas cells, we also observed the minor blue shift of the PSI emission peak but also an increased emission peak around 695 nm (Supplementary Fig. 12), which is associated with the PSII core antenna CP47^76^. Our spectral changes indicated reduced or detached PSI antenna but increased PSII antenna, thus an increased PSII/PSI ratio, suggesting relatively smaller antenna associated with PSI than PSII in cells treated with 40°C heat. Under high salt conditions, the Antarctic alga Chlamydomonas sp. UWO 241 forms a PSI-Cytochrome *b*_*6*_*f* supercomplex with constitutively high rates of CEF but absence of a discernible PSI peak in 77 K chlorophyll fluorescence emission^78–80^. Chlamydomonas forms the PSI-Cytochrome *b*_*6*_*f* supercomplex to facilitate CEF under anaerobic conditions^81,82^. Steinbeck et al. (2018) proposed that the dissociation of LHCA2/9 from PSI supported the formation of the PSI-Cytochrome *b*_*6*_*f* supercomplex. In Chlamydomonas, the PSI core associates with LHCI which is comprised of ten LHCA subunits and LHCA2/9 are suggested to be weakly bound to the PSI core^83^. The PSI chlorophyll fluorescence under 77 K is mainly due to chlorophyll a in the LHCAs^76^. Combining our results with previous reports, we propose that heat-induced dissociation of LHCAs (possibly LHCA2/9) from the PSI core may facilitate the formation of the PSI-Cytochrome *b*_*6*_*f* supercomplex and increase CEF activity.

Cells treated with 40°C heat had altered pyrenoid structures (Fig. 9j, o, p). Algae utilize pyrenoids to concentrate CO_2_ around Rubisco through the CCM^84,85^. In Chlamydomonas, pyrenoids consist of three major components: starch sheath (a diffusion barrier to slow CO_2_ escape), pyrenoid matrix (Rubisco enrichment for CO_2_ fixation), and thylakoid tubules (delivery of concentrated CO_2_ and diffusion path of Calvin-Benson Cycle metabolites) (Fig. 9s)^86^. Several pyrenoid-localized proteins sharing a conserved Rubisco-binding motif are proposed to mediate the assembly of the pyrenoid in Chlamydomonas:^87^ the linker protein Essential Pyrenoid Component 1 (EPYC1) links Rubisco to form the pyrenoid matrix;^88,89^ the starch-binding protein Starch Granules Abnormal 1 (SAGA1) mediates interactions between the matrix and the surrounding starch sheath;^90^ the thylakoid-tubule-localized transmembrane proteins RBMP1/2 mediate Rubisco binding to the thylakoid tubules in the pyrenoid^87^. From our TEM images, thylakoid tubules appeared to be absent from the pyrenoid matrix in cells treated with 40°C heat, which may suggest that 40°C heat disrupts the interaction of thylakoid tubules with the pyrenoid matrix and compromises CCM efficiency. 

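Pyrenoid structure genes rose briefly at 40°C. EPYC1 (Cre10.g436550), the Rubisco linker, rose at 2 h (log2 1.24) and was not called at 0.5 h (0.04), 1 h (1.00) or 24 h (0.03). SAGA1 (Cre11.g467712), which shapes the starch sheath, rose at 0.5 h (1.88) and stood at 0.06 at 24 h; RBMP2 (Cre09.g416850), a Rubisco-binding membrane protein, rose at 0.5 h (1.30) and 1 h (1.33). Adjusted p was 1.67e-05 for EPYC1 at 2 h, 1.35e-11 for SAGA1 and 1.39e-08 for RBMP2 at 0.5 h by edgeR's quasi-likelihood test. In recovery EPYC1 fell after both temperatures (-1.54 and -2.49 at 2 h), and the difference between the treatments there was -0.95 (adjusted p = 0.0251 by the same test). EPYC1 at 2 h was 0.92 without treated replicate A, and SAGA1 0.74 and RBMP2 0.63 at 0.5 h with limma on log2(TPM + 1), none of them called.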

The transcripts of *EPYC1*, *SAGA1*, and *RBMP2* were induced during 40°C heat (Supplementary Fig. 9b). We propose that 40°C heat may increase the disorder of the pyrenoid structure and Chlamydomonas cells compensate for this by inducing transcripts encoding the pyrenoid-structure-maintaining proteins mentioned above. 

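LCID, LCIE and LCIA were up for most of 40°C heat. LCID rose from the start (1.50) to 24 h (1.35) and LCIE from 0.5 h to 24 h (1.69). LCIA, the envelope channel for bicarbonate, rose from 1 h (2.26) to 16 h (1.94) and was not called at 24 h (1.52); LCIC (Cre06.g307500), partner of LCIB, rose from 0.5 h (1.35) to 4 h (1.03) and was not called at 8 h (0.86). At 1 h the difference from 35°C was 1.30 for LCID, 1.30 for LCIE, 0.87 for LCIA and 1.06 for LCIC (adjusted p = 0.0506, 0.0373, 0.559 and 0.034 by edgeR's quasi-likelihood test). LCIA at 24 h was called with library size alone (1.72) and without treated replicate B (1.71), its values at 1 h and 16 h were not without pre-heat replicate B (1.96 and 1.64), and LCIC at 0.5 h was not with library size alone (0.84). With culture as a replicate block LCIA was called at 24 h (1.56).

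**Figure D7:**
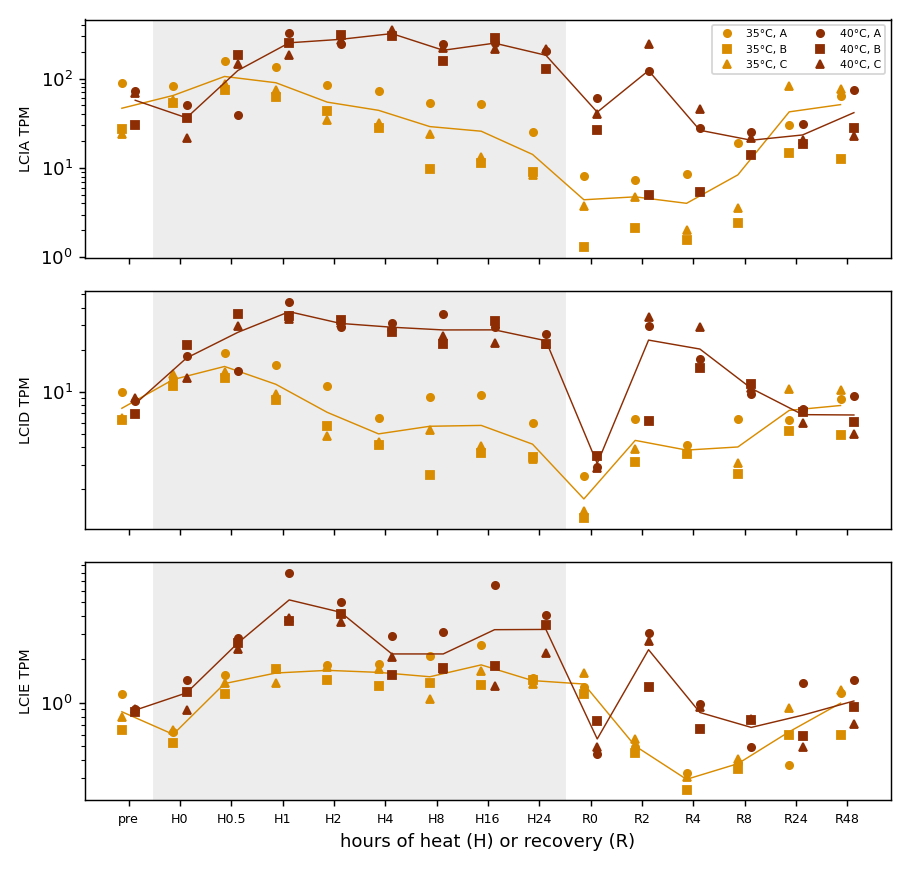
TPM of LCIA, LCID and LCIE in each library, on a log scale. Lines join means of 3 libraries, and the heat period is shaded.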

Several other transcripts related to the CCM, e.g., low CO_2_ inducible proteins, LCIA/D/E/C (helping maintaining CO_2_ concentration in pyrenoids), were all up-regulated during 40°C heat (Supplementary Fig. 9b), which may suggest the attempt to maintain the CCM and compensate for the heat induced photorespiration^18^ as well as CO_2_ leakage from pyrenoids. 

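None of SAGA1, LCIA, LCID and LCIE was called up 2 h after 40°C in TMM-scaled counts. At 2 h SAGA1 was at log2 0.77 (adjusted p = 0.0013 by edgeR's quasi-likelihood test), LCIA at 0.11 (0.899), LCID at 0.50 (0.234) and LCIE at 0.36 (0.374); at 4 h LCIA had fallen by -2.22. On the TPM scale the values stand higher: with limma on log2(TPM + 1) SAGA1 was at 1.21, LCID at 1.11, LCIE at 0.78 and LCIA at 0.05 at 2 h, with SAGA1 and LCID called. A single library decides much of this: LCIA's TPM at 2 h was 121, 5.01 and 242 in replicates A, B and C. Over the whole CO2-concentrating list 11 of 16 genes were down 2 h after 35°C (11 adjusted over the list alone, camera adjusted p = 1.13e-06, adjusted p = 0.142 with an estimated correlation) and 5 after 40°C (5 adjusted over the list alone, adjusted p = 0.0605), CAH3 among the latter (-3.09). Library size alone gave SAGA1 1.22, called, and without treated replicate B LCID was 1.01, called. Over the list after 35°C 9 with library size alone and 7 with limma on log2(TPM + 1) were down. After 40°C limma on log2(TPM + 1) gave 2 up and 4 down at 2 h, where TMM gave 0 up. The paper's own sheet for this list has 5 up and 2 down there. TPM scaling, added after seeing the values, gave 4 up and 3 down.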

*SAGA1* and *LCIA/D/E* were also induced during early recovery, suggesting the efforts to recover the CCM and/or coordinate pyrenoid division with cell division after 40°C heat. The increased CCM transcripts during 40°C heat and early recovery may be an adaptive response to alleviate the over-reduced electron transport chain.

The increased chlorophyll during 40°C heat may be a maladaptive response. Cells treated with 40°C heat had more than 4x increased chlorophyll per cell (Fig. 5d), which could not be fully explained by increased cell volume (Supplementary Fig. 11a). Increased chlorophyll in heat treated Chlamydomonas cells has been reported previously^18^, but the underlying mechanisms are unclear. Heat at 40°C appeared to promote chlorophyll biosynthesis. The gene encoding the key chlorophyll synthesis enzyme, porphobilinogen deaminase, *PBGD2*^91^, was upregulated during 40°C heat (Supplementary Fig. 9d). 

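PBGD2 (Cre02.g113850) rose late at 40°C. It was called up from 2 h (log2 1.71) through 24 h (1.85, adjusted p = 3.57e-07 by edgeR's quasi-likelihood test) and 2 h into recovery (2.11), with a mean TPM of 1.53 (SD 0.299) before heat and 6.15 (SD 1.19) at 24 h. At 35°C it was at -0.47 at 24 h, not called. UPM1 (Cre09.g396401), which leads from the same pathway to siroheme, was the other gene up at 24 h of 40°C (1.72), and UROS1 (Cre09.g407100), uroporphyrinogen III synthase, was down (-1.08). Of 25 tested genes of the pathway 2 were up and 1 down there (2 and 1 adjusted over the list alone, camera adjusted p = 0.231). UROS1 was not called with library size alone (-0.88), and PBGD2 at 35°C was called down without treated replicate A (-1.17).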

Considering the compromised photosynthesis and decreased growth during 40°C heat, increasing chlorophyll levels to this extent is toxic. The elevated chlorophyll may lead to increased light harvesting with decreased photosynthesis in 40°C treated cells, resulting in ROS production. Chlorophyll contents positively correlate with nitrogen availability^92^ and we found many genes related to the nitrogen assimilation pathways were up-regulated during 40°C heat (Supplementary Fig. 9g), providing a possible explanation for increased chlorophyll during 40°C heat. 

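Nitrogen genes that rose late at 40°C include AMX2 (Cre01.g000650), an amine oxidase (log2 5.61 at 24 h and 4.16 as the cultures reached 25°C), and the unnamed Cre14.g624800 (6.36). At 24 h of 35°C GDH1 (Cre09.g388800), glutamate dehydrogenase (1.30), and GIP1 (Cre06.g290000) (1.53) rose. Of 64 tested genes of nitrogen assimilation 19 were up and 2 down at 24 h of 40°C (19 and 2 adjusted over the list alone, camera adjusted p = 0.00027, adjusted p = 0.0436 with an estimated correlation), and 4 and 0 at 35°C (4 and 0, adjusted p = 0.00463, adjusted p = 0.165 with an estimated correlation). 15 had a larger change at 40°C and 1 a smaller one by edgeR's quasi-likelihood test of the difference. The paper proposes that nitrogen supply may explain the rise in chlorophyll; transcripts alone do not measure either. Cre14.g624800 was not called without treated replicate C (6.12).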

Maize plants showed greater sensitivity to high temperatures with increased nitrogen fertilization^93^, which may support the possible links among nitrogen assimilation, chlorophyll biosynthesis, and heat responses. In land plants, long-term (e.g. several days) heat stress reduces chlorophyll content^94,95^, however, the underlying mechanisms by which chlorophyll is degraded during long-term heat remain elusive^94^. Chlamydomonas cells treated at 39°C for more than one day had initially increased chlorophyll (8~16-h heat) followed by chlorophyll loss, cell bleaching, and death (33-h heat)^25^. It is possible that preventing chlorophyll increase during acute high temperature (especially early stage) could lead to improved thermotolerance in algae.

Combining our systems-wide analyses, we could distinguish adaptive versus maladaptive heat responses as mentioned above. The potential engineering targets for improved thermotolerance may include these adaptive heat responses, e.g., heat induced HSFs, HSPs, photoprotection, CEF, antioxidant pathways, and CCM transcripts (Fig. 10). The maladaptive responses could also be the targets for improved thermotolerance if we could find mediating solutions to reduce these changes, e.g., heat-induced chlorophyll. The cell cycle arrest induced by acute high temperature may be maladaptive but also adaptive: the halted cell division may be one of the main reasons for over-accumulated starch, reduced photosynthetic electron transport chain, and increased ROS production; on the other side, cell cycle arrest under acute high temperature may prevent damages/errors during DNA replication when DNA repair pathways are compromised by heat^58^. Thus, increasing thermotolerance of the DNA repair and cell cycle pathways may also be strategies to improve heat tolerance in photosynthetic cells. Furthermore, mitochondrial activity was stimulated slightly by 35°C heat but sensitive to 40°C heat (Fig. 8 h, Supplementary Fig. 15), suggesting mitochondrial activity could be another target to improve thermotolerance. Additionally, the genes associated with TM1 with early heat induction may include pathways that are essential for heat tolerance (Fig. 3a, Supplementary Data 5). Finally, we compared our algal heat transcriptome with that in Arabidopsis (heat at 42°C for 7 h)^43^ and identified a set of highly conserved heat-induced genes sets (Supplementary Data 1), which may provide potential targets to improve heat tolerance in land plants.

In summary, Chlamydomonas is an excellent model to study the heat response and its regulation at the cellular level in photosynthetic cells. Our research helped fill the knowledge gaps regarding how algae respond to and recover from different intensities of high temperatures at multiple levels, discovered the increased transcript/protein correlation during heat treatments, showed the dynamics of photosynthesis in response to high temperatures, and revealed the antagonistic interaction between DNA replication and photosynthetic light reactions during the recovery from both moderate and acute high temperatures. Through systems-wide analyses, we advanced our understanding of algal heat responses and identified engineering targets to improve thermotolerance in green algae and land plants.

## Methods

### Strains and culture conditions

*Chlamydomonas reinhardtii* wildtype strain CC-1690 (also called *21gr*, *mt*^*+*^, from the Chlamydomonas resource center)^96–99^ was used in all experiments. CC-1690 were grown in standard Tris-acetate-phosphate (TAP) medium in 400 mL photobioreactors (PBRs) (Photon System Instruments, FMT 150/400-RB). Cultures were illuminated with constant 100 µmol photons m^2^ s^−1^ light (50% red: 50% blue), mixed by bubbling with filtered air at a flow rate of 1 L/min. After PBR inoculation at initial cell density of 0.5×10^6^ cells/mL, cultures were allowed to grow to a target cell density of 2.00×10^6^ cells/mL corresponding to around 4.0 µg/mL chlorophyll content in log-phase growth at 25°C. Then, the target cell density was maintained turbidostatically using OD_680_ by allowing the culture to grow to 8% above the target cell density before being diluted to 8% below the target cell density with fresh TAP medium provided through peristaltic pumps. Through the turbidostatic mode, the PBR cultures had exponential growth between dilution events. The OD_680_ measurement during exponential growth phases in between dilution events was log_2_ transformed, and the relative growth rate was calculated using the slope of log_2_(OD_680_), while the inverse of the slope yielded the doubling time of the culture (Supplementary Fig. 1a, b). All algal liquid cultivation used in this paper was conducted in PBRs with the conditions mentioned above.

### High-temperature treatments in PBRs

Algal cultures in PBRs were maintained turbidostatically using OD_680_ for 4 days at 25°C to allow cultures to adapt to steady growth conditions before heat treatments (Fig. 1b). PBR temperatures were then shifted to moderate or acute high temperature conditions (35°C or 40°C in different PBRs) for 24 h, then shifted back to 25°C for 48 h for recovery. PBR cultures grown under constant 25°C served as controls. Cultures were maintained turbidostatically during the entire experiment and harvested at different time points for various measurements. Cell density and mean cell diameter were measured using a Coulter Counter (Multisizer 3, Beckman Counter, Brea, CA). For the data in Fig. 1a, algal cultures were maintained in PBRs at 25°C for 4 days before switching to 30°C, 35°C, or 40°C for 2 days (different temperature switches in separate PBRs). The relative growth rates were calculated at the end of 2-day treatment of each temperature.

### Spotting test for cell viability and growth

Cultures harvested from PBRs were diluted to 2×10^4^ cells mL^—1^ or 1×10^5^ cells mL^−1^ with TAP medium and 10 µL aliquots of the diluted cultures were spotted on 1.5% TAP agar plates and grown in temperature-controlled incubators under 25°C or 35°C with constant white LED light of 150 µmol photons m^−2^ s^−1^ for 44 h or 3 days. After 44-h growth, algal spots with 200 cells were imaged by a dissecting Leica microscopy and were used for growth quantification. Colony number and area were quantified using ImageJ. Viability was calculated as the number of colonies on plates divided by the number of cells spotted. Algal spots with 200 and 1000 cells were imaged after 3-day-growth for visual representations.

### High temperature treatments in water bath

To measure the effects of heating speed on cell viability (Supplementary Fig. 1f), control PBR cultures without heat treatments were incubated in a water bath. Gradual heat treatment from 25°C to 41°C took place over 25 min, then cultures were kept at 41°C for 2 h. Directly heated samples were incubated in a water bath which was pre-heated to 41°C then kept at 41°C for 2 h (sharp temperature switch). Cell viabilities after 2-h 41°C heat treatment (either gradual or sharp heating) were assayed using the spotting test as above. Because PBRs cannot switch from the control to high temperatures in less 25 min, a water bath was used for this test, as previously reported^13,18,33^.

### RNA extraction and RT-qPCR

At each time point, 2 mL PBR cultures were pelleted with Tween-20 (0.005%, v/v) by centrifugation at 1,100 x g and 4°C for 2 min. The cell pellet was flash frozen in liquid nitrogen and stored at −80°C before processing. Total RNA was extracted with the TRIzol reagent (Thermo Fisher Scientific, Cat No. 15596026) as described before with some modifications^53^. RNA was purified by RNeasy mini-column (Qiagen, Cat No. 74106) after on column digestion with RNase-free DNase (Qiagen, Cat No. 79256) according to the manufacturer’s instructions. RNA was quantified with Qubit™ RNA BR Assay Kit, (Life technology, Cat No. Q10210). Total 0.4 μg RNA was reverse transcribed with oligo dT primers using SuperScript® III First-Strand Synthesis System (Life technology, Cat No. 18080-051) according to the manufacturer’s instructions. Quantitative real-time PCR (RT-qPCR) analysis was carried out using a CFX384 Real-Time System (C 1000 Touch Thermal Cycler, Bio-Rad, Hercules, California) using SensiFAST SYBR No-ROS kit (Bioline, BIO-98020). PCR was set up as follows: (1) 2 min at 95°C; (2) 40 cycles of 5 s at 95°C, 10 s at 60°C and 15 s at 72°C; (3) final melt curve at 60°C for 60 s, followed by continuous ramping of temperature to 99°C at a rate of 0.5°C s^−1^. Melting curves and qPCR products was checked after PCR cycles to ensure there are no primer dimers or unspecific PCR products. All qPCR products were sequenced to verify their identifies. Expression of G-protein β-subunit-like polypeptide CBLP (Cre06.g278222) (Schloss, 1990) remain stable among all time points, and were used as internal controls^100^. The relative gene expressions were calculated relative to the gene’s own expression in pre-heat by using the 2^−ΔΔCT^ method as described previously^101–103^. Three biological replicates for each time point and treatment were conducted. The qPCR primers used are listed in Supplementary Table 2.

### Transcriptomics

RNA libraries were prepared and sequenced by the Joint Genome Institute (JGI, Community Science Program) using the NovaSeq platform and generated 150-nt paired-end reads, with the goal of 20 million genome-mappable reads per sample. Samples were quality control filtered using the JGI BBDuk and BBMap pipelines^104^. BBDuk trims adapter sequences, and quality trims reads with low complexity, low quality scores, and reads with 1 or more “N” bases. BBMap removes reads that map to common contaminant genomes. Samples were quality assessed using FastQC^105^ and mapped to the *Chlamydomonas reinhardtii* v5.6 genome^106^ using STAR^107,108^ with the maximum number of mapped loci set to 1 and the maximum mismatches per read set to 1, resulting in >92% of all reads being uniquely mapped to the *Chlamydomonas reinhardtii* v5.6 genome. Reads per feature were counted via HT-seq count^109^. The dataset was filtered for genes that met minimum read count cutoffs of at least 10 mapped reads in at least 10% of the samples, resulting in 15,541 genes for downstream analyses. Two-dimensional Uniform Manifold Approximation and Projection (UMAP) was used to reveal clusters of RNA-seq data^110^.

Differential expression modeling was performed on transcripts per million (TPM) normalized read counts using a generalized linear mixed-effect model and a negative binomial distribution. Treatment time points were compared to pre-heat controls. Significant differential expression was defined as |log_2_ fold-change | > 1, FDR < 0.05, and | (control mean TPM)—(treatment mean TPM) | ≥ 1. The sign of | means absolute values. FDR correction was performed using the Benjamini-Hochberg method^111^. Heatmaps were generated using the R package pheatmap (version 1.0.12. https://CRAN.R-project.org/package=pheatmap). Weighted correlation network analysis (WGCNA) was performed on TPM normalized read counts that met minimum read count cutoffs^112^. Expression patterns from 35°C and 40°C were modeled together as a signed network, requiring at least 50 genes per module and combining modules with similarity >0.25. All genes were tested against all eigengene modules using ANOVA (FDR < 0.05) and were assigned to the module with highest significance. Functional enrichment analysis was performed using hypergeometric tests with subsequent FDR control based on MapMan annotations for Chlamydomonas reinhardtii (FDR < 0.05)^111^. Surprisal analysis was applied to dissect the transcriptional regulatory response into its major components^113^. Constraint potentials were calculated for each transcriptional data matrix, whose signals determine the deviations of the transcriptome from a theoretical balance state of minimal free energy^114^. The overall importance of the transcriptional pattern was estimated from its amplitude and decreases with increasing constraint index. Accordingly, the three major constrains were kept.

### Proteomics

Algal samples (2 mL) harvested from PBRs were centrifuged to remove supernatant, flash frozen in liquid nitrogen, and stored at −80°C until use. Proteins were extracted using the IST sample preparation kit (PreOmics GmbH, Germany). Cell pellets (about 200 µg protein) were lysed in 50 µL lysis buffer, and 20% of the lysate was added into 40 µL lysis buffer and sheared in a sonicator (VWR Aquasonic 250D, 35Khz) for 3 min, then digested in a heating block at 37°C with gentle shaking for 3 h followed by stopping the digestion with the stop buffer. Peptides were purified using the PreOmics cartridges according to the manufacturer’s instruction. Eluted peptides were transferred to 96 well plates, dried under vacuum for 2 h, and then dissolved in 30 µL of LC-loading buffer included in the kit. Finally, 5 µL of the suspension was used for LC-MS/MS analysis.

LC-MS/MS (Liquid chromatography–mass spectrometry) was carried out on an Orbitrap Fusion Lumos (Thermo Fisher Scientific, San Jose, CA) mass spectrometer coupled with a U3000 RSLCnano HPLC (Thermo Fisher Scientific, San Jose, CA). The peptide separation was carried out on a C18 column (Fritted Glass Column, 25 cm × 75 μm, Reprosil-Pur 120 C18-AQ, 1.9 μm, made by ESI Source Solution, LLC., Woburn, MA) at a flow rate of 0.3 μL/min and the following gradient: Time = 0–4 min, 2% B isocratic; 4–8 min, 2–10% B; 8–83 min, 10–25% B; 83–97 min, 25–50% B; 97–105 min, 50–98%. Mobile phase consisted of A, 0.1% formic acid; mobile phase B, 0.1% formic acid in acetonitrile. The instrument was operated in the data-dependent acquisition mode in which each MS1 scan was followed by Higher-energy collisional dissociation (HCD) of as many precursor ions in 2 second cycle (Top Speed method). The mass range for the MS1 done using the FTMS was 365 to 1800 m/z with resolving power set to 60,000 @ 200 m/z and the automatic gain control (AGC) target set to 1,000,000 ions with a maximum fill time of 100 ms. The selected precursors were fragmented in the ion trap using an isolation window of 1.5 m/z, an AGC target value of 10,000 ions, a maximum fill time of 100 ms, a normalized collision energy of 35 and activation time of 30 ms. Dynamic exclusion was performed with a repeat count of 1, exclusion duration of 30 s, and a minimum MS ion count for triggering MS/MS set to 5000 counts.

### Protein identification and quantification

Quantitative analysis of MS measurements was performed using MaxQuant 1.6.12.0^115^. The library used to perform peptide spectrum matching was created based on version JGI5.5 of the Chlamydomonas reinhardtii genome. The search space was extended including methionine oxidation and acetylation of protein N-termini as variable modifications. The false discovery rate (FDR) thresholds for peptide spectrum matching and protein identification were set to 1%. Protein abundances were estimated using the Label free Quantification (LFQ) algorithm^116^.

### Data normalization and protein-level missing value imputation

Normalization and missing value imputation were performed independently for 35°C and 40°C time courses. Proteins were excluded from the data set if there was no biological replicate group with more than one value among different time points, as these proteins were considered not suitable for quantitative downstream analysis. Following normalization using the median-of-ratios method^117^, we used global variance estimates and local gene wise mean estimates to impute missing data points as independent draws from normal distributions. If a protein showed no quantification in a group of biological replicates at one-time point, it was checked if the protein was present in the adjacent time points (the time point before and after the one in query). If this was the case, the protein mean was imputed using k-Nearest-Neighbour imputation, followed by sampling from a normal distribution. If adjacent time points had no values, no imputation was performed for the time point in the query. All further protein analyses were based on imputed values.

### Network generation

All protein groups resulting from non-proteotypic peptides were duplicated to singletons and the intensities of each protein were log-transformed. To ignore proteins with constant abundance signals, they were filtered for significance by one-way ANOVA (*p* < 0.05). To generate a correlation matrix, the Pearson correlation coefficient was used. An absolute correlation threshold was determined by random matrix theory^118^. These thresholds were determined to be ρ = 0.8194 and ρ = 0.8675 for 35°C and 40°C, respectively. After filtering the correlation matrix accordingly, the nodes and edges were isolated and visualized in Gephi (www.gephi.org) using ForceAtlas2^119^ and built-in modularity determination^120^.

### Statistical testing of proteins

Proteins that were identified by ambiguous (non-proteotypic) peptides or had missing values in at least one replicate were not considered for statistical testing. All time points were tested for significant accumulation or depletion in respect to a control measured prior to the start of the heat treatment. Dunnett’s multiple-comparison test was applied with alpha levels of 0.05 and 0.01.

### Proteomics enrichment analyses

To investigate the module compositions a term enrichment based on MapMan ontology was performed. The ontology tree of each term was expanded, so every protein could exist multiple times, corresponding to the number of ontology term levels. A hypergeometric test for each functional term was applied with subsequent FDR control by the Benjamini-Hochberg method^111^. To derive a representative signal shape of all proteins included in a module, its eigenvector was calculated based on complete time series, which were log-transformed and centered to an intensity of zero mean and unit variance^121^. For negatively correlating proteins, its corresponding eigenvector was inverted. Additional term enrichments were applied following the previous schema to gain insights into functions of positively or negatively correlating proteins of each module.

### Correlation of transcripts and proteins

The log_2_(fold-change) of transcript reads and protein abundance were calculated in respect to the pre-heat samples. All available transcript/protein pairs were taken into consideration for correlation analysis. The heat period (HS) as well as the recovery period (RE) were split up into three windows each (HS: 0–1 h, 2–8 h, 16–24 h during the heat period; RE: 0–2 h, 4–8 h, 24–48 h during the recovery period after heat treatment). The average log_2_(fold-change) is determined for each window. Every identifier, that had both a transcript and protein associated with it, resulted in a transcript-protein fold-change pair for each window. By collecting all identifiers that are associated with a respective functional term a scatter plot of transcript-protein fold-change pairs were generated, and the Pearson correlation coefficient was calculated. By collecting the correlation coefficient for every present functional term, a density plot for each of the six windows was created. The resulting correlation coefficient histograms were smoothed using Silvermans rule of thumb for kernel density estimation^122^. See Supplementary Fig. 7 for the illustration.

All computational analyses on protein intensities were conducted using the open-source F# libraries FSharp.Stats, BioFSharp, and Plotly.NET. Linear regression, Benjamini–Hochberg correction, smoothing, correlation measures, and eigenvector calculations were performed using the FSharp.Stats version 0.4.1-beta. For ontology annotation and GSEA based on hypergeometric tests, we used BioFSharp version 2.0.0-beta4. Visualization of transcript-protein correlation was performed using Plotly.NET version 2.0.0-alpha5.

### DNA content and ploidy

DNA content was analyzed by FACS (fluorescence-activated cell sorting) with modified protocol^123^. Cell cultures (10 mL) were collected and fixed in 30 mL ethanol:acetic acid (3:1) for 15 min at room temperature. Cells were spun down at room temperature at 4000 x g for 1 min and washed once with 1 mL phosphate-buffered saline (PBS). Then cells were collected by centrifugation, resuspended in 2 mL PBS with RNase A (100 µg/mL) for 2 h at 37°C, centrifuged again and finally resuspended in 2 mL PBS + 500 nM Sytox Green (Thermo Fisher Scientific, S7020). FACS was performed on an Accuri C6 instrument (BD Biosciences, Franklin Lakes, NJ), reading 20,000 cells per sample in the FL1 channel (488 nm exciting laser; emission filter: 530 ± 15 nm). A 90% attenuator was used to reduce signal below saturation levels. Data were analyzed using FlowJo software (BD Biosciences). Assignment of cell populations representing 1 C, or >1 C DNA content was determined. The raw fluorescence signal of 2 C was not two-times the signal at 1 C because there was background staining, which was cell-size-dependent^123^. Therefore, high-ploidy cells (which did not get much bigger during a multiple fission cycle) had DNA signal that was about proportional to actual DNA contents, while in low-ploidy cells the background contributed more. Thus, in the population of pre-heat samples, background is about 0.5 ×10^5^ of the DNA content fluorescence signal (x axis). Before background subtraction, 1 C, 2 C, 4 C cells peaked at 3 ×10^5^, 5.5 ×10^5^, 10 ×10^5^ of DNA content fluorescence signal, respectively. After background subtraction, 1 C, 2 C, 4 C cells were at 2.5 ×10^5^, 5 ×10^5^, 9.5 ×10^5^, respectively. There was also a small peak at 20 ×10^5^ which was 8 C. At 24 h heat of 40°C, cell size was about 2x bigger (Fig. 5a, b, c), with background of around 2 ×10^5^, causing the right shift of the 1 C peak (Fig. 4k).

### Cell imaging using light microscopy

Cultures harvested at select time points were fixed with 0.2% glutaraldehyde (VWR, Cat No. 76177-346). Cells were imaged with a Leica DMI6000 B microscope and a 63x (NA1.4) oil-immersion objective. Images shown are representative of results from at least three independent experiments (Fig. 5a).

### Pigment analysis

Three biological replicates (each with two technical replicates) of 1 mL of PBR cultures were harvested at different time points, mixed with 2.5 μL 2% Tween20 (Sigma, P9416-100ML) to help cell pelleting, centrifuged at 18,407 g at 4°C, and stored in −80°C after removal of supernatant. Cell pellets were later thawed, resuspended in 1 mL of HPLC grade methanol (100%, Sigma, 34860-4L-R), vortexed for 1 min, incubated in the dark for 5 min at 4°C, and centrifuged at 15,000 g at 4°C for 5 min. Supernatant containing pigments was analyzed at 470, 652, 665 nm in a spectrophotometer (IMPLEN Nonophotometer P300) for carotenoids and chlorophyll a/b concentrations in μg mL^−1^ using the following equations: Chl a + Chl b = 22.12*A_652_ + 2.71*A_665_, Chl a = 16.29*A665 – 8.54*A652, and Chl b = 30.66*A652 – 13.58*A665^124^, and carotenoids = (1000*A470 – 2.86*Chl a – 129.2*Chl b)/221^125^.

### Protein concentration and ROS determination

Frozen sample pellets were thawed on ice and lysed by sonication in 10 mM Tris-HCl buffer^126^. Protein concentrations were determined by the method of Lowry (Lowry et al. 1951). The level of ROS was determined by the method described before with some modifications^127^. A 40 μg total protein extract was used for ROS measurement. Each sample was aliquoted and one of them was added with ascorbate (Thomas Scientific LLC, C988F55) to a final concentration of 100 mM. The samples containing ascorbate were used as background signal and subtracted from each experimental value later. The samples were incubated for 15 min at 25°C. The ROS indicator CM-H2DCFDA (Life Technologies, C6827) dissolved in 20% (v/v) DMSO was then added to a final concentration of 10 μM and incubated for 30 min at 30°C. The samples were transferred to 96 well microplates and ROS-related fluorescence was measured using Tecan Microplate reader M200 PRO with excitation at 485 nm and emission at 525 nm. The results were obtained from three biological replicates. Relative fold-change of ROS signal (compared to pre-heat) was either normalized to cell number or cell volume. Each of the three biological replicates included two independent measurements with two technical replicates.

### Spectroscopic measurement of photosynthetic parameters

Photosynthetic measurements (chlorophyll fluorescence, electrochromic shift, and P700) were conducted using a multi-wavelength kinetic spectrophotometer/fluorometer with a stirring enabled cuvette holder (standard 1 cm pathlength) designed and assembled by the laboratory of Dr. David Kramer at Michigan State University using the method described before with some modifications^75^. A 2.5 mL volume (around 12~13 μg chlorophyll) of algal cells were sampled from the photobioreactors, supplemented with 25 µL of fresh 0.5 M NaHCO_3_, loaded into a fluorometry cuvette (C0918, Sigma-Aldrich), and dark-adapted with a 10-min exposure to far-red light with peak emission of 730 nm at ~35 µmol photons m^−2^ s^−1^. All photosynthetic measurements were performed at the room temperature at 25°C for algal cultures sampled at different time points with different temperature treatments to investigate how the changes induced by high temperatures affected algal photosynthetic performance by comparing with control algal cultures treated and measured at 25°C. The maximum efficiency of PSII (F_v_/F_m_) was measured with the application of a saturating pulse of actinic light with peak emission of 625 nm at the end of the dark adaptation period and after turning off the far-red light. Our tests indicated that far-red illumination could increase the values of F_v_/F_m_ in dark-adapted algal cells. Far-red light was turned off during all chlorophyll fluorescence measurements to prevent its effect on chlorophyll fluorescence signals. Fluorescence measurements were taken with measuring pulses of 100 µs duration. The pulsed measuring beam was provided by a 505 nm peak emission (light emitting diode) LED filtered through a BG18 (Edmund Optics) color glass filter. After dark-adaptation, the algal sample was illuminated by a pair of LEDs (Luxeon III LXHL-PD09, Philips) with maximal emission at 620 nm, directed toward both sides of the cuvette, perpendicular to the measuring beam. Subsequent chlorophyll fluorescence and dark interval relaxation kinetic (DIRK) measurements were taken after 7.5-min adaptation of sequentially increasing light intensities of 100, 200, and 400 µmol photons m^−2^ s^−1^. DIRK traces measure the electrochromic shift (ECS). ECS results from light-dark-transition induced electric field effects on carotenoid absorbance bands^51,128^ and is a useful tool to monitor proton fluxes and the transthylakoid proton motive force (*pmf*) in vivo^129,130^. ECS measurements were taken at each light intensity following the chlorophyll fluorescence measurements. DIRK traces were run with measuring beam of peak 520 nm and pulse duration of 14 µs capturing absorption changes from a light-dark-light cycle with each phase lasting 300 ms. Three near-simultaneously DIRK traces were averaged for one measurement.

### P700 measurement

Algal cultures were sampled directly from PBRs at different time points with different treatments, supplemented with 0.5 M NaHCO_3_, incubated with 10 µM DCMU (3-(3,4-Dichlorophenyl)−1,1-dimethylurea, Sigma, D2425) to block PSII activity, and dark adapted for 5 min before the measurement. PSI redox kinetics were monitored using a 703 nm measuring beam pulsed at 10-ms intervals using the spectrophotometer mentioned above as described previously with some modifications^75^. After a 5 s baseline measurement in the dark, samples were exposed to 720 nm far-red light at an intensity of 30 µmol photons m^−2^ s^−1^ for 5 s to preferentially oxidize PSI before monitoring the reduction of oxidized P700 (P700^+^) in dark for 5 s. Addition of saturating flash at the end of far-red illumination did not change the amplitude of P700^+^ and the reduction time constant of P700^+^ significantly so the saturating flash was skipped in the finalized P700 measurement. Five measurements were averaged into one trace, and the reduction time constant of PSI was calculated by fitting to a first order exponential function to the reduction phase of the averaged trace. The reduction time constant of P700^+^ in the absence of PSII activity (with DCMU) can be used to estimate the activity of cyclic electron flow around PSI (CEF)^74^.

### 77 K chlorophyll fluorescence measurement

Chlorophyll fluorescence emission spectra were monitored at 77 K to estimate antenna sizes^76,131^. Sampled algal cultures from PBRs were immediately loaded into NMR tubes (VWR, cat. No. 16004-860) and frozen in liquid nitrogen. While still submerged in liquid nitrogen, frozen samples were exposed to excitation LED light with peak emission at 430 nm through a bifurcated fiber optic cable coupled to an LED light source^75^. Components were held in alignment using a 3D printed device. Chlorophyll emission spectra were recorded on an Ocean Optics spectrometer (cat. No. OCEAN-HDX-XR), and three consecutive traces were averaged into one measurement. Further dilution of the PBR samples gave identical fluorescence emission peak distributions, indicating little distortion of the signals by reabsorption. Spectral data were normalized to the PSII spectral maximum value at 686 nm, and the relative PSII antenna size (PSII%) was calculated using the normalized PSII peak and PSI peak (714 nm) using the formula PSII% = normalized PSII peak / (normalized PSII peak + normalized PSI peak).

See Supplementary Table 3 for formulas to calculate photosynthetic parameters. All measurements were taken with at least three biological replicates. Statistical significance was assessed using two-tailed t-test assuming unequal variance. For more than 20 comparisons, FDR using Benjamin-Hochberg correction method was performed with adjusted *p* value < 0.05 as significance.

### Oxygen evolution measurements

Oxygen evolution was measured with Hansatech Chlorolab 2 based on a Clark-type oxygen electrode at room temperature at 25°C, following the method described before with some modifications^132^. Two-mL of cells (around 10 μg chlorophyll) supplemented with 20 μL of 0.5 M NaHCO_3_ were incubated in the dark for 10 min. The dark respiration rate was measured at the end of the dark incubation. The rate of oxygen evolution was measured at increasing light intensities (100, 200 and 400 μmol photons m^−2^ s^−1^). Each light intensity lasted 5 min followed by 2 min dark. The rates of net oxygen evolution at each light intensity step were recorded for 1 min before the end of each light phase. Respiration rates were measured during each subsequent dark phase. For each time point, the respiration rates did not vary significantly after 10-min dark-adaptation or after different light intensities so only the respiration rates after 10-min dark-adaptation were plotted in Fig. 8h. The gross oxygen evolution rates for a given light intensity were calculated as the sum of the net oxygen evolution rate and the respiration rates following each light phase. The results were obtained from independent measurements of five biological replicates. Statistical analyses were performed using two-tailed t-test assuming unequal variance with FDR correction by comparing treated samples with the pre-heat samples under the same light.

### Transmission Electron Microscopy (TEM)

Algal samples (10 mL, around 2×10^6^ cells/mL) harvested from PBRs were concentrated (1000 g, 2 min, room temperature), drawn into dialysis tubing (Spectrapor®, Spectrum Laboratories, Inc., Cat No. 132294), immersed in 20% (w/v) Bovine Serum Albumin (BSA. Sigma, Cat No. A7030-100G) and immediately frozen in a high-pressure freezer (Leica EM ICE; Leica Microsystems, IL, USA). Freeze substitution was carried out in 2% (v/v) osmium tetroxide in 97%/5% acetone/water (v/v) as follows: −80°C for 3 days, −20°C for 1 day, 4°C for 2 h, and then room temp for 2 h. Samples were washed 4 times in acetone, incubated in 1% thiocarbohydrazide (TCH) (EM Sciences, 21900) in acetone for 1 h, washed 4 times in acetone, incubated for 1 h in 2% (v/v) osmium tetroxide and washed 4 times in acetone. Samples were then laced in saturated uranyl acetate in 100% acetone overnight, washed in acetone, transferred to 1:1 ethanol:acetone and stained with saturated lead acetate in 1:1 ethanol: acetone for 2 h. Subsequently, cells were then dehydrated in 100% graded acetone and embedded in hard formulation Epon-Araldite (Embed 812, EM Sciences, Cat No. 14121). Embedments were cut into small blocks and mounted in the vise-chuck of a Reichert Ultracut UCT ultramicrotome (Leica, Buffalo Grove, IL, USA). Ultrathin sections (~60 to 70 nm) were cut using a diamond knife (type ultra 35°C, Diatome), mounted on copper grids (FCFT300-CU-50, VWR, Radnor, PA, USA), and counterstained with lead citrate for 8 min^133^. Sample were imaged with a LEO 912 AB Energy Filter Transmission Electron Microscope (Zeiss, Oberkochen, Germany). Micrographs were acquired with iTEM software (ver. 5.2) (Olympus Soft Imaging Solutions GmbH, Germany) with a TRS 2048 x 2048k slow-scan charge-coupled device (CCD) camera (TRÖNDLE Restlichtverstärkersysteme, Germany). Thirty electron micrographs were quantified for each time point and treatment. Each TEM image was acquired at 8,000X magnification and 1.37 nm pixel resolution. TEM images were analyzed with Stereology Analyzer software version 4.3.3 to quantify the relative volume mitochondria. Grid type was set as “point” with a sampling step of 500×500 pixels and pattern size of 15×15 pixels. The percent of relative volume for mitochondria was collected after identifying all grid points within one cell and further analyzed in excel^19^. TEM images with a magnification of 8 K were used in the Fiji (ImageJ, FIJI software, National Institutes of Health) analysis. The images were scaled to 0.7299 pixel/nm in ImageJ before the analysis of the pyrenoid area. Two different statistical tests were used to find the significance of p-values. The Kolmogorov-Smirnov test was used for relative volume data since it is commonly used to find significance between data in a form of ratios. A two-tailed t-test with unequal variance was used for area data from ImageJ. All statistical tests compared the treatment conditions to the pre-heat condition.

### Starch quantification

Starch was extracted and quantified according to modified method from kit (Megazyme, K-TSTA-100A). Frozen sample pellets were homogenized using Qiagen TissueLyser and washed twice in 80% (v/v) ethanol at 85°C. The insoluble fraction was resuspended in DMSO and heated at 110°C for 10 min to improve starch solubilization. Starch hydrolysis and quantification were performed following kit protocol. Starch content was either normalized to cell number or cell volume. Each condition has three biological replicates.

### Statistics and Reproducibility

All measurements had at least 3 biological replicates. Statistical analyses were conducted as mentioned in each method above. For more than 17 comparisons, FDR using Benjamin-Hochberg correction method was performed with adjusted *p* value < 0.05 as significance. Source data and *p* values were included in Supplementary Data 11.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

supplementary_data_1

supplementary_data_2

supplementary_data_3

supplementary_data_4

supplementary_data_5

supplementary_data_6

supplementary_data_7

supplementary_data_8

supplementary_data_9

supplementary_data_10

supplementary_data_11

Reporting Summary

## Data Availability

The datasets analyzed in this paper are included in this published article and supplementary information files. The RNA-seq data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus^134^ and are accessible through GEO accession number GSE182207. The mass spectrometric proteomic data is available via the ProteomeXchange Consortium partner repository, PRIDE^135,136^ with the dataset identifier PXD027778. Other information is available from the corresponding author on request.

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Transcriptomics overview. Transcripts per million (TPM) normalized read counts for all genes in all samples; differential expression output data for all genes in all time points; summary of overlapping differentially expressed genes between treatments and time points; genes uniquely up-regulated in 35oC heat; genes more highly differentially expressed in 35oC than 40oC; comparison between this high temperature dataset and the recent work in Arabidopsis (Balfagón et al., 2019); Chlamydomonas heat induced genes with one-to-one orthologous relationship to Arabidopsis genes.

**File name:** Supplementary Data 2

**Description:** Proteomics overview. Normalized protein spectral counts for all proteins identified in each sample, differential accumulation output data for all proteins in all time points, and summary of overlapping differentially accumulated proteins between 35oC and 40oC treatment groups.

**File name:** Supplementary Data 3

**Description:** MapMan functional enrichment for uniquely and overlappingly differentially expressed genes between 35oC and 40oC at each time point.

**File name:** Supplementary Data 4

**Description:** Pearson Correlation Coefficients for transcript-protein pairs in individual MapMan functional categories.

**File name:** Supplementary Data 5

**Description:** WGCNA output, genes belonging to each module and functional enrichment of each module, and summary of genes with unknown functions in each module.

**File name:** Supplementary Data 6

**Description:** Genes used to generate heatmaps for pathways of interest.

**File name:** Supplementary Data 7

**Description:** Proteomics network modeling output, proteins belonging to each module and functional enrichment of each module.

**File name:** Supplementary Data 8

**Description:** Z-scores for transcripts and proteins with 35oC and 40oC treatment and their MapMan functional categories.

**File name:** Supplementary Data 9

**Description:** Transcript and protein correlation plots grouped by MapMan function bins. The heat treatment period (HS) and the recovery period (RE) were split up into three windows each (HS1-3: 0-1 h, 2-8 h, 16-24 h during the heat period; RE1-3: 0-2 h, 4-8 h, 24-48 h during the recovery period after heat treatment, labelled at the bottom of the figure). The average log<sub>2</sub>(fold changes), lfc, of transcripts and protein pairs in respect to the pre-heat were determined for the three heat (HS, top panels) and three recovery windows (RE, bottom panels), respectively. X and Y, transcript and protein lfc compared with the pre-heat, respectively. All transcript-protein pairs are shown as gray dots. Best fit lines for all transcript-protein pairs are shown in blue and Pearson correlation coefficient are shown on the right in the order for each panel. Transcript-protein pairs belonging to the indicated MapMan functional category (labeled on top of scatterplots) are shown in orange. Each file is .html format and can be opened as an interactive figure with gene IDs and annotations in

a web-browser. The figures can be viewed in detail by clicking on “Show closest data on hover” in the upper right corner of the .html file (Click the upper right corner to see the hidden button).

**File name:** Supplementary Data 10

**Description:** Transcript and protein kinetics grouped by MapMan function bins. Transcript and protein signals related to each MapMan function bin were standardized to z scores (standardized to zero mean and unit variance) and are plotted against equally spaced time point increments as labeled on the x axis. Time points (TP) are labeled at the bottom. Time point 1: pre-heat. Time points 2-9, heat treatment at 35oC or 40oC, including reaching high temperature (0), 0.5, 1, 2, 4, 8, 16, 24 h during heat; time points 10-15, recovery phase after heat treatment, including reaching control temperature (0), 2, 4, 8, 24, 48 h during recovery. Each file is .html format and can be opened as an interactive figure with gene IDs and annotations in a web-browser. The curves can be viewed in detail by clicking on “Show closest data on hover” in the upper right corner of the .html file (Click the upper right corner to see the hidden button).

**File name:** Supplementary Data 11

**Description:** Source data for main figures.

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 12 — supplementary_data_9

### Panel order

| Position | Window | Condition | Time points |
| --- | --- | --- | --- |
| top left | HS1 | heat treatment | 0 h - 1 h |
| top center | HS2 | heat treatment | 2 h - 8 h |
| top right | HS3 | heat treatment | 16 h - 24 h |
| bottom left | RE1 | recovery | 0 h - 2 h |
| bottom center | RE2 | recovery | 4 h - 8 h |
| bottom right | RE3 | recovery | 24 h - 48 h |

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 18  
Proteins (bottom): 12

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 24  
Proteins (bottom): 9

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 87  
Proteins (bottom): 25

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 75  
Proteins (bottom): 17

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 16  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 6  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 41  
Proteins (bottom): 12

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 11  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 20  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 39  
Proteins (bottom): 17

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 55  
Proteins (bottom): 41

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 12  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 220  
Proteins (bottom): 19

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 52  
Proteins (bottom): 36

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 30  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 334  
Proteins (bottom): 168

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 57  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 34  
Proteins (bottom): 26

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 287  
Proteins (bottom): 42

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 105  
Proteins (bottom): 18

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 45  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 460  
Proteins (bottom): 60

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 17  
Proteins (bottom): 14

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 12  
Proteins (bottom): 8

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 7  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 21  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 37  
Proteins (bottom): 18

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 35  
Proteins (bottom): 7

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 589  
Proteins (bottom): 93

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 89  
Proteins (bottom): 14

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 60  
Proteins (bottom): 32

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 50  
Proteins (bottom): 15

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 26  
Proteins (bottom): 23

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 16  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 10  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 17  
Proteins (bottom): 18

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 56  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 44  
Proteins (bottom): 21

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 99  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 63  
Proteins (bottom): 18

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 191  
Proteins (bottom): 45

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 19  
Proteins (bottom): 9

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 9  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 72  
Proteins (bottom): 39

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 287  
Proteins (bottom): 46

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 51  
Proteins (bottom): 15

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 155  
Proteins (bottom): 106

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 43  
Proteins (bottom): 21

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 28  
Proteins (bottom): 8

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 60  
Proteins (bottom): 9

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 737  
Proteins (bottom): 48

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 16  
Proteins (bottom): 13

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 111  
Proteins (bottom): 32

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 127  
Proteins (bottom): 56

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 44  
Proteins (bottom): 16

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 40  
Proteins (bottom): 16

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 691  
Proteins (bottom): 127

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 42  
Proteins (bottom): 21

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 35  
Proteins (bottom): 26

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 11  
Proteins (bottom): 9

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 138  
Proteins (bottom): 58

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 106  
Proteins (bottom): 59

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 22  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 46  
Proteins (bottom): 35

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 239  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 14  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 96  
Proteins (bottom): 17

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 129  
Proteins (bottom): 20

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 16  
Proteins (bottom): 7

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 13  
Proteins (bottom): 9

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 92  
Proteins (bottom): 26

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 53  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 8  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 22  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 53  
Proteins (bottom): 37

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 105  
Proteins (bottom): 16

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 246  
Proteins (bottom): 34

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 9  
Proteins (bottom): 12

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 6  
Proteins (bottom): 5

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 103  
Proteins (bottom): 16

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 560  
Proteins (bottom): 40

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 2413  
Proteins (bottom): 514

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 12  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 45  
Proteins (bottom): 25

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 19  
Proteins (bottom): 7

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 23  
Proteins (bottom): 8

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 30  
Proteins (bottom): 12

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 46  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 20  
Proteins (bottom): 9

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 187  
Proteins (bottom): 40

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 209  
Proteins (bottom): 49

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 36  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 56  
Proteins (bottom): 31

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 102  
Proteins (bottom): 14

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 204  
Proteins (bottom): 23

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 357  
Proteins (bottom): 68

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 60  
Proteins (bottom): 35

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 68  
Proteins (bottom): 16

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 29  
Proteins (bottom): 21

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 22  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 47  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 149  
Proteins (bottom): 103

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 562  
Proteins (bottom): 68

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 34  
Proteins (bottom): 18

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 97  
Proteins (bottom): 18

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 83  
Proteins (bottom): 29

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 48  
Proteins (bottom): 8

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 20  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 120  
Proteins (bottom): 72

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 32  
Proteins (bottom): 13

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 95  
Proteins (bottom): 9

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 11  
Proteins (bottom): 7

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 356  
Proteins (bottom): 31

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 14  
Proteins (bottom): 7

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 186  
Proteins (bottom): 22

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 37  
Proteins (bottom): 32

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 115  
Proteins (bottom): 18

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 18  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 53  
Proteins (bottom): 18

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 12  
Proteins (bottom): 16

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 24  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 5  
Proteins (bottom): 8

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 24  
Proteins (bottom): 14

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 21  
Proteins (bottom): 24

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 176  
Proteins (bottom): 92

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 159  
Proteins (bottom): 43

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 22  
Proteins (bottom): 7

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 33  
Proteins (bottom): 7

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 70  
Proteins (bottom): 16

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 8  
Proteins (bottom): 7

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 57  
Proteins (bottom): 28

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 25  
Proteins (bottom): 16

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 29  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 46  
Proteins (bottom): 7

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 11  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 187  
Proteins (bottom): 21

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 92  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 62  
Proteins (bottom): 15

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 27  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 764  
Proteins (bottom): 120

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 86  
Proteins (bottom): 67

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 253  
Proteins (bottom): 123

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 40  
Proteins (bottom): 27

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 60  
Proteins (bottom): 19

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 18  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 99  
Proteins (bottom): 22

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 61  
Proteins (bottom): 22

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 1021  
Proteins (bottom): 152

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 16  
Proteins (bottom): 8

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 17  
Proteins (bottom): 6

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 102  
Proteins (bottom): 11

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 31  
Proteins (bottom): 7

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 20  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 24  
Proteins (bottom): 7

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 87  
Proteins (bottom): 18

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 75  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 16  
Proteins (bottom): 4

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 41  
Proteins (bottom): 10

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 39  
Proteins (bottom): 15

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 12  
Proteins (bottom): 2

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 212  
Proteins (bottom): 13

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 52  
Proteins (bottom): 37

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 30  
Proteins (bottom): 4

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 334  
Proteins (bottom): 151

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 57  
Proteins (bottom): 8

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 34  
Proteins (bottom): 21

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 287  
Proteins (bottom): 20

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 12  
Proteins (bottom): 4

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 106  
Proteins (bottom): 16

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 45  
Proteins (bottom): 9

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 461  
Proteins (bottom): 33

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 13 — supplementary_data_10

### 

Transcripts (top): 17  
Proteins (bottom): 13

# Supplementary material for: Systems-wide analysis revealed shared and unique responses to moderate and acute high temperatures in the green alga Chlamydomonas reinhardtii
**Source:** Commun Biol. 2022 May 13;5:460. doi: 10.1038/s42003-022-03359-z
**Supplement:** Supplementary file 15 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection We did not use software and code to collect data.

Data analysis We used publicly available softwares and codes to analyze our RNA-seq and proteomics data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets analyzed in this paper are included in this published article and supplementary information files. Other information is available from the corresponding author on request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	We had 3-6 biological replicates for measurement of cell physiology and photosynthetic parameters, 3 biological replicates for RNA-seq, proteomics, and TEM images. The sample size we used meet the requirements for publications in related fields.
Data exclusions	No data was excluded for the analysis.
Replication	We had 3-6 biological replicates for measurements and applied statistical analysis to replicates to get conclusions.
Randomization	We tried our best to randomize samples for our experiments.
Blinding	Blinding was not relevant to our research. We needed to measure parameters under the defined conditions.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involvement in the study
☒	☐ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involvement in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Chlamydomonas reinhardtii wildtype strain CC1690 (also called 21gr, mt+, from the Chlamydomonas resource center) was used in all experiments.
Authentication	The cell line was authenticated by the Chlamydomonas resource center.
Mycoplasma contamination	The cell line was not tested for Mycoplasma contamination; it is for plant research.
Commonly misidentified lines<br>(See ICLAC register)	NA

How the deposited data were processed for this re-analysis (not part of the article)

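RNA of *Chlamydomonas reinhardtii* cultures in photobioreactors was measured in 90 libraries: 30 groups of 3 biological replicates, with 2 heat treatments (35°C and 40°C) and 15 time points each (pre-heat, 8 in heat from the moment the temperature was reached to 24 h, and 6 in recovery at 25°C to 48 h). Columns were matched to samples by their labels alone.

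The authors filtered reads with BBDuk and BBMap, assessed them with FastQC, mapped them to genome v5.6 with STAR, keeping reads with 1 locus, and counted them per gene with HTSeq; versions of these tools are not given in the sources used here. The deposited count table holds raw read counts of 17741 genes. The deposited TPM values hold TPM, which the authors computed for each library. They equal the counts divided by a fixed length per gene and scaled to a sum of 1000000, so no scaling between libraries goes beyond that sum. Reads were not used here.

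Libraries held 10872030 to 35917831 counted reads (median 22088535.5), and 279 genes had no read. At this depth 14216 genes had a read in every library. The spread between replicates was 5.26 to 300.1 times that of counting alone (chi-square per degree of freedom). Which genes depth limits was not tested. Genes were kept with 10 reads or more in 9 or more libraries (10%), which left 15541 genes, the number the paper gives; genes removed held 0.00764% of the counts.

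Counts were tested with edgeR 4.0.16 in R 4.3.3: TMM factors (0.509 to 1.423), a model with 1 mean per group over all 90 libraries, and the quasi-likelihood F-test of each of 28 groups against the pre-heat group of its treatment. A gene was called with an adjusted p (Benjamini-Hochberg) under 0.05, an absolute log2 fold change over 1 and a difference in mean TPM of 1 or more, the thresholds of the paper, whose model was a mixed-effect one on TPM; its random effect is not given in the sources used here. The change at 40°C minus the change at 35°C was tested in the same model at 14 time points, with adjusted p under 0.05 and an absolute difference over 1. The 2 pre-heat groups were compared in the same way.

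Distances are 1 minus the Pearson correlation of log2(TPM + 1), and clusters come from average linkage with 3 clusters. Profiles of the study's modules are the median z-score over members. Overlaps were tested with Fisher's exact test, and distances with an exact permutation test. Gene lists came from the paper's supplementary tables and its MapMan terms, or were picked by hand from them, and were fixed with the design. That was before the counts were seen, but the study's values per gene in Supplementary Data 6, from these same libraries, had been seen. Tests of the pathway lists from there are therefore not tests of lists chosen blind. Camera in limma 3.58.1 compared each of 40 lists with 5 or more members with all other genes, with an inter-gene correlation preset at 0.01, and adjusted p over 1120 tests. Of these, 136 were called in 35°C heat, 104 in 35°C recovery, 129 in 40°C heat and 120 in 40°C recovery; with an estimated correlation 11, 16, 8 and 21 held. "Adjusted over the list alone" means that p was adjusted over the members of that list only.

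Genes named in the text follow a rule set before the data were examined: every gene the paper names for a transcript result; for 10 main comparisons the 8 largest rises and 8 largest falls among called genes whose 3 libraries all lie beyond the 3 pre-heat libraries and whose mean TPM is 5 or more in 1 group; and for each fixed list up to 4 called members with the largest change. Names came from the paper's supplementary tables and a table of gene symbols, which give a name to 1971 of the genes tested; 32 of the genes the paper names were found. Names from Supplementary Data 7, LCI19 among them, were added after results were seen. CAV4 was left out because no table used here pairs it with a gene.

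The quasi-likelihood test was tried on simulated data drawn from the means and dispersions of real libraries. Each simulation was of a single comparison, not of the model over all groups. The aim was an adjusted p under 0.05 and the right direction, without the fold and TPM difference criteria of a call. Of 100 genes changed 2-fold, 83% were found with the libraries of 35°C heat 0.5 h and 88% in those of 40°C heat 24 h, and of 100 changed 4-fold 99% and 99%. Among the other genes 13 and 16 had an adjusted p under 0.05 though not changed, 8 and 10 of them past the fold threshold. Few of the 15541 genes were changed in these simulations, while 4737 were called at 0.5 h of 40°C in the real libraries. The simulations therefore cannot show how the model or its TMM scaling does when many genes change.

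Alternatives tried were DESeq2 size factors and library size alone in edgeR, DESeq2 1.42.0 with its Wald test, no low-count filter, fits on the 45 libraries of a treatment or the 6 libraries compared, culture as a replicate block, no TPM difference criterion, glmTreat, limma on log2(TPM + 1) and on log2(TPM + 0.1), a pooled pre-heat control, and leaving out each replicate in turn. Robust dispersions and TPM scaling in edgeR were added after the data were seen. For distances and modules other correlations, pseudocounts, linkages and units were tried. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Proteomics, RT-qPCR and physiological data were not analysed here. The network modules were taken as the paper gives them and not computed anew.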

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

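Each result of this part is here because the change from pre-heat differed between 40°C and 35°C in edgeR's quasi-likelihood test of that difference. The tests of the difference were set with the design, and the splits of libraries were chosen after the counts were seen. Genes with a different change numbered 712, 4671, 3185, 2675, 2090, 1958, 2879 and 3536 at 0, 0.5, 1, 2, 4, 8, 16 and 24 h of heat, and 4695, 3656, 2286, 1706 and 25 at 0, 2, 4, 8 and 24 h of recovery. Genes with which the paper illustrates its results, and whose change took opposite directions in the 2 treatments, stand out among them. TAL1 was lower at 40°C by -4.95 at 1 h and -4.31 at 2 h, and GAP1 by -3.78 at 2 h and -3.14 at 4 h. HSP22E was higher at 40°C by 4.16 at 8 h, and PBGD2 by 2.86 as the cultures reached 25°C.

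Photoprotection genes parted far as well. LHCSR1 differed by 4.85 at 0.5 h, where treated replicate A carries its rise at 40°C. LHCSR3.1 differed by 5.10 at 24 h and 5.36 at recovery 0 h, and LHCSR3.2 by 5.54 at recovery 0 h and 3.29 at recovery 2 h. These 4 values come from 2 paralogs and the same pre-heat libraries, so they are not independent.

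Splits of the 6 heated libraries of a time point, with the pre-heat labels kept, number 10, too few for a share under 0.05. On those libraries the real split called 750, 4155, 3391, 2829, 2488, 2082, 2599 and 3681 genes over heat and 4667, 3805, 2570, 2008 and 27 at 0 to 24 h of recovery, and the highest other split 0 at each; 1 split, the real one, reached each count. At 48 h of recovery the real split called 0, and so did all 10 splits. A draw of 100 splits that reassigned pre-heat labels too is no test of chance, since 11 of the 12 that kept the real split of the heated libraries called as many genes, and it is not used.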

How the results depend on the processing

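Robust dispersions and TPM scaling were added after seeing the data, and the other settings were planned, save those for distances between the treatments. Counts of genes depend most on the thresholds and on the scale: they moved by over 1.5 times mainly without the TPM difference criterion, with glmTreat, which asks for more than a fold change of 2, and with TPM in place of TMM, while DESeq2 size factors, robust dispersions and no low-count filter kept every total of genes against pre-heat within 1.5 times. The causes of these changes were not tested here. In a fit that leaves out a replicate, each group of 2 libraries is assumed to vary like the other groups. Spread between replicates was far above counting noise, and which genes depth limits was not tested.

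Without the TPM difference criterion, genes called numbered 2114, 2409, 2778, 2567, 2473, 1939, 1139 and 1540 at 0, 0.5, 1, 2, 4, 8, 16 and 24 h of 35°C heat, 3154, 2066, 1874, 268 and 22 at 0, 2, 4, 8 and 24 h of 35°C recovery, 3181, 4683, 4034, 4195 and 4804 at 0, 2, 4, 8 and 16 h of 40°C heat and 2536, 420 and 16 at 8, 24 and 48 h of 40°C recovery, and genes up in both treatments 677, 568 and 464 at 0.5, 8 and 24 h of heat and 36 at 8 h of recovery, and genes down in both treatments 1124, 815 and 588 at 0.5, 8 and 24 h of heat and 1072 and 108 at 2 and 8 h of recovery. With glmTreat against a log2 fold change of 1, genes called numbered 399, 530, 805, 766, 728, 306, 142 and 118 at 0, 0.5, 1, 2, 4, 8, 16 and 24 h of 35°C heat, 628, 335, 164, 17 and 1 at 0, 2, 4, 8 and 24 h of 35°C recovery, 922, 1796, 1344, 1488, 1895 and 2354 at 0, 2, 4, 8, 16 and 24 h of 40°C heat and 1977, 743, 48 and 1 at 4, 8, 24 and 48 h of 40°C recovery, and genes whose change differs between the treatments numbered 51, 2116, 1042, 566, 327, 568, 931 and 1349 at 0, 0.5, 1, 2, 4, 8, 16 and 24 h of heat and 2297, 1526, 773, 422 and 5 at 0, 2, 4, 8 and 24 h of recovery, and genes up in both treatments 131, 76 and 39 at 0.5, 8 and 24 h of heat and 28 and 0 at 2 and 8 h of recovery, and genes down in both treatments 302, 139 and 39 at 0.5, 8 and 24 h of heat and 252 and 11 at 2 and 8 h of recovery, and genes up only in 35°C heat 49. With limma on log2(TPM + 1), genes called numbered 754, 670, 285 and 421 at 0, 8, 16 and 24 h of 35°C heat, 1049, 2029, 64 and 7 at 0, 2, 8 and 24 h of 35°C recovery and 6420 and 1 at 4 and 48 h of 40°C recovery, and genes up in both treatments 136, 99 and 61 at 0.5, 8 and 24 h of heat and 1646 at 2 h of recovery, and genes down in both treatments 178 and 25 at 2 and 8 h of recovery, and heat-induced genes 2914, and genes up only in 35°C heat 66. With limma on log2(TPM + 0.1), genes called numbered 2168 and 2070 at 2 and 4 h of 35°C heat, 3247, 2112 and 8 at 2, 4 and 24 h of 35°C recovery and 8001, 7886 and 2427 at 2, 4 and 8 h of 40°C recovery, and genes up in both treatments 192 at 0.5 h of heat and 2704 at 2 h of recovery, and genes down in both treatments 1152 at 0.5 h of heat and 222 at 2 h of recovery, and genes up only in 35°C heat 96. With TPM scaling in edgeR, added after seeing the data, genes called numbered 2266 and 2160 at 2 and 4 h of 35°C heat, 3373, 2219 and 5 at 2, 4 and 24 h of 35°C recovery and 8131, 7994 and 2530 at 2, 4 and 8 h of 40°C recovery. With library size alone, genes called numbered 7 at 24 h of 35°C recovery, and genes whose change differs between the treatments numbered 3250 at 4 h of heat, and genes up in both treatments 239 at 0.5 h of heat and 1141 and 6 at 2 and 8 h of recovery, and genes down in both treatments 435 at 2 h of recovery, and genes up only in 35°C heat 133, and the median log2 fold change of genes up was 1.23 and 1.59 at 2 and 8 h of 35°C recovery and 1.62 at 2 h of 40°C recovery, and the median log2 fold change of genes down was -1.84 at 8 h of 40°C heat and -2.12 at 2 h of 40°C recovery. With only the 45 libraries of the treatment, genes called numbered 21 at 24 h of 35°C recovery. With the pooled pre-heat control, genes called numbered 33 at 24 h of 35°C recovery and 26 at 48 h of 40°C recovery. With only the 6 libraries compared, genes called numbered 2 at 48 h of 35°C recovery and 10 at 48 h of 40°C recovery, and genes up in both treatments 20 at 8 h of recovery. With the DESeq2 Wald test, genes called numbered 11 at 48 h of 40°C recovery, and genes whose change differs between the treatments numbered 40 at 24 h of recovery. On log2(TPM + 0.1), the z-score of TM3 was 1.88 at 4 h after 40°C, against 1.99. On log2 TMM-normalized counts, the z-score of TM3 was 0.302 at 4 h after 40°C, against 1.99. With the mean over members, the z-score of TM6 was 0.907 at 1 h of 40°C, against 1.33. With an estimated inter-gene correlation, camera calls were 11 in 35°C heat, 16 in 35°C recovery, 8 in 40°C heat and 21 in 40°C recovery.

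Leaving out each treated or pre-heat replicate in turn, genes called ranged from 45 to 215 at 8 h after 35°C, 2 to 12 at 24 h after 35°C, 0 to 1 at 48 h after 35°C and 1 to 11 at 48 h after 40°C, genes whose change differs from 289 to 1175 at heat 0 h, 5 to 90 at recovery 24 h and 0 to 1 at recovery 48 h, genes shared by both treatments 8 h into recovery from 2 to 18 up and 24 to 77 down, genes between the pre-heat groups from 0 to 2, HSP90A at recovery 0 h after 40°C from -1.20 to 0.35, the lowest value, without treated replicate B, being called down.

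Named genes and set tests are judged by whether the call was kept, which is not the measure used for the totals above. Many named genes were picked for large called changes in the main fit, which favours keeping the call. Of 5364 values for named genes over all settings 5103 kept direction and call, 192 lost the call (60 of them with glmTreat), 34 gained it, 34 moved without a call and 1, HSP90A as given above, reversed. Counts within lists kept within 1.5 times in 3777 of 4104 values, set tests kept their call in 935 of 1030, with 57 of the 70 losses under the estimated correlation. Distances of single groups moved by more than their spread in 87 of 196 values, with another unit, correlation, pseudocount or filter in most of them. Distances between the treatments, tried under the same settings after the data were seen, moved by more than the spread of the libraries in 43 of 98. The number of time points beyond the pre-heat range kept within 1.5 times in 14 of 14.

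The letters of the replicates were checked as a pairing after the files were seen. Same-letter libraries had deviations from their group means that correlated over 0.1 in 202 of 315 pairs at 35°C and 177 of 315 at 40°C. Medians were 0.152 and 0.127, against -0.0916 and -0.0595 for different letters. Libraries that correlated best with the pre-heat library of their own letter numbered 29 and 33 of 42, where chance gives 14. Letters thus share something in the data, and these values lean toward a pairing. The main tests took no pairs, because the sources used here do not say that a letter marks 1 culture over time. With culture as a replicate block, genes called numbered 1 at 48 h of 35°C recovery and 16 at 48 h of 40°C recovery; genes whose change differs between the treatments numbered 58 at 24 h of recovery, against 0, 4 and 25 without it. Other totals of genes called stayed within 1.5 times.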

Differences from the paper's values

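Genes up only in 35°C heat number 108 in the paper and 207 here; of the alternatives set before the data were examined, library size alone (133) and limma on log2(TPM + 0.1) (96) come within 1.5 times the paper's value and the others do not. The other values that differ are numbers of genes up or down which the paper shows in Fig. 2c, read by eye, at thresholds it states. For each, the alternatives named had been set before the data were examined. They come within 1.5 times the paper's value, and those not named do not. Below, "within the paper's value" means within 1.5 times of it. Up at 0.5 h of 35°C: about 150 in the paper and 501 here, within the paper's value with glmTreat (143) and limma on log2(TPM + 1) (164). Up at 8 h of 35°C: about 210 in the paper and 361 here, within the paper's value with limma on log2(TPM + 1) (158), limma on log2(TPM + 0.1) (254) and without treated replicate C (271). Up at 24 h of 35°C: about 150 in the paper and 244 here, within the paper's value with limma on log2(TPM + 1) (103), limma on log2(TPM + 0.1) (192), without treated replicate B (215) and without pre-heat replicate B (225). Up at 0.5 h of 40°C: about 1500 in the paper and 2357 here, within the paper's value with library size alone (1520), the 6 libraries compared (2243), glmTreat (1892), limma on log2(TPM + 1) (1250), limma on log2(TPM + 0.1) (1515) and without treated replicate A (1979). Up at 2 h after 35°C: about 2900 in the paper and 501 here, within the paper's value with limma on log2(TPM + 0.1) (2953). Up at 4 h after 35°C: about 1900 in the paper and 579 here, within the paper's value with limma on log2(TPM + 0.1) (1871). Up at 2 h after 40°C: about 6900 in the paper and 2726 here, within the paper's value with limma on log2(TPM + 1) (5718) and limma on log2(TPM + 0.1) (6896). Up at 4 h after 40°C: about 7300 in the paper and 2149 here, within the paper's value with limma on log2(TPM + 1) (5981) and limma on log2(TPM + 0.1) (7364). Up at 8 h after 40°C: about 2200 in the paper and 1116 here, within the paper's value with no TPM criterion (1641), limma on log2(TPM + 1) (1642) and limma on log2(TPM + 0.1) (2244). Down at 2 h after 35°C: about 250 in the paper and 809 here, within the paper's value with glmTreat (298), limma on log2(TPM + 1) (229) and limma on log2(TPM + 0.1) (294). Down at 4 h after 35°C: about 160 in the paper and 5.2e+02 (to 2 digits) here, within the paper's value with glmTreat (146) and limma on log2(TPM + 1) (163). Down at 2 h after 40°C: about 1000 in the paper and 1826 here, within the paper's value with limma on log2(TPM + 1) (926) and limma on log2(TPM + 0.1) (1105). Down at 4 h after 40°C: about 470 in the paper and 1201 here, within the paper's value with limma on log2(TPM + 1) (439) and limma on log2(TPM + 0.1) (522). Down at 8 h after 40°C: about 160 in the paper and 470 here, within the paper's value with glmTreat (168), limma on log2(TPM + 1) (122) and limma on log2(TPM + 0.1) (183).

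TPM scaling in edgeR, added after seeing the values, comes within 1.5 times the paper's numbers for 21 of the 22 values read from Fig. 2c, against 8 with TMM. It misses those for up at 0.5 h of 35°C, and it drops 20 of the 2183 calls for pathway genes in the paper's Supplementary Data 6. Its counts were 284 up at 8 h of 35°C, 205 up at 24 h of 35°C, 3077 up at 2 h after 35°C, 1980 up at 4 h after 35°C, 1582 up at 0.5 h of 40°C, 7030 up at 2 h after 40°C, 7474 up at 4 h after 40°C, 2349 up at 8 h after 40°C, 296 down at 2 h after 35°C, 239 down at 4 h after 35°C, 1101 down at 2 h after 40°C, 520 down at 4 h after 40°C and 181 down at 8 h after 40°C. The paper's methods state that the model was fitted to TPM values. Of the calls in Supplementary Data 6, 1643 were made with TMM, 1876 with library size alone, 1828 with limma on log2(TPM + 1), 2125 with limma on log2(TPM + 0.1) and 2163 with TPM scaling, and 0 had the opposite direction with TMM.

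On rankings and directions the following stand apart. The paper places the largest numbers of changed genes 2 and 4 h after 40°C; with TMM the largest is 4737 at 0.5 h of 40°C, then 4552 at 2 h, 0 h (2549 up and 1901 down) of recovery, 3982 at heat 1 h and 3603 at heat 24 h, with 3350 at recovery 4 h, while library size alone (5991 at 2 h), the 45 libraries of the treatment (5127), leaving out treated replicate A (4452) or B (4773), limma on log2(TPM + 1) (6644) and on log2(TPM + 0.1) (8001), and TPM scaling, added after seeing the values (8131), put 2 h of recovery first. It puts the deepest falls at 16 h of 40°C. The single deepest fall among called genes lay there here too (log2 -11.64), but the median of genes down was -1.72 there and -2.30 2 h after 40°C. Transcriptomes are said to be back at pre-heat 8 h after 35°C and 24 h after 40°C; 120 and 184 genes were still called then. The paper groups early recovery of both treatments together by UMAP. With average linkage and 3 clusters the libraries after 35°C fell with pre-heat here. The first principal component goes with the paper's grouping: mean scores at recovery 2 h and 4 h were 79 and 67.3 after 35°C and 135 and 132 after 40°C. Pre-heat libraries lay at 8.1 (35°C set) and 5.0 (40°C set) on it.

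Among genes, ICL1 is given as increased in 35°C heat; its log2 fold change was above 0 at all 8 heat time points but called at none with TMM, and called at 2 h with DESeq2 (1.16), the 45 libraries of the treatment (1.17), the 6 libraries compared (1.15), culture as a replicate block (1.09), the pooled pre-heat control (1.16) and without treated replicate A (1.42). A significant fall of light reaction genes is placed by the discussion only after 40°C; after 35°C 32 of 38 were down at 2 h with TMM, 21 with library size alone and 10 with limma on log2(TPM + 1), the last being the number in the paper's own sheet, as is that of TPM scaling, added after seeing the values. SAGA1, LCIA, LCID and LCIE are given as induced in early recovery from 40°C; none was called up at 2 h with TMM, SAGA1 was with library size alone (1.22), SAGA1 and LCID with limma on log2(TPM + 1), LCIE also with log2(TPM + 0.1) (1.21), LCID without treated replicate B (1.01), and LCIA in no setting at that time point. Cell cycle genes are said to be back by 8 h of 35°C. Of 122, 11 were down then (3 to 18 on leaving out 1 library) and 50 at 24 h. At 24 h of 35°C the paper's flow cytometry found nearly all cells small and at 1 C after a division, from which it proposes a synchronized culture. The fall in transcripts at 24 h was not tested against that. HSP22E is described as induced briefly in early heat and for the first 4 h of recovery from 40°C; it was also up at 24 h of heat (5.91) and after 8 h (5.05) and 24 h of recovery (2.83). ROS scavenging transcripts are given as up in early recovery from 40°C; at recovery 0 h 28 were up and 8 down, and at 2 h 14 and 26 with TMM. More were up than down at 2 h with library size alone (30 and 23), limma on log2(TPM + 1) (51 and 11) and TPM scaling, added after seeing the values (59 and 12); the paper's sheet has 57 and 11.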

Other observations

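The gene lists of the first 2 paragraphs were fixed with the design, while the tests of the patterns after them, and the splits of libraries, were chosen after the results were seen. Genes for chloroplast ribosomal proteins fell in heat at both temperatures and 2 h after 40°C. At 8 h of 35°C 17 of 23 (17 adjusted over the list alone, camera adjusted p = 8.03e-26, adjusted p = 0.0392 with an estimated correlation) were down, at 4 h of 40°C 22 of 23 (22 adjusted over the list alone, camera adjusted p = 2.35e-30, adjusted p = 0.0213 with an estimated correlation), and 2 h after 40°C 23 of 23 (23 adjusted over the list alone, camera adjusted p = 1.34e-33, adjusted p = 0.0119 with an estimated correlation), with PRPL18 (Cre01.g052100) at log2 -3.57. 23 of them changed further down after 40°C than after 35°C by edgeR's quasi-likelihood test of the difference. Genes of photosystem II assembly first rose and then fell: 11 of 29 (11 adjusted over the list alone, camera adjusted p = 8.22e-05, adjusted p = 0.322 with an estimated correlation) were up at 0.5 h of 40°C, with PSB33 (Cre09.g411200) (2.50) and HCF136 (Cre06.g273700) (2.16), and 17 of 29 (17 adjusted over the list alone, camera adjusted p = 3.92e-12, adjusted p = 0.0257 with an estimated correlation) were down 2 h after 40°C, with Psb27 (Cre05.g243800) (-4.60) and HCF173 (Cre13.g578650) (-3.83). These counts depend on the scale: up at 0.5 h were 6 with library size alone and 6 with limma on log2(TPM + 1), and down 2 h after 40°C 13 with library size alone and 8 with limma on log2(TPM + 1), where limma also called 4 up.

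Fatty acid synthesis genes fell once the cultures were cooled, 18 of 28 (18 adjusted over the list alone, camera adjusted p = 6.14e-26, adjusted p = 0.00194 with an estimated correlation) 2 h after 35°C and 20 of 28 (20 adjusted over the list alone, camera adjusted p = 3.97e-16, adjusted p = 0.011 with an estimated correlation) after 40°C (2 h after 35°C 15 with library size alone and 11 with limma on log2(TPM + 1)), where BCC2 (Cre01.g037850), a biotin carboxyl carrier protein gene, was at -4.14. Proteasome genes went up 2 h after 40°C, 17 of 24 (17 adjusted over the list alone, camera adjusted p = 3.12e-06, adjusted p = 0.534 with an estimated correlation), with POA4 (Cre01.g030850) at 1.65 (21 with library size alone and 23 with limma on log2(TPM + 1)). At 0.5 h of 40°C their calls depend on the scale: 20 of 24 (20 adjusted over the list alone, camera adjusted p = 1.24e-05, adjusted p = 0.563 with an estimated correlation) with TMM, 2 with library size alone and 2 with limma on log2(TPM + 1), and 13 to 22 on leaving out 1 library. 22 proteasome genes changed more at 0.5 h of 40°C than of 35°C by edgeR's quasi-likelihood test of the difference, and their median at 40°C was 1.23, or 0.61 with library size alone. Cytosolic 40S ribosomal protein genes had a median of -0.42 2 h after 40°C that turns to 0.03 with library size alone.

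Genes on the TPM scale mostly rose 2 h after 40°C. The 200 most abundant genes before heat held 80.5% (SD 0.148) of all TPM then and 62.9% (SD 1.28) at that time point, with 96 of them down and 2 up, and all 29 light reaction genes among them were down. The median log2 change of the other genes was 1.01 (SD 0.0967), and 0.169 (SD 0.0808) once TPM was recomputed without those 200. That drop follows from the shares above by arithmetic, because TPM has a fixed sum. It cannot tell a fall of the abundant genes from a rise of the others. At 0.5 h of 40°C the share of the 200 genes fell too, to 74.7% (SD 1.62), while the median of the other genes was -0.47. A gene length bias is argued against by the Spearman correlation of length and fold change, -0.0069. Whether the cells held less mRNA in total stays open, because neither counts nor TPM measure mRNA per cell, and a biological explanation for the fall of the abundant genes was not tested.

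Replicate A had the highest mean of the CO2-concentrating genes in 26 of the 30 groups of 3 libraries, 13 of 15 in each treatment. Among 1000 random lists of 16 genes the median was 15 groups and the highest 28, and 7 lists reached 26. The total count of a library is argued against as the cause, since A was highest in 18 of the 22 groups where it was not the deepest library. Cultures that kept their own level through the time course are a candidate explanation, as is any other feature shared by libraries of a letter. A letter marks a biological replicate, and the sources used here do not say whether it is the same culture at every time point. The counts move with it in some comparisons: with culture as a replicate block 5 of 16 were down 8 h after 35°C in place of 2, and 6 in place of 5 2 h after 40°C.

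IRT2, TEF22, FEA1 and Cre07.g336800, which were lower in the 40°C set before heat, stayed lower in it through the time course. Mean TPM was below that of the 35°C set in 56 of 56 later pairs of gene and time point, with no overlap of the libraries in 55. These pairs include all 4 genes after 48 h of recovery, for example FEA1 at 110 (SD 21.1) against 581 (SD 93.4). They are repeated samples of 4 genes in 2 sets of cultures, and the genes were picked because they differed before heat. The pairs are thus not independent trials, and no chance rate is given. A lasting difference between the cultures of the 2 treatments, in strain state or in growth conditions, is a candidate explanation for these genes. Treatment and culture are confounded in this design, and for the time points in heat an effect of temperature is not excluded.

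Other splits of the 6 libraries of a comparison with pre-heat number 10, so no share under 0.05 can be reached, and the real count and the highest of the others are given. The real split (fitted on these 6 libraries alone) called 1237, 1424, 1587, 1408, 1345, 1056, 531 and 709 genes over 35°C heat and 1746, 1323, 1099 and 157 at 0 to 8 h of recovery, and the highest other split 0 each time. At 40°C it called 1923, 4614, 4000, 3091, 2540, 2629, 3030 and 3597 in heat and 4442, 4407, 3325, 1608 and 206 at 0 to 24 h of recovery, the highest other again 0. In each of these, 1 split of 10, the real one, reached that count. Late recovery was less apart: 17 against 10 at 24 h after 35°C, 2 against 16 at 48 h (2 splits as large) and 10 against 2 at 48 h after 40°C. For the 2 pre-heat groups the real split called 7 and another 24, with 2 of 10 as large. The real count thus does not stand apart from other ways of parting these 6 libraries.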
